# Predicted effects of observed changes in the mRNA and microRNA transcriptome of lung neutrophils during *S. pneumoniae* pneumonia in mice

**DOI:** 10.1038/s41598-017-11638-7

**Published:** 2017-09-12

**Authors:** John C. Gomez, Hong Dang, Matthew Kanke, Robert S. Hagan, Jason R. Mock, Samir N. P. Kelada, Praveen Sethupathy, Claire M. Doerschuk

## Abstract

The complex role of neutrophils in modulating the inflammatory response is increasingly appreciated. Our studies profiled the expression of mRNAs and microRNAs (miRs) in lung neutrophils in mice during *S. pneumoniae* pneumonia and performed in depth *in silico* analyses. Lung neutrophils were isolated 24 hours after intratracheal instillation of PBS or *S. pneumoniae,* and differentially expressed (DE) mRNAs and miRs were identified. Lung neutrophils from mice with *S. pneumoniae* pneumonia contained 4127 DE mRNAs, 36% of which were upregulated at least 2-fold. During pneumonia, lung neutrophils increase expression of pattern recognition receptors, receptors for inflammatory mediators, transcription factors including NF-κB and AP-1, Nrf2 targets, cytokines, chemokines and other inflammatory mediators. Interestingly, neutrophils responded to Type I interferons, whereas they both produced and responded to Type II interferon. Expression of regulators of the inflammatory and immune response was verified at the mRNA and protein level. Of approximately 1100 miRs queried, 31 increased and 67 decreased more than 2-fold in neutrophils from *S. pneumoniae* pneumonia. Network analyses of potential DE miR-target DE mRNA interactions revealed candidate key regulatory miRs. Thus, *S. pneumoniae* modulates mRNA and miR expression by lung neutrophils, increasing their ability to respond and facilitating host defense.

## Introduction

During inflammation, neutrophils are recruited from the circulation to sites of injury, where they kill invading pathogens through phagocytosis and release of reactive oxygen species, proteases and other effectors. In recent years, the complexity of the neutrophil response has become increasingly clear. Rather than being simply highly motile phagocytic bags of enzymes, neutrophils are in fact capable of a range of responses that encompass alterations in neutrophil adhesiveness and motility, modulation of cell death and survival pathways, and production of cytokines and other mediators. The active and dynamic neutrophil response during inflammation is associated with changes in gene expression^1, 2^. Neutrophils also express miRs, short single-stranded RNAs that recognize sequences in the 3′ untranslated region (UTR) of mRNAs and cause post-transcriptional silencing of the target mRNA by suppressing protein synthesis and/or inducing mRNA degradation^3^. As with mRNAs, miR expression in neutrophils can be modulated during development, apoptosis, exercise, during infection or after administration of inflammatory mediators such as LPS^4–16^. Transcription factors regulate transcription of mRNAs and microRNAs (miRs) by binding to DNA sequences adjacent to the target genes and directing recruitment of RNA polymerases and other enzymes. Because each transcription factor usually regulates more than one gene, which in turn may modify the expression and function of other downstream genes, transcription factors are key players in determining the host response during infection.

*S. pneumoniae* is the most common pathogen causing community-acquired pneumonia and is associated with a cellular infiltrate composed primarily of neutrophils in the acute stages^17^. In this study, we tested the hypothesis that expression of mRNAs and miRs by neutrophils in the lungs is altered during pneumonia induced by *S. pneumoniae*. Our results presented herein demonstrate that *S. pneumoniae* modulates mRNA and miR expression by lung neutrophils, which likely shape the inflammatory and immune response against this pathogen and subsequent resolution and repair in the lungs. Identifying the changes in mRNAs and miRs induced by this organism provides an unprecedented opportunity to map the signaling pathways that are most critical to the host response to infection. Although studies have addressed changes in gene expression in blood or bone marrow neutrophils following *ex vivo* stimulation, we believe these are the first studies profiling gene expression in neutrophils isolated from lung tissue with and without infection. Network-level characterization of miR-mediated regulation of mRNAs in neutrophils during pneumonia can facilitate the development of improved therapies for fighting infections and diseases in which neutrophils play a critical role.

## Results

Neutrophils were isolated from lung digests 24 h after intratracheal instillation of *S. pneumoniae* or PBS. The results of the analyses profiling both mRNA and miR expression in the same neutrophils are described below, followed by integration of mRNA and miR expression into a signaling network schema.

### mRNA expression profiling

*Microarray analysis of mRNA expression in lung neutrophils from mice that received either S. pneumoniae or PBS reveals that S. pneumoniae induces widespread changes in neutrophil gene expression*. Dimension reduction using Principal Component Analysis reveals that the top 3 principal components (PCs) account for 83% of the total variance, with the first component (PC#1) alone accounting for 57% of the variance and showing clear separation between the PBS- and *S. pneumoniae-*treated samples (Fig. 1a). Unsupervised hierarchical clustering from the whole array data or differentially expressed genes shows that samples of neutrophils from lungs with PBS and *S. pneumoniae* cluster into their respective groups, indicating that samples given the same stimulus (PBS or *S. pneumoniae*) have broadly similar patterns of expression (Fig. 1b).

**Figure 1:**
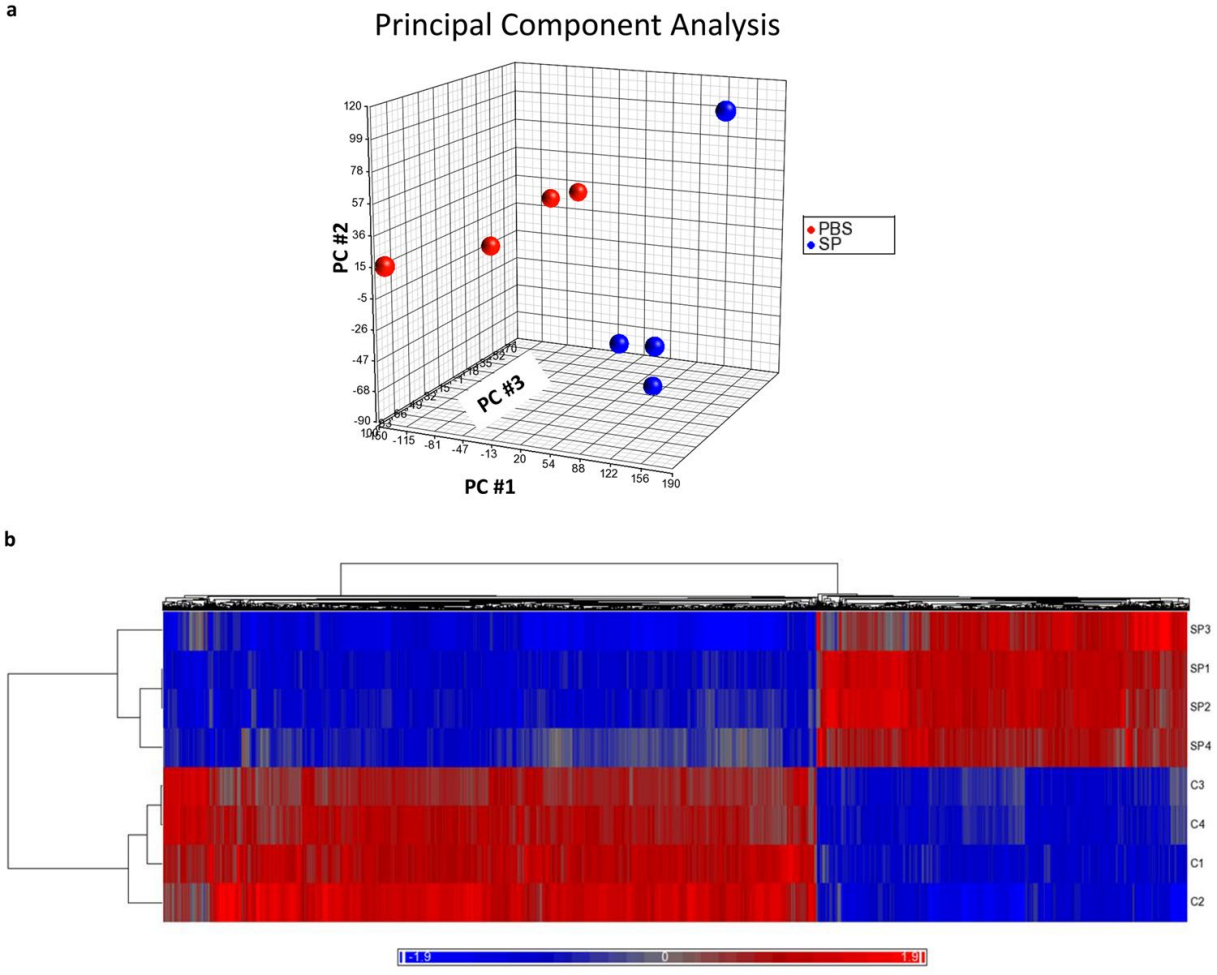
(**a**) Principal Component Analysis (PCA) of mRNA expression data showing the contributions of the top three principal components to the variance in mRNA expression by lung neutrophils from mice that received PBS compared to *S. pneumoniae* (n = 4 in each group). The top 3 principal components (PC) together account for 83.1% of the total variance, with the top 3 PCs each accounting for 57.4%, 16.1% and 9.64% of the total variance, respectively. (**b**) Unsupervised hierarchical clustering of DE mRNAs in lung neutrophils from mice that received PBS or *S. pneumoniae*. DE mRNAs were identified using filtering criteria as described in the text. The heat map depicts the standardized intensity values for 4127 DE mRNAs after normalization and standardization. Mean expression was set at zero, and expression levels scaled to one standard deviation (bright blue for low expression levels and bright red for high expression levels). Each row represents a sample from a mouse given PBS or *S. pneumoniae* (as labeled) and each column represents a DE mRNA. The dendrograms show the results of hierarchical clustering across samples (left) or across DE mRNAs (top).

The expression levels of 9,939 interrogated mRNAs were significantly different in lung neutrophils from mice with *S. pneumoniae* pneumonia compared with those from mice given PBS at an FDR adjusted p value (q-value) ≤ 0.05. Of these, 4,127 were changed by at least 2-fold and were designated as differentially expressed (DE) mRNAs. Of the DE transcripts, 1495 (36%) were upregulated at least 2-fold during *S. pneumoniae* pneumonia and 2632 (64%) were downregulated. Gene Set Enrichment Analysis (GSEA) using Gene Ontology (GO) molecular function terms indicated that genes involved in host defense and immune processes showed highly significant enrichment in samples from mice given *S. pneumoniae*, whereas metabolic and motor pathways were enriched in PBS (Table 1).

**Table 1:** Top 25 molecular pathways significantly enriched in lung neutrophils from mice given PBS or *S. pneumoniae*.

Gene sets enriched in *S. pneumoniae* samples	Gene sets enriched in PBS samples
(GO:0035456) response to interferon-beta	(GO:0042384) cilium assembly
(GO:0002237) response to molecule of bacterial origin	(GO:0044782) cilium organization
(GO:0032496) response to lipopolysaccharide	(GO:0060271) cilium morphogenesis
(GO:0071219) cellular response to molecule of bacterial origin	(GO:0001578) microtubule bundle formation
(GO:0071222) cellular response to lipopolysaccharide	(GO:0003341) cilium movement
(GO:0071216) cellular response to biotic stimulus	(GO:0035082) axoneme assembly
(GO:0035458) cellular response to interferon-beta	(GO:0010927) cellular component assembly involved in morphogenesis
(GO:0032655) regulation of interleukin-12 production	(GO:0030031) cell projection assembly
(GO:0034097) response to cytokine	(GO:0007018) microtubule-based movement
(GO:0001819) positive regulation of cytokine production	(GO:0007224) smoothened signaling pathway
(GO:0032615) interleukin-12 production	(GO:0007368) determination of left/right symmetry
(GO:0042832) defense response to protozoan	(GO:0070286) axonemal dynein complex assembly
(GO:0045088) regulation of innate immune response	(GO:0042073) intraciliary transport
(GO:0045087) innate immune response	(GO:0021532) neural tube patterning
(GO:0034341) response to interferon-gamma	(GO:0021904) dorsal/ventral neural tube patterning
(GO:0045089) positive regulation of innate immune response	(GO:0009799) specification of symmetry
(GO:0071345) cellular response to cytokine stimulus	(GO:0009855) determination of bilateral symmetry
(GO:0019882) antigen processing and presentation	(GO:0048858) cell projection morphogenesis
(GO:0031349) positive regulation of defense response	(GO:0008589) regulation of smoothened signaling pathway
(GO:0032649) regulation of interferon-gamma production	(GO:0003351) epithelial cilium movement
(GO:0002675) positive regulation of acute inflammatory response	(GO:0032990) cell part morphogenesis
(GO:0019221) cytokine-mediated signaling pathway	(GO:0021591) ventricular system development
(GO:0032609) interferon-gamma production	(GO:0007017) microtubule-based process
(GO:0009617) response to bacterium	(GO:0009062) fatty acid catabolic process
(GO:0001562) response to protozoan	(GO:0036158) outer dynein arm assembly

Gene Set Enrichment Analysis (GSEA) was done using gene sets from the Molecular Signatures Database (http://www.broadinstitute.org/gsea/index.jsp). FDR < 0.00005.

Although not listed among the top 25 gene sets shown in Table 1, gene sets pertaining to adaptive immunity were also significantly enriched during pneumonia (FDR < 1.70 × 10^−5^), including GO: 0072678 (T cell migration), GO: 0002824 (positive regulation of adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains) and GO: 0002821 (positive regulation of adaptive immune response). These results indicate that neutrophils may play a role in shaping the subsequent adaptive immune response to *S. pneumoniae*, perhaps through effects on lymphocyte recruitment and activation. For example, expression of various chemokines that regulate lymphocyte chemotaxis are highly upregulated (*Ccl2*, *Ccl5*, *Cxcl9*, *Cxcl10*; see Supplementary Table 1) and the gene for the costimulatory receptor CD86 is upregulated 2.7 fold (FDR = 0.05).

*Neutrophils upregulate expression of inflammatory genes*. Among the gene sets that were identified as being highly significantly enriched during pneumonia (Table 1) were several large gene sets comprising numerous inflammatory genes (Supplementary Figure). Lung neutrophils from mice with pneumonia showed increased expression of genes that encode a number of mediators, including the important pro-inflammatory cytokines IL-1α, IL-6, TNF and CXCL1 (KC) (Supplementary Table 1). The ability of neutrophils to respond to inflammatory stimuli is enhanced during pneumonia, as evidenced by the increased expression of pattern recognition receptors and receptors for cytokines and other inflammatory mediators. Anti-inflammatory genes including *Il10* and *Il1rn* are also increased at this time (Supplementary Table 1). Upregulation of the *Cxcl1*, *Cxcl5*, *Cxcl9 Cxcl11*, *Tnf*, *Il1a*, *Il6* and *Il10* was confirmed in an independent cohort of lung neutrophil samples isolated from mice given PBS or *S. pneumoniae* using TaqMan assays and RT-qPCR (Supplementary Table 2). Increased expression of several DE genes that are important in the inflammatory and immune response were also validated at the protein level, namely the cytokines IFN-γ and TNF, the adhesion molecules ICAM-1, CD11c, CD11b and CD103, and the Fc receptor CD64 (Supplementary Table 3).

*Induction of type I interferon (IFN*) *response*. Induction of the type I IFN response in the lung during *S. pneumoniae* infection was apparent in the upregulation of type I IFN-responsive genes in neutrophils. The IFN-α/β receptor consists of two subunits, *Ifnar1* and *Ifnar2*, both of which are abundantly expressed in unstimulated neutrophils. During pneumonia, lung neutrophils upregulated expression of *Ifnar1* and *Ifnar2* mRNA 2.3 and 1.5 fold, respectively (FDR < 0.05). Furthermore, during pneumonia, lung neutrophils increased expression of a number of IFN-responsive genes, including the inflammatory mediators *Ccl2*, *Ccl5*, and *Cxcl10*, antiviral effector enzymes *Oas1*, *Oas2*, *Oas3*, and *Ddx60*, and transcription factors and signaling molecules involved in the interferon pathway such as *Irf1* and *Stat1* (Supplementary Table 1). However, normalized log2 expression levels were low for the genes encoding IFN-α isoforms and IFN-β, and these genes were not induced 2-fold or more during pneumonia. In an independent set of samples assayed using RT-qPCR, *Ifnar2* and the interferon-responsive genes *Cxcl11*, *Ifit1, Irf5* and *Isg15* were confirmed to be upregulated during pneumonia (Supplementary Table 2). Taken together, these studies suggest that neutrophils are well able to respond to type I IFNs through the IFN-α/β receptor to produce target genes, but do not appear to be a major source of Type I IFNs at this time point.

*Type II IFN (IFN-γ) production and activity*. Consistent with our previous report^4^, the pleiotropic cytokine IFN-γ was upregulated 2.3-fold in lung neutrophils from mice given *S. pneumoniae* for 24 h compared with PBS controls (FDR = 0.02). Notably, GSEA identified “cellular response to IFN-γ” and “production of IFN-γ” among the GO biological processes significantly upregulated during pneumonia (FDR < 10^−5^, FWER p value < 0.001 for both sets). Upregulated IFN-γ responsive genes included *Nos2, Irf1, Ccl2, Ccl5*, and *Gbp2-3* (Supplementary Table 1). Neutrophils also upregulated genes that encode proteins in the IFN-γ signaling pathway, including *Jak2* (3.3-fold) and *Stat1* (3.5-fold), and genes that encode cytokines inducing IFN-γ production, including *Il12a* (25-fold) and *Il18* (2.7-fold). Upregulation of the IFN-γ responsive genes *Nos2* and *Cxcl9* during pneumonia were confirmed by RT-qPCR in independent samples (Supplementary Table 2). Taken together, these results show that neutrophils simultaneously upregulate both production and sensing of Type II IFN, in contrast to type I IFN signaling for which sensing occurs but not production

*The role of NF-κB*. Numerous genes regulated by the transcription factor NF-κB were increased in neutrophils during *S. pneumoniae* pneumonia, including cytokines and chemokines, growth factors, receptors and intracellular signaling molecules (Supplementary Table 1). Transcription factors that are either regulated by NF-κB or regulate NF-κB activation were also differentially expressed (Supplementary Table 1). Upregulation of genes for pattern recognition receptors that signal upstream of NF-κB activation (for example, *Nod1, Nod2, Tlr2, Tlr4, Tlr6, Tlr7, Tlr9, Nlrp3*), cytoplasmic signaling molecules that signal downstream of these receptors (*Pycard, Casp1*), and mRNAs coding for proteins that interact with NF-κB subunits to regulate activation (*Nfkbia, Nfkbib, Nfkbie*) indicate complex regulation of and by NF-κB in neutrophils during *S. pneumoniae*-induced pneumonia. Changes in the nucleic acid sensors were variable in lung neutrophils. DAI and RIG-I family expression levels increased, but curiously, MAVS was downregulated.

There were interesting changes in multiple pathways leading to NF-κB activation in neutrophils (Supplementary Table 1). *S. pneumoniae* leads to strong induction of the IKK-related kinases *Ikbke* and *Tbk1* which we confirmed by RT-qPCR in an independent set of samples (Supplementary Table 2 *)*, whereas *Chuk* (IKKα) and *Ikbkb* (IKKβ) are not induced. While the role of IKKα and IKKβ in canonical and non-canonical NF-κB activation has been examined extensively, TBK1 has been shown to contribute to canonical and non-canonical NF-κB activation in some contexts while repressing NF-κB activation in others^18–24^. As noted in other tables, multiple transcriptional targets consistent with activation of TBK1 and IKKε were upregulated, for example, *Irf7*, *Cxcl10*, *Ifit1*, *Mx1*, *Mx2* and *Oas*-family members. Overall, these changes are consistent with increased TBK1 and IKKε kinase activity, as well as activation of Irf3/7 and the NF-κB pathways. Of note, many of these genes encode antiviral proteins (e.g., Mx1/2, IFITs, OAS) that to date have a less well-defined role in bacterial infections.

Both canonical and non-canonical IKKs require adaptor or scaffold proteins such as Ikbkg (NEMO), Tbk1bp1 (also called SINTBAD), Azi2 (also called Nap1) and TANK to direct them to specific subcellular locations and assist in substrate binding^21, 25, 26^. *S. pneumoniae* caused significant upregulation of genes encoding NEMO, SINTBAD, TANK, and mild upregulation of OPTN and Azi2, but no change in the expression of the genes encoding adaptors Calcoco2 (Ndp52), SQSTM1 (p62), RIOK, or DOK3. It is possible that selective expression of IKK adaptor proteins may direct the specificity of response in this infection model; namely, upregulation of NEMO, SINTBAD and TANK without upregulation of other scaffolds such as RIOK3 and DOK3 may facilitate high expression of NF-κB target genes (*Il1a*, *Tnf*, *Nos2*) and type I IFN responsive genes (*Ifit1/2/3*, *Oas1/2/3*, *Gbp3*) while limiting overall expression of IFNα and IFNβ themselves.

*The role of AP-1*. The transcription factor AP-1 is activated by cytokines, growth factors, inflammatory mediators, and other stimuli via MAPK signaling, and its function can be assessed by analysis of its target genes. Canonical AP-1 targets are upregulated in neutrophils at least 2-fold during *S. pneumoniae* pneumonia, indicating that AP-1 contributes to the neutrophil transcriptional response to *S. pneumoniae* in the lungs (Supplementary Table 1).

*The role of Nrf2 during pneumonia is evaluated by expression of its target genes*. The redox-sensitive transcription factor Nrf2 is highly expressed in lung neutrophils, and its mRNA expression does not change significantly during *S. pneumoniae* pneumonia (upregulated 1.3-fold, FDR = 0.09), consistent with post-translational regulation of its function^27, 28^. The expression levels of known Nrf2-regulated genes are increased at least 2-fold in lung neutrophils by *S. pneumoniae*, including the redox enzymes and the validated direct targets of Nrf2, *Sod2*, *Hmox1*, *Nqo1*, and *Txnrd1* (Supplementary Table 1). Several additional Nrf2-regulated genes were upregulated 1.5–1.9 fold (Supplementary Table 1). Upregulation of the Nrf2 target genes *Nqo1* and *Hmox1* were confirmed by RT-qPCR (Supplementary Table 2). However, other genes known to be positively regulated by Nrf2 are down-regulated during *S. pneumoniae* pneumonia, underlining the fact that the response to redox stress during pneumonia is multifactorial and complex (Supplementary Table 1). The number of differentially expressed Nrf2 regulated genes and the wide range of critical functions these genes perform indicate that the Nrf2-mediated response to oxidative stress is robust and likely to play an important role in regulating neutrophils during pneumonia^29^.

### Verification of mRNA profiling by RT-qPCR and flow cytometry

An independent cohort of lung neutrophil samples isolated from mice given PBS or *S. pneumoniae* was prepared, and TaqMan assays and RT-qPCR were used to confirm mRNAs and miRNAs identified in microarray profiling. These are discussed in depth in the sections above. In summary, upregulation of the mediators *Cxcl1*, *Cxcl5*, *Cxcl9 Cxcl11*, *Tnf*, *Il1a*, *Il6* and *Il10* was confirmed (Supplementary Table 2). Interestingly, in the interferon signaling pathways, *Ifnar2* and the interferon-responsive genes *Cxcl11*, *Ifit1*, *Irf5* and *Isg15* were verified to be upregulated during pneumonia (Supplementary Table 2), documenting that neutrophils are well able to respond to type I interferon signaling. Consistent with our previous studies regarding the role of IFNγ in neutrophils during *S. pneumoniae* pneumonia^30^, we confirmed upregulation of the IFN-γ responsive genes *Nos2* and *Cxcl9*. The Nrf2 target genes *Nqo1* and *Hmox1* were also verified by RT-qPCR (Supplementary Table 2).

Furthermore, increased expression of several DE genes that are important in the inflammatory and immune response were verified at the protein level, namely the cytokines IFN-γ and TNF, the adhesion molecules ICAM-1, CD11c, CD11b and CD103, and the Fc receptor CD64 (Supplementary Table 3). These molecules are discussed above in sections appropriate to their function.

### miR expression profiling

*Microarray analysis reveals that S. pneumoniae induces widespread changes in neutrophil miR expression*. The expression of over 1100 mouse miRs was profiled in neutrophils isolated from the lungs of mice given PBS or *S. pneumoniae* intratracheally. 

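Neutrophils were selected with anti-Ly6G beads from lung digests of mice killed 24 hours after PBS or *S. pneumoniae* (SP) had been instilled into the trachea at 2.3 µl/g body weight. In each group 4 samples were profiled. The paper evaluated the purity of the preparations in mice with pneumonia only. The arrays read these preparations, so a change given for neutrophils below is not told apart from a change in other cells they hold. The paper gives the age of the mice as 6 to 8 weeks and the sample labels give 6 to 12 weeks. From each sample 100 ng of total RNA was labelled with Cy3 and hybridised to a single-colour Agilent array of mouse miR probes. All 8 arrays were on 1 slide and in 1 scan, with a PBS and an SP array in each row of the slide. The legend of Fig. 2 describes each sample as one from a mouse given PBS or SP. Agilent Feature Extraction read 45440 spots per array, with no saturated spot. Mouse miRs above background numbered 387 to 428 on the PBS arrays (median 403) and 348 to 405 on the SP arrays (median 364). In all, 305 miRs were above background on all 8 arrays and 598 on no array. The authors normalized the signals with LVSmiRNA, which scales the arrays on a least-variant set of miRs, and with AgiMicroRna, which applies RMA, and deposited log2 intensities of the same mouse miRs from each. Each table was tested here with limma, with Benjamini-Hochberg adjustment over all its miRs. A miR passed the FDR threshold at an adjusted p of 0.05, and a consensus DE miR also changed at least 2-fold in the same direction in both tables. Folds are 2 to the power of the difference in mean log2 values. Each miR is read by its own probes, so ranks of miRs by signal are only a rough guide to abundance. Where a miR was above background on no array of the lower group, its change is given as a lower bound, against the higher of its own signal and the dimmest signal above background. Such a bound covers the unseen level of the lower group only, not the spread between samples or the scaling. The LVS table holds 3 values below -15, for mmu-miR-32-5p and mmu-miR-744-5p on SP arrays, which were kept as deposited. The number of arrays limits the precision of every value.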

The data were normalized using two different approaches: least-variant set (LVS) and robust multiarray average (RMA). PCA showed that top three PCs account for 76% or 72% of total variance using normalization by LVS or RMA, respectively. 

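The miR profiles of neutrophils from infected lungs lay apart from those of PBS-exposed lungs along the first principal component after either normalization. In a PCA of all miRs of a table, centred but not scaled, this component held 61.9% of the variance with LVS and 75.8% with RMA. PBS samples scored -14.9 to -10.8 with LVS and -16.1 to -10.2 with RMA. Scores of the SP samples were -1.65 to 33.3 and 9.08 to 21.6, a wider range than that of the PBS samples. The groups did not overlap in either table (exact permutation test, two-sided p = 0.0286, the smallest that 4 samples against 4 allow). The top 3 components together held 93.6% (LVS) and 91.7% (RMA). The LVS values below -15 of mmu-miR-32-5p and mmu-miR-744-5p lie on SP replicates 2 and 4, the SP samples that scored highest with LVS. Without these miRs, a setting chosen after the data were seen, the LVS component held 74.6%. With each miR scaled to unit variance the shares were 42.7% (LVS) and 43.5% (RMA), and the groups again did not overlap.

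**Figure D1:**
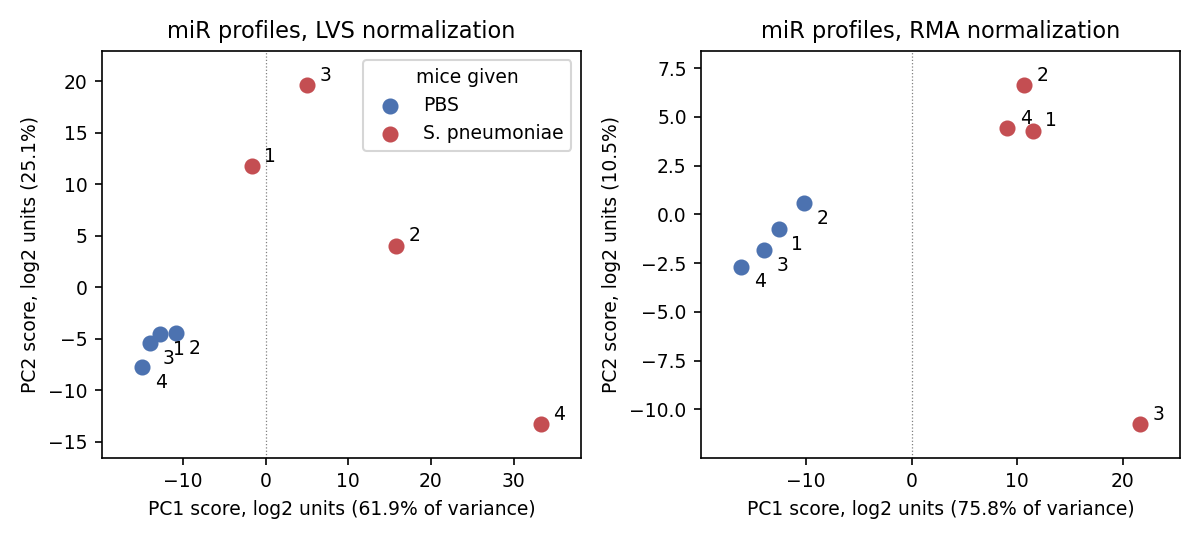
Scores of the 8 samples on the first and second principal components of all miRs, in log2 units, after LVS (left) and RMA (right) normalization. Each point is 1 sample with its replicate number, and in both panels the 4 SP points lie to the right of the 4 PBS points.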

The first principal component (PC#1) accounted for approximately 43% of the variance using both methods and showed clear distinction between PBS and *S. pneumoniae*-treated samples. Neutrophils from mice with *S. pneumonia*e pneumonia grouped separately from the PBS-exposed neutrophils (Fig. 2a). Hierarchical clustering using all profiled miRs or DE miRs shows that samples cluster into their respective treatment groups (Figs 2b and 3).

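The 109 consensus DE miRs divided the 8 samples into the 4 PBS and the 4 SP samples in both tables, which follows in large part from their selection for a difference between these groups. This held for Euclidean distance with average or complete linkage and for correlation distance. Over all miRs, the RMA values gave the same branches under all 3 settings, and the LVS values did so with correlation distance. With Euclidean distance on the LVS values, SP replicates 2, 3 and 4 formed a branch of 3 and SP replicate 1 joined the PBS samples.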

**Figure 2:**
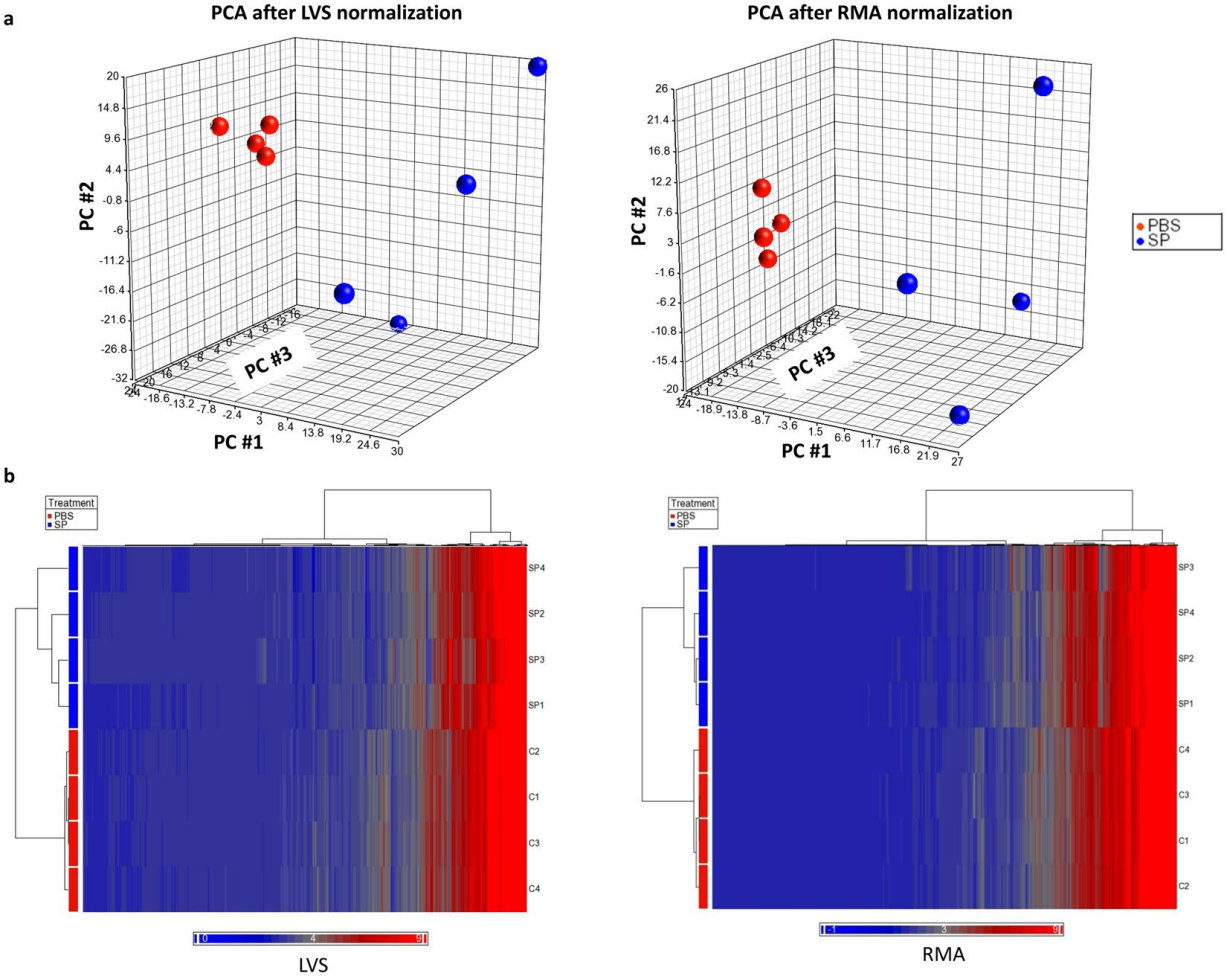
(**a**) PCA of miR profiling data after normalization using LVS (left) or RMA (right) shows the contributions of the top three principal components to the variance in miR expression by lung neutrophils from mice that received PBS or *S. pneumoniae*. Together, the top three PCs account for 76% of the total variance after normalization using LVS or 72% of total variance after normalization using RMA. Using LVS normalization, the top 3 principal components each account for 42.7%, 20.6% and 12.9% of the total variance, respectively. Using RMA normalization, the top 3 principal components each account for 43.5%, 16.1% and 12.3% of the total variance, respectively. (**b**) Unsupervised hierarchical clustering of all miRs in lung neutrophils from mice that received PBS or *S. pneumoniae*. The heat map depicts the standardized intensity values for miRs after normalization using LVS (left panel) or RMA (right panel) and standardization, with mean expression set at zero and expression levels scaled to one standard deviation (bright blue for lower expression levels and bright red for high expression levels). Each row represents a sample from a mouse given PBS or *S. pneumoniae* (as labeled) and each column represents a miR. The dendrograms show the results of hierarchical clustering across miRs (left side of each panel) or across samples (top of each panel).

**Figure 3:**
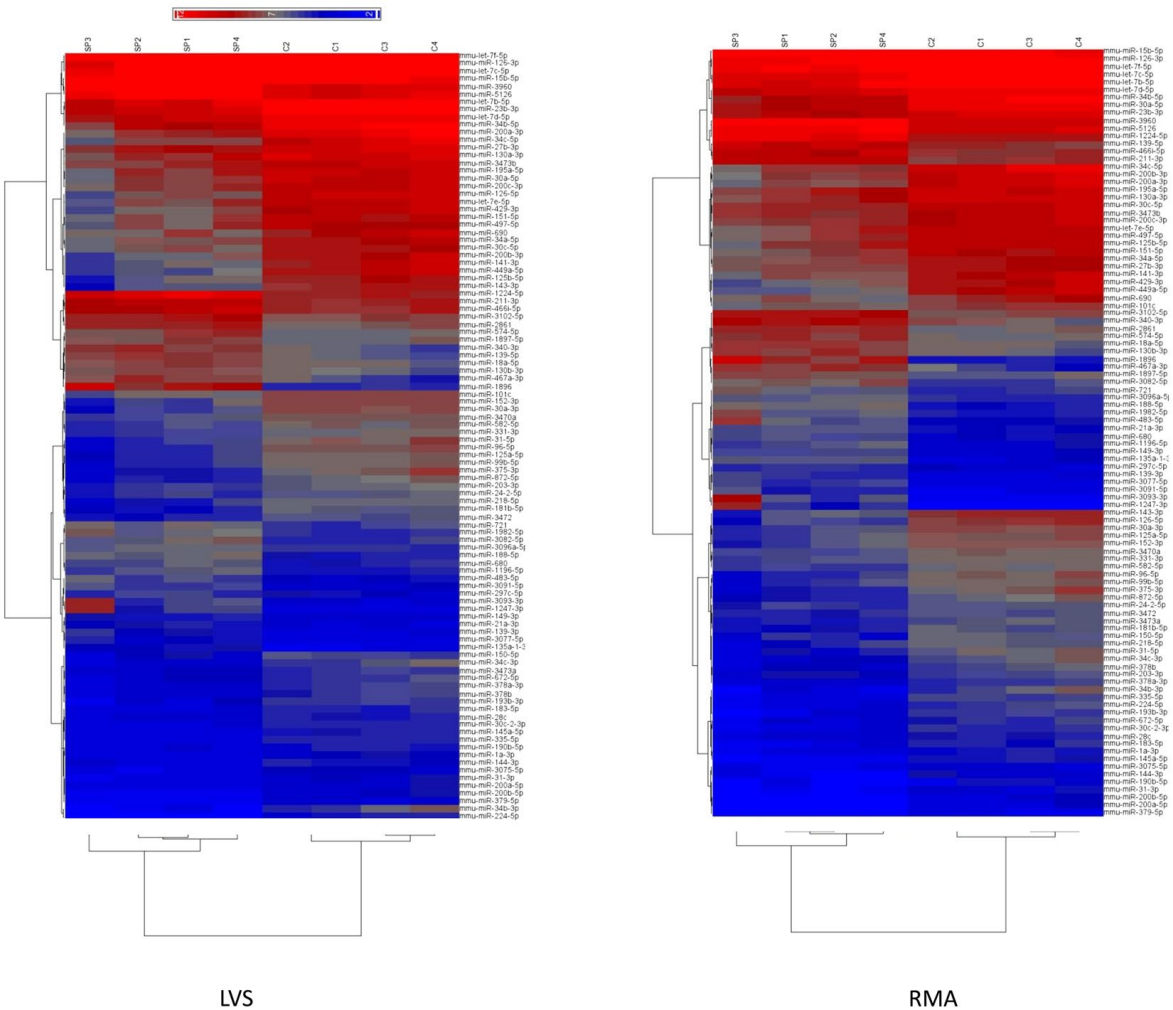
Unsupervised hierarchical clustering of DE miRs in lung neutrophils from mice that received PBS or *S. pneumoniae*. DE miRs were identified using filtering criteria as described in the text after normalization using LVS (left panel) or RMA (right panel). The heat map depicts the standardized intensity values for DE miRs after standardization.

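In both deposited tables more neutrophil miRs fell than rose with SP, a split that depends on the scaling. With limma, 89 were higher and 200 lower with LVS (289 in all), and 144 were higher and 202 lower with RMA (346 in all). In the same direction, 259 miRs passed in both tables, and in opposite directions 0. The most significant fall with LVS was that of mmu-miR-335-5p, and the most significant rise with RMA that of mmu-miR-1224-5p (adjusted p = 4.53e-06, limma). Of the miRs past the threshold, 211 (LVS) and 240 (RMA) were above background on every array of at least 1 group. A further 57 (LVS) and 77 (RMA) were above background on no array, so their differences are between background values. Centring each array on its median gave 109 higher and 128 lower with LVS, and 159 and 160 with RMA. More miRs rose than fell with the scanner's total gene signal (149 higher and 90 lower), and with RMA among miRs above background on all arrays (105 and 97). Scaling the scanner signals to their 75th percentile over detected probes gave 179 higher and 171 lower, while falls outnumbered rises with scaling over all probes (138 and 165) and after normexp and quantile normalization (158 and 202).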

Comparison of neutrophils from mice given *S. pneumoniae* with those from mice given PBS reveals that the expression of 374 or 312 miRs is significantly different (FDR ≤ 0.05) after normalizing the data using LVS or RMA, respectively. 

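The largest shifts among the miRs changed at least 2-fold in both tables were looked up where the groups did not overlap in either table. mmu-miR-3960 rose from 11.43 ± 0.12 to 13.61 ± 0.52 log2 units with LVS (SD, n = 4), a 4.53-fold change (adjusted p = 0.000969, limma), and 5.36-fold with RMA. mmu-miR-467a-3p rose 4.23-fold (LVS) and 6.60-fold (RMA), mmu-miR-340-3p 3.32-fold and 4.04-fold, and mmu-miR-3091-5p 3.09-fold and 5.78-fold. Of these, mmu-miR-3091-5p was above background on 3 of 4 PBS arrays and the others on all 8 arrays. The falls included mmu-miR-126-5p, the partner arm of the endothelial miR-126-3p, at a log2 fold change of -2.97 (LVS, standard error 0.39, adjusted p = 0.00170, limma) and -2.78 (RMA). mmu-miR-143-3p, abundant in smooth muscle, had a log2 fold change of -2.82 (LVS) and -2.68 (RMA), with 1 SP sample apart from the other 3 in each table.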

A list of 98 consensus DE miRs was generated from these by selecting miRs that were changed at least 2-fold in both RMA- and LVS-normalized data sets (Supplementary Table 4). Of the 98 DE miRs, 31 were upregulated and 67 were downregulated more than 2-fold in neutrophils from *S. pneumoniae* pneumonia compared with PBS controls. 

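In neutrophils from infected lungs 39 consensus DE miRs were higher and 70 were lower than after PBS, 109 in all. The median rise was 2.37-fold with LVS and 3.26-fold with RMA, and the median fall 3.67-fold and 3.77-fold. On all 8 arrays 92 of them were above background, and of the lower ones 56. Among lists fixed before the data were examined, myeloid miRs (miR-223 and miR-142 arms) had a median log2 fold change of 0.88 with LVS, with 1 of 4 higher (3 when adjusted over the list alone). The miR-23/24/27 clusters, expressed in many cell types, had 5 of 5 members lower with LVS (the same number when adjusted over the list alone). Their median log2 fold change of -1.04 shrank to -0.44 with the scanner signals scaled over detected probes and -0.27 with the total gene signal, where mmu-miR-23a-3p, mmu-miR-24-3p and mmu-miR-27a-3p no longer passed, and the set test did not pass with an estimated correlation. Of 53 measured miRs that mark epithelial, endothelial, stromal, muscle, lymphoid, erythroid or macrophage cells, 38 were lower and 1 higher with LVS, and 35 and 1 with RMA. These lists hold 27 of the 70 lower consensus DE miRs. The study had picked 26 of their members from these samples, and they were written with its tables in view, so their direction is not independent evidence. The set test camera of limma passed 13 of the 16 lists with at least 3 members at its preset correlation of 0.01 and 0 with an estimated correlation (adjusted p = 0.325 to 0.572 with an estimated correlation, and no unadjusted p under 0.0786). Each scaling of the scanner signals gives 1 table, so there the consensus rule had to be met in that table only. The split was then 104 higher and 110 lower at the 75th percentile over all probes, 38 and 44 after normexp and quantile normalization, and 118 and 73 with the total gene signal. With 1 deposited table alone it was 40 and 82 (LVS) or 79 and 84 (RMA). The paper states that a sizable part of the neutrophil miRs is regulated during pneumonia, and reasons that miRs with overlapping or related targets can act on major processes even where their own changes are modest.

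**Figure D2:**
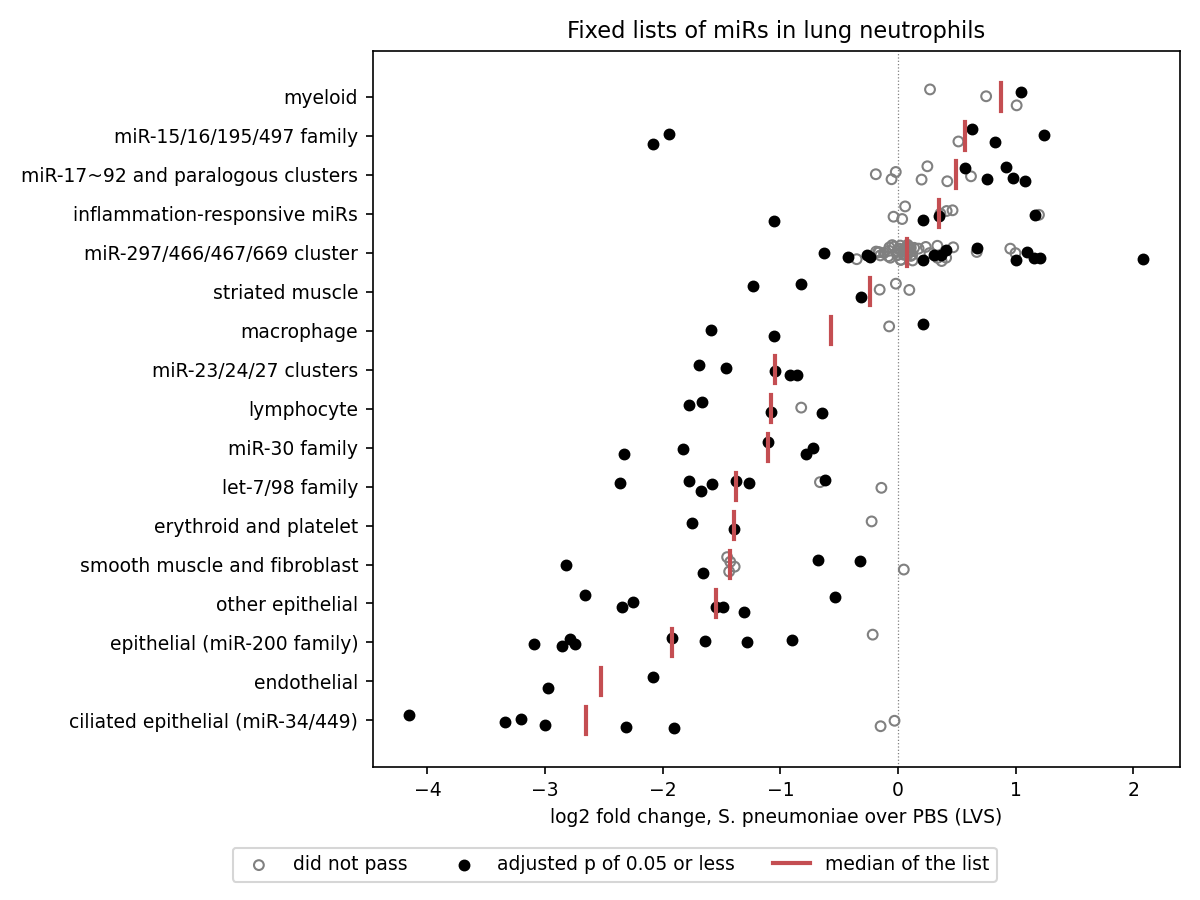
LVS log2 fold changes (SP over PBS, x axis) of the measured members of each fixed list. Each point is 1 miR, filled where limma's adjusted p was 0.05 or less, and the bar is the median of the list. Medians run from -2.66 for the miR-34 and miR-449 miRs of ciliated epithelium to 0.88 for the myeloid list.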

Three recently described miRs exhibited the highest fold-change (upregulation) using LVS or RMA normalization: mmu-miR-3093-3p on chromosome 3 (22.5 fold and 6.8-fold by RMA and LVS, respectively), mmu-miR-1896 on chromosome 13 (22-fold and 15-fold by RMA and LVS, respectively) and mmu-miR-1247-3p on chromosome 12 (21-fold and 8-fold by RMA and LVS, respectively). 

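mmu-miR-1896, mmu-miR-1247-3p and mmu-miR-3093-3p rose more than any other consensus DE miR in both tables. mmu-miR-1896 went from 5.94 ± 0.18 to 9.84 ± 0.91 log2 units with LVS (SD, n = 4), and was above background on all 8 arrays. Its log2 fold change was 3.90 (standard error 0.41, adjusted p = 0.000889, limma) with LVS and 4.44 (standard error 0.49, adjusted p = 0.00111) with RMA. mmu-miR-1247-3p was above background on every SP array and no PBS array, and rose at least 8.19-fold with LVS (adjusted p = 0.0152, limma) and at least 21.2-fold with RMA (adjusted p = 0.0104). Here the bound equals the plain fold of the means, and other samples or scalings can give less. mmu-miR-3093-3p was above background on 1 of 4 PBS arrays and on every SP array, and its fold change was 6.80 with LVS (adjusted p = 0.0171, limma) and 22.5 with RMA (adjusted p = 0.00857). All 3 were highest in SP replicate 3. Without that sample the rises of mmu-miR-1896, mmu-miR-1247-3p and mmu-miR-3093-3p were 11.4-fold, at least 4.87-fold and 4.20-fold with LVS, and 15.6-fold, at least 10.9-fold and 12.2-fold with RMA. After normexp background correction and quantile normalization of the scanner signals, mmu-miR-1247-3p and mmu-miR-3093-3p no longer passed the test, with log2 fold changes of 1.71 and 2.09.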

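The largest fall among the consensus DE miRs with LVS was that of mmu-miR-224-5p. It went from 5.45 ± 0.50 log2 units in PBS samples to 0.50 ± 1.21 in SP samples (SD, n = 4), a log2 fold change of -4.95 (standard error 0.59, adjusted p = 0.00121, limma). With RMA the values were 6.60 ± 0.51 and 3.81 ± 0.70, and the log2 fold change was -2.79 (standard error 0.40, adjusted p = 0.00284, limma). The miR was above background on all 4 PBS arrays and on 3 of 4 SP arrays. Its LVS mean in SP samples nonetheless lies below that of each of the miRs above background on no array (the lowest of these is 3.01), so its rank as the largest fall rests on these low LVS values. The scanner scalings gave log2 fold changes of -1.04 to -3.05. Every SP sample was below every PBS sample in both tables.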

Of the downregulated miRs, mmu-miR-224-5p was down 7-fold and 31-fold by RMA and LVS, respectively. Mmu-miR-449a-5p was down 10-fold by both RMA and LVS. 

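mmu-miR-449a-5p belongs with the miR-34 miRs to a family that is abundant in ciliated epithelial cells. It fell from 10.25 ± 0.56 to 6.91 ± 0.53 log2 units with LVS and from 10.64 ± 0.64 to 7.34 ± 0.41 with RMA (SD, n = 4). The log2 fold change was -3.34 with LVS (standard error 0.35, adjusted p = 0.000849, limma) and -3.29 with RMA (standard error 0.35, adjusted p = 0.00103). It was above background on all 8 arrays. Its relative mmu-miR-449b was above background on no array. mmu-miR-449c-5p was above background on every PBS array and no SP array, and its fall of at least 1.11-fold with LVS did not pass the test (adjusted p = 0.150, limma), nor did that with RMA. Under all 4 scalings of the scanner signals, and with RMA under limma's trend and robust options, it was lower and passed.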

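Most measured miRs of the miR-34 and miR-449 family were lower in neutrophil preparations from infected lungs. In each table 6 of 8 passed the test as lower and none was higher (6 with LVS when adjusted over the list alone). mmu-miR-34b-3p had a log2 fold change of -4.15 with LVS (standard error 0.70, adjusted p = 0.00434, limma) and -3.53 with RMA (standard error 0.58), and was above background on all 4 PBS arrays and 2 of 4 SP arrays. Its LVS mean in SP samples is below that of every miR above background on no array, and the scanner scalings gave log2 fold changes of -1.57 to -3.60. mmu-miR-34b-5p was among the most abundant miRs of PBS samples, at 12.80 ± 0.75 log2 units with LVS, and stood at 9.79 ± 0.76 in SP samples (SD, n = 4). This was an 8.02-fold fall (adjusted p = 0.00343, limma), and 6.68-fold with RMA. mmu-miR-34c-5p fell 9.23-fold with LVS (adjusted p = 0.00297, limma) and 8.71-fold with RMA, from 11.37 ± 0.78 to 8.16 ± 0.74 log2 units with LVS. Both were above background on all 8 arrays. miRs of the miR-200 family, which mark epithelial cells, moved with them: 8 of 9 were lower and none was higher with LVS (the same number when adjusted over the list alone).

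**Figure D3:**
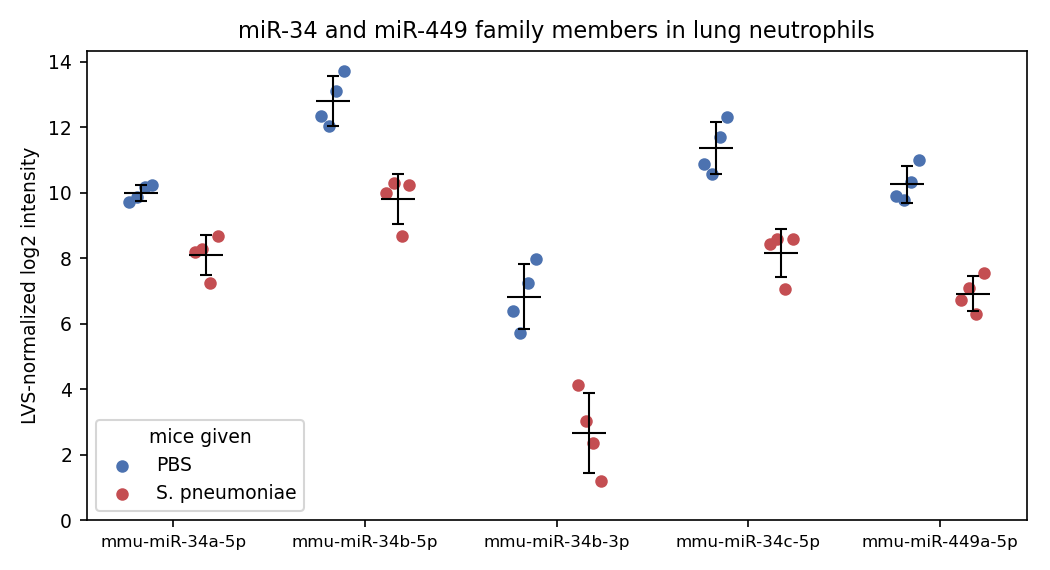
LVS-normalized log2 intensity (y axis) of 5 miR-34 and miR-449 family members in PBS (blue) and SP (red) samples. Each point is 1 sample, and black lines give the mean and SD of 4 samples. The SP points of each miR lie below its PBS points.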

Three members of the mir-34 family were downregulated: mmu-miR-34b-3p was down 11.5-fold and 18-fold by RMA and LVS, respectively, whereas mmu-miR-34b-5p and mmu-miR-34c-5p show relatively high expression and 7 to 9-fold downregulation during pneumonia. miR-34 has been shown previously to be suppressed by NF-κB activation and is a known inhibitor of the inflammatory response^31^.

To validate the findings in the microarray expression profiling study, the expression of several miRs were measured using RT-qPCR in a different set of lung neutrophil samples generated in an independent study of mice given PBS or *S. pneumoniae* (Supplementary Table 5). Confirming the results of the gene profiling, mmu-miR-15b-5p and mmu-miR-223-3p were significantly upregulated during pneumonia, and mmu-miR-34b-5p and mmu-miR-126-3p were significantly downregulated. The four members of the let7 family that were tested tended to be downregulated, although the differences did not reach significance except for mmu-let-7f-5p (Supplementary Table 5). The other tested miRs were up or downregulated during pneumonia as found by gene expression profiling, except for mmu-miR-125b-5p, which was significantly down in the profiling study but was widely variable in the verification study.

*Some miRs are highly expressed in neutrophils from control mice with PBS instillation*. Consistent with data in the literature describing miR expression in neutrophils or granulocytes, miR-223 and miR-142 are highly expressed in neutrophils from un-infected lungs^13–15^. 

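miR-223 and miR-142, which mark myeloid and other blood cells, gave some of the strongest signals on the arrays. mmu-miR-223-3p ranked first in PBS and SP samples in both tables, at 15.73 ± 0.45 log2 units in PBS samples with LVS (SD, n = 4). mmu-miR-142-3p was among the 5 strongest miRs of PBS samples in both tables, at 15.49 ± 0.43 and 14.96 ± 0.54 log2 units. Of the summed scanner signal of all miRs, mmu-miR-223-3p made up 13.2% ± 3.85 in PBS samples and 26.7% ± 2.81 in SP samples (SD, n = 4). The corresponding shares of mmu-miR-142-3p were 4.90% ± 1.18 and 7.93% ± 1.35. With LVS, mmu-miR-223-3p rose 2.06-fold with SP (adjusted p = 0.00927, limma), and with RMA its fold change of 1.47 did not pass the test (adjusted p = 0.154). The LVS call was lost after normexp and quantile normalization of the scanner signals, and the RMA value passed under the other 3 scalings. mmu-miR-142-3p had fold changes of 1.68 (LVS, adjusted p = 0.0906, limma) and 1.61 (RMA, adjusted p = 0.0879), which did not pass, although scaling the scanner signals to their 75th percentile took it past the threshold.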

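Several of the most abundant miRs of PBS samples fell with SP, above all members of the let-7 family, mmu-miR-126-3p and mmu-miR-34b-5p, while mmu-miR-15a-5p and mmu-miR-16-5p rose. Of the 25 miRs with the highest mean in PBS samples, 16 passed the test with LVS, 12 of them lower. With RMA 18 passed, 12 of them lower. mmu-miR-26a-5p had a log2 fold change of -1.38 (LVS, adjusted p = 0.00686, limma) and -1.00 (RMA), and mmu-miR-24-3p one of -0.86 (LVS, adjusted p = 0.0128) and -0.61 (RMA). mmu-miR-15a-5p rose 1.77-fold (LVS, adjusted p = 0.0132, limma) and 2.28-fold (RMA), and mmu-miR-16-5p 1.54-fold (LVS, adjusted p = 0.0378) and 1.95-fold (RMA). mmu-miR-21a-5p, induced in many inflammatory settings and also abundant, passed in only 1 of the 2 tables. It rose 1.34-fold with RMA (adjusted p = 0.0115, limma), against 1.28-fold with LVS (adjusted p = 0.294). This miR was higher and passed under all 4 scalings of the scanner signals, with log2 fold changes of 0.43 to 1.19, and with LVS without SP replicate 3. mmu-let-7i-5p, at -0.66 with LVS, lay just outside the threshold (adjusted p = 0.0526, limma). The calls of mmu-miR-24-3p and mmu-miR-26a-5p were lost with the scanner's total gene signal, and that of mmu-miR-16-5p with LVS was lost with the methods' analysis of variance, with limma's trend and robust options, and when any sample other than SP replicate 3 or 4 was left out. That of mmu-miR-24-3p was also lost with scaling over all probes.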

Of the 25 most highly expressed miRs in neutrophils from mice given PBS, 16 were identified as being significantly changed during pneumonia using LVS normalization and 17 using RMA, and the majority of these were downregulated (13 of 16 using LVS, 12 of 17 using RMA, Table 2). 

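mmu-miR-3963 and mmu-miR-5100 were abundant in neutrophils of both groups. mmu-miR-3963 stood at 14.92 ± 0.09 log2 units in PBS and 14.71 ± 0.34 in SP samples with LVS, and at 15.79 ± 0.11 and 15.44 ± 0.11 with RMA (SD, n = 4). Its log2 fold change was -0.20 with LVS (adjusted p = 0.399, limma), which did not pass, and -0.35 with RMA (adjusted p = 0.0105), which passed. The sign of the RMA value turns under scaling of the scanner signals to their 75th percentile or with the total gene signal. mmu-miR-5100 ranked 14 with RMA and 33 with LVS among the miRs of PBS samples, at 13.16 ± 0.15 and 11.56 ± 0.13 log2 units. Its log2 fold changes of 0.19 (RMA, adjusted p = 0.426, limma) and 0.18 (LVS, adjusted p = 0.626) did not pass, except when SP replicate 3 was left out.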

Two of the most highly expressed miRs are only recently described: mmu-miR-3963 (on chromosome 3)^32^, and mmu-miR-5100 (on chromosome 11)^33–36^. In fact, three of the genes identified by Chijiiwa and colleagues and Huang and colleagues as targets of mmu-miR-5100 are also significantly downregulated in neutrophils in pneumonia: *Podxl* (−3.67 fold), *Rab6b* (−2.37 fold), and *Rab6a* (−1.33 fold)^34, 36^, even though expression of this mmu-miR-5100 didn’t change.

**Table 2:** The 25 most highly expressed miRNAs in lung neutrophils from mice given PBS and the corresponding changes in expression during pneumonia.

Top 25 miRNAs expressed in PBS using LVS normalization (listed by expression value)	Fold change during pneumonia using LVS normalization	Top 25 miRNAs expressed in PBS using RMA normalization (listed by expression value)	Fold change during pneumonia using RMA normalization
mmu-miR-223-3p	2.1*	mmu-miR-223-3p	1.5
mmu-miR-21a-5p	1.3	mmu-miR-3963	−1.3*
mmu-miR-142-3p	1.7	mmu-miR-21a-5p	1.3*
mmu-let-7f-5p	−3.4*	mmu-miR-126-3p	−3.9*
mmu-let-7a-5p	−2.4*	mmu-miR-142-3p	1.6
mmu-miR-3963	−1.2	mmu-let-7f-5p	−2.4*
mmu-miR-126-3p	−4.2*	mmu-let-7a-5p	−1.8*
mmu-let-7c-5p	−2.6*	mmu-let-7c-5p	−2.6*
mmu-miR-26a-5p	−2.6*	mmu-miR-23a-3p	−1.5*
mmu-let-7b-5p	−3.2*	mmu-miR-26a-5p	−2.0*
mmu-miR-15a-5p	1.8*	mmu-let-7b-5p	−2.3*
mmu-miR-23a-3p	−2.1*	mmu-miR-29a-3p	1.2
mmu-miR-15b-5p	2.4*	mmu-miR-5100^c^	1.1
mmu-let-7g-5p	−1.1	mmu-miR-15b-5p	3.2*
mmu-miR-34b-5p	−8.0*	mmu-let-7g-5p	1.3*
mmu-miR-24-3p	−1.8*	mmu-miR-34b-5p	−6.7*
mmu-miR-29a-3p	−1.0	mmu-miR-16-5p	2.0*
mmu-miR-23b-3p	−2.8*	mmu-miR-15a-5p	2.3*
mmu-let-7i-5p	−1.6*	mmu-miR-24-3p	−1.5*
mmu-miR-19b-3p^a^	1.1	mmu-miR-26b-5p	1.1
mmu-miR-26b-5p	−1.1	mmu-let-7i-5p	−1.1
mmu-miR-16-5p	1.5*	mmu-miR-30a-5p^d^	−4.1*
mmu-miR-29c-3p	−1.1	mmu-let-7d-5p	−2.1*
mmu-let-7d-5p	−3.0*	mmu-miR-29c-3p	1.1
mmu-miR-107-3p^b^	−1.3	mmu-miR-29b-3p	−1.2

Data were normalized using LVS or RMA. Positive (negative) values indicate up (down) regulation of expression compared with PBS. *p ≤ 0.05 compared with PBS (FDR corrected). Notes on individual miRs; ^a^mmu-miR-19b-3p is ranked 30^th^ in RMA; ^b^mmu-miR-107-3p is ranked 41^st^ in RMA; ^c^mmu-miR-5100 was ranked 31^st^ in LVS; ^d^mmu-miR-30a-5p is 42^nd^ in LVS.

### mRNA and miR interactions and integration of their expression in a signaling network schema

*Conserved DE miRs and their anti-correlated predicted targets during pneumonia*. The data for conserved miRs are presented in Supplementary Table 6 and those for poorly conserved miRs are in Supplementary Table 7. A greater proportion of DE predicted target genes of DE miRs are down rather than upregulated during pneumonia (Supplementary Tables 6 and 7). The anti-correlated DE mRNAs that are predicted targets for the conserved DE miRs and that are up or downregulated during pneumonia are listed in Supplementary Tables 8 and 9, respectively. Targets for two conserved DE miRs are currently not in the TargetScanMouse 7.1 database: mmu-miR-126a-3p and mmu-miR-203-3p.

To gain further insight into the role of miRs in regulating target mRNA expression, our subsequent analysis focused largely on conserved miR families. 

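miRs of conserved families that rose with SP included mmu-miR-1224-5p, mmu-miR-188-5p, mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721, mmu-miR-18a-5p and mmu-miR-130b-3p. These 7 miRs rose 2.08 to 4.29-fold with LVS and 2.63 to 5.13-fold with RMA, and each was above background on all 8 arrays. The lowest mean of any of them in PBS samples was 5.61 log2 units with LVS. mmu-miR-15b-5p, of the miR-15/16 family that restrains the cell cycle and BCL2, gave the strongest signal of them. It went from 12.88 ± 0.48 to 14.12 ± 0.17 log2 units with LVS (SD, n = 4, adjusted p = 0.00561, limma). mmu-miR-188-5p rose by 1.79 on the log2 scale with LVS (standard error 0.14, adjusted p = 0.000402, limma) and mmu-miR-139-5p by 1.61 (standard error 0.28, adjusted p = 0.00472). mmu-miR-18a-5p, of the miR-17~92 cluster, had a log2 fold change of 1.08 with LVS and 1.39 with RMA. For all 7 miRs the lowest SP sample was above the highest PBS sample in both tables. The study chose these miRs on the same samples, so their count is not independent evidence of the direction.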

Seven conserved DE miRs are upregulated during pneumonia and are expressed at moderate to high levels in lung neutrophils (average normalized mean expression above 5): mmu-miR-1224-5p, mmu-miR-188-5p, mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721, mmu-miR-18a-5p, and mmu-miR-130b-3p. Two of these, mmu-miR-721 and mmu-miR-130b-3p, belong to the same broadly conserved miR family and are therefore predicted to share target mRNAs in common. Our analysis identified 379 downregulated DE mRNAs that are predicted to be targets of these 7 upregulated conserved DE miRs, and 171 (45%) of these mRNAs are predicted targets of 2 or more of the DE miRs. Strikingly, 10 downregulated DE mRNAs are predicted targets of 4 or more of the upregulated DE miRs (*Dip2c*, *Dynll2*, *Efnb2*, *Enah*, *Lrp2*, *Nfib*, *Sos2*, *Trim2*, *Wdr50*, and *Zbtb20*), and several of these mRNAs act in processes that are likely to be critical in neutrophil function and host defense during infection, including gene transcription, cell migration and apoptosis (Supplementary Table 10).

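The conserved miRs that fell with SP ranged from miRs found in most cells, such as the let-7 family, to miRs typical of epithelium. The 37 conserved miRs of the paper's Supplementary Table 6 that are lower there were also lower here, by a median of 3.85-fold with LVS, and 32 of them were above background on every SP array. The miR-200 family, which keeps epithelial cells from turning mesenchymal, is not among these 37. Its 5 main arms fell 3.80 to 8.51-fold with LVS and 3.38 to 7.91-fold with RMA. mmu-miR-200a-3p, the steepest of them, had a log2 fold change of -3.09 with LVS (standard error 0.49, adjusted p = 0.00339, limma). mmu-miR-375-3p, a miR of secretory epithelium, had one of -2.66 (standard error 0.43, adjusted p = 0.00349, limma). Of 35 measured miRs of the epithelial, endothelial and stromal lists, 27 were lower and 0 higher with LVS, with a median log2 fold change of -1.65, and -1.97 with RMA. Of the 35, 5 were above background on no array, among them 2 of those that were lower. The study selected the 37 on these samples, so their number is not independent evidence of the direction.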

There are 37 conserved DE miRs that are downregulated during pneumonia. These include 5 members of the broadly conserved let-7 family (mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, and mmu-let-7f-5p); 2 members of the miR-30 family (mmu-miR-30a-5p and mmu-miR-30c-5p), and 3 members of the miR-34 family (mmu-miR-34a-5p, mmu-miR-34b-5p and mmu-miR-34c-5p).

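Most measured miRs of the let-7 family, which represses growth and cytokine mRNAs, were lower in neutrophil preparations from infected lungs. Their median depends on the scaling (-1.38 on the log2 scale with LVS and -0.57 with the scanner's total gene signal). Of 9 measured let-7/98 miRs, 7 were lower and 0 higher with LVS (8 lower when adjusted over the list alone), and 6 were lower and 1 higher with RMA. mmu-let-7f-5p, with the strongest signal of the 5 that the paper names, fell from 15.25 ± 0.23 to 13.48 ± 0.64 log2 units with LVS (SD, n = 4, adjusted p = 0.00450, limma). The steepest was mmu-let-7e-5p, with a log2 fold change of -2.37 (LVS, standard error 0.43, adjusted p = 0.00538, limma) and -1.91 (RMA). mmu-let-7b-5p, mmu-let-7c-5p and mmu-let-7d-5p had LVS log2 fold changes of -1.67, -1.38 and -1.58. mmu-let-7g-5p did not fall: its log2 fold change was -0.14 with LVS (adjusted p = 0.486, limma), 0.37 with RMA (adjusted p = 0.0127), and above 0 under every scaling of the scanner signals. All 5 measured miR-30 miRs were lower with LVS (also when adjusted over the list alone) and 4 with RMA, with a median of -1.10 with LVS and -0.30 with the total gene signal. mmu-miR-30a-5p had a log2 fold change of -2.33 (LVS, adjusted p = 0.00206, limma) and mmu-miR-30c-5p of -1.83 (adjusted p = 0.00108), and that of mmu-miR-30e-5p, -0.78 with LVS, was above 0 with the total gene signal. The LVS calls of mmu-miR-30b-5p and mmu-miR-30e-5p were lost with the methods' analysis of variance, with the replicate number as a block and under all 4 scalings of the scanner signals. They were also lost when PBS replicate 1, 3 or 4 or SP replicate 2 or 4 was left out. The RMA call of mmu-miR-30b-5p was lost in all these cases as well. mmu-miR-34a-5p fell 3.74-fold with LVS (adjusted p = 0.00315, limma) and 2.89-fold with RMA. Smooth muscle and fibroblast miRs moved in the same direction, with 4 of 9 lower and none higher in each table (5 lower with LVS when adjusted over the list alone). Of these 4, mmu-miR-143-5p and mmu-miR-145a-3p were above background on no array, so their differences are between background values, and centring the arrays ended both calls with LVS and that of mmu-miR-145a-3p with RMA, which the total gene signal also did in each table. The calls of mmu-let-7b-5p were lost when the scanner signals were scaled to their 75th percentile or with the total gene signal, and with RMA when PBS replicate 1, 2 or 4 or SP replicate 2 or 3 was left out. The RMA call of mmu-let-7g-5p was lost with limma's trend and robust options and with scaling over all probes. The study picked 5 members of this list on these samples.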

*Networks incorporating the changes in expression levels of conserved DE miRs and their DE predicted targets were constructed and visualized*. DE miRs were screened for those belonging to conserved miR families and showing moderate or greater expression levels. Lists of miR-target connections between these DE miRs and their target DE mRNAs were compiled from TargetScanMouse 7.1 target predictions. The network based on 7 upregulated DE miRs and their predicted target mRNAs that are also DE is shown in Fig. 4a for both correlated and anti-correlated DE mRNAs. This same network based on these 7 upregulated DE miRs but including only their anti-correlated predicted DE target mRNAs clearly shows that a substantial number of the predicted mRNA targets are shared by 2 or more candidate regulatory miRs (Fig. 4b).

**Figure 4:**
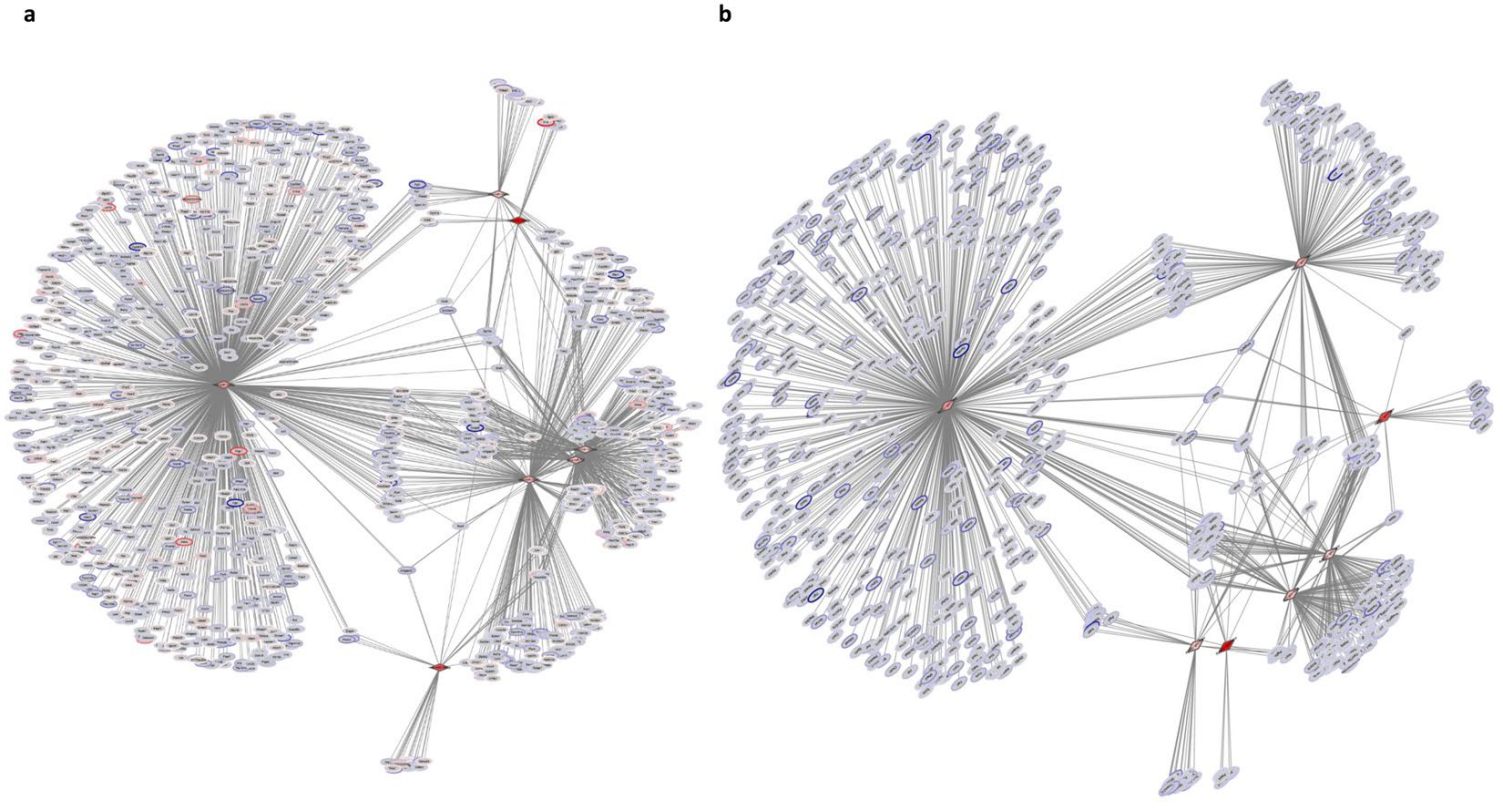
(**a**) Network describing the relationships of the 7 upregulated conserved miRs during pneumonia (red triangles) and their DE predicted mRNA targets (ovals, red if upregulated during pneumonia and purple if downregulated). (**b**) The expression of a subset of the DE mRNAs in panel a are anti-correlated with the targeting miR.

A network containing all 37 conserved DE miRs that are downregulated during pneumonia is extremely complex and difficult to interpret. Instead, a more tractable network consisting of downregulated conserved miRs belonging to 3 miR families and their DE predicted targets was constructed (Fig. 5a). This network shows that most of the DE predicted targets were correlated, changing in the same direction as the miRs (Fig. 5a). However, there are 227 upregulated predicted target mRNAs, 41 (18%) of which are targeted by 2 or more of the 3 miR families (Fig. 5b). Strikingly, 3 DE mRNAs (*Eea1*, *Fndc3a* and *Zfp281)* are predicted targets of all 3 miR families. Pathway analysis of the over 200 upregulated DE target mRNAs indicated significant representation of many innate immune pathways, including apoptosis involving BCL-2 family members, JAK-STAT signaling, Notch signaling, SLC-mediated transport and Toll-like receptor cascades. Thus, these networks based on putative key regulatory miRs demonstrate the complexity of miR-mRNA interactions in neutrophils.

**Figure 5:**
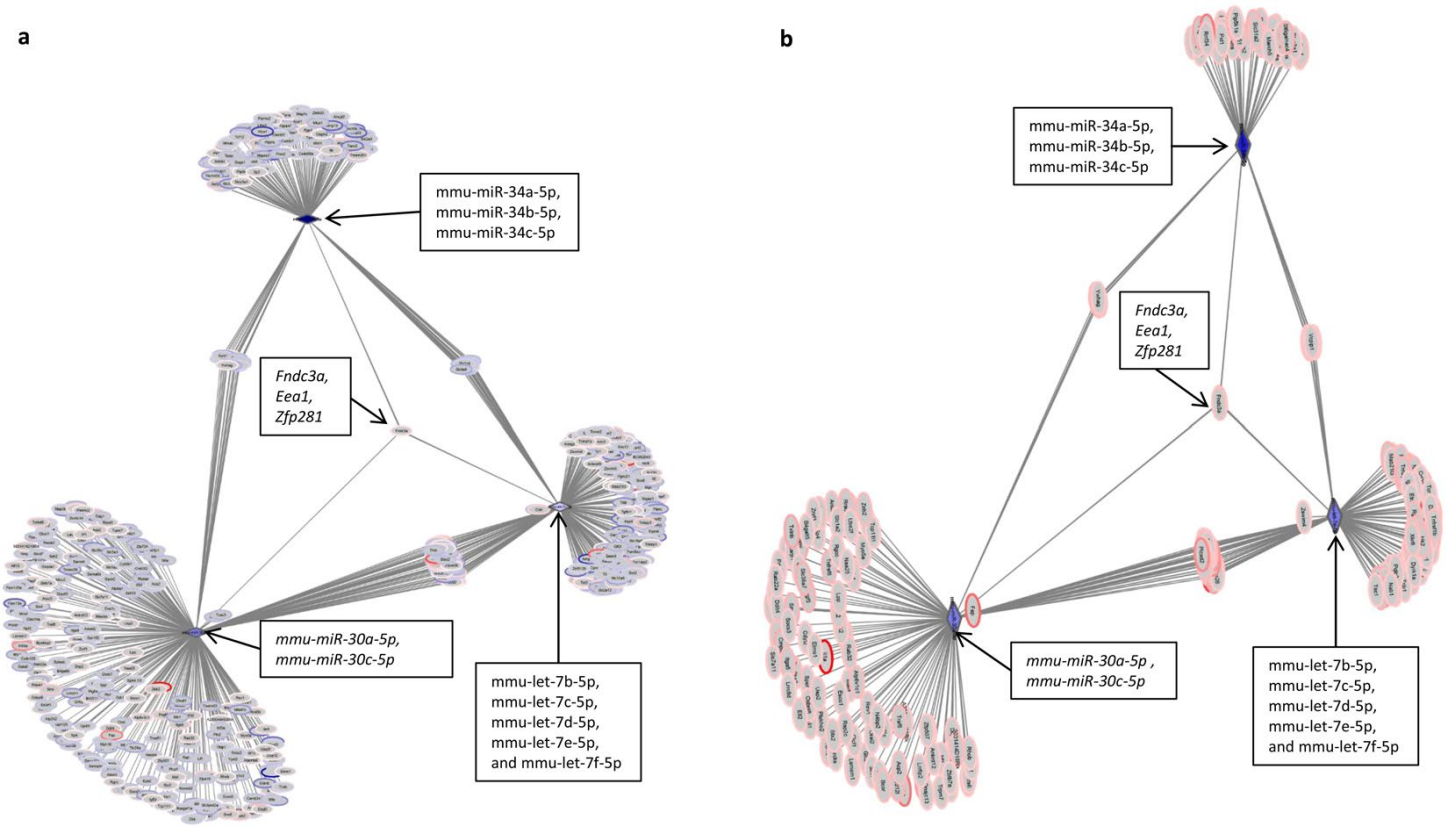
(**a**) Network showing downregulated miRs (purple triangles) belonging to 3 highly conserved miR families and their DE predicted mRNA targets (ovals). (**b**) The DE predicted targets from panel a that are anti-correlated with the miR. Strikingly, 3 DE mRNAs are predicted targets of all 3 miR families: *Eea1* (early endosome antigen 1), *Fndc3a* (fibronectin type III domain containing 3A) and *Zfp281* (zinc finger protein 281). Networks were visualized using Cytoscape. DE mRNAs that are upregulated during pneumonia are colored red, whereas downregulated DE mRNAs are colored purple. Gray lines connect DE miRs with their predicted target mRNAs.

*DE mRNAs predict miR regulatory hubs*. A complementary approach to identify potential miR regulatory hubs in lung neutrophils during host response to *S. pneumoniae* is the miRHub algorithm, which determines whether the predicted regulatory effect of any given miR on a set of DE mRNAs is significantly greater than expected by chance^37, 38^. Eleven miR families were identified as candidate regulatory hubs of the downregulated genes (Supplementary Table 11); however, five of these were not present on the array. Only one of the remaining six candidates was differentially expressed (mmu-miR-96-5p), and it was downregulated during pneumonia in these lung neutrophils. 

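mmu-miR-96-5p, which is transcribed with miR-182 and miR-183 and is typical of epithelial and sensory cells, fell with SP in both tables. Its values with LVS were 8.19 ± 0.31 log2 units in PBS and 5.85 ± 0.75 in SP samples (SD, n = 4). The log2 fold change was -2.34 with LVS (standard error 0.36, adjusted p = 0.00315, limma) and -2.38 with RMA (standard error 0.38, adjusted p = 0.00387). mmu-miR-183-5p and mmu-miR-182-5p of the same cluster were singled out after their values had been seen. mmu-miR-183-5p fell 2.80-fold (LVS) and 3.63-fold (RMA). mmu-miR-182-5p was above background on every PBS array and no SP array, and fell at least 2.44-fold with RMA (adjusted p = 0.00322, limma). All 7 miRs of the list of further epithelial miRs, to which these 3 belong, were lower with LVS, and the same number when adjusted over the list alone.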

Twenty-four different miR families were identified as potential regulatory hubs of the upregulated mRNAs (Supplementary Table 11). 

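The candidate hub miRs of the miR-125, let-7, miR-126-3p, miR-205, miR-335 and miR-23 families all fell with SP. All 14 passed the test as lower in both tables, 2.06 to 6.01-fold with LVS and 1.52 to 7.38-fold with RMA, and no SP sample reached the lowest PBS sample for any of them. mmu-miR-335-5p had the smallest p of any miR with LVS, at a log2 fold change of -1.95 (standard error 0.10, adjusted p = 8.96e-05, limma), and -2.88 with RMA. mmu-miR-125b-5p, the steepest with LVS, had a log2 fold change of -2.59 (standard error 0.53, adjusted p = 0.00913, limma) and mmu-miR-125a-5p one of -1.89 (standard error 0.29, adjusted p = 0.00307). mmu-miR-23b-3p went from 12.64 ± 0.06 to 11.18 ± 0.57 log2 units with LVS (SD, n = 4, adjusted p = 0.00472, limma). mmu-miR-126-3p, an abundant miR of endothelial cells that blood cells express as well, stood at 14.82 ± 0.21 log2 units in PBS and 12.73 ± 0.72 in SP samples with LVS (SD, n = 4, adjusted p = 0.00349, limma). Both miRs of the endothelial list, the miR-126 arms, were lower in both tables. The calls of mmu-miR-125a-5p and mmu-miR-125b-5p were lost with the scanner's total gene signal. With the replicate number as a block the RMA calls of mmu-miR-125b-5p, mmu-miR-23a-3p and mmu-miR-23a-5p were lost. In the paper's RT-qPCR of other mice mmu-miR-125b-5p varied widely and did not fall. There mmu-miR-23b-3p, mmu-let-7b-5p, mmu-let-7c-5p and mmu-let-7d-5p did not change significantly, while mmu-let-7f-5p and mmu-miR-126-3p were significantly lower. The study chose the 14 miRs for their fall in the array samples.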

Fourteen individual miRs belonging to six miR families (miR-125a-5p/125b-5p/351/670/4319, let-7, miR-126-3p, miR-205/205ab, miR-335/335-5p and miR-23abc/23b-3p) were downregulated during pneumonia (Supplementary Table 11). The 14 downregulated miRs were predicted to target hundreds of upregulated mRNAs. Some of these mRNAs were targeted uniquely by only one of the miRs, whereas others were targeted by two or more miRs (Fig. 6). 

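Of the 14 candidate hub miRs, 11 fell at least 2-fold in both tables and 3 did so with LVS only. The 3 were mmu-let-7a-5p, which fell 2.40-fold with LVS and 1.80-fold with RMA, mmu-miR-23a-3p (2.06 and 1.52-fold) and mmu-miR-23a-5p (2.28 and 1.85-fold). Their adjusted p-values with RMA were 0.00156, 0.0217 and 0.00956 (limma). mmu-miR-205-5p, a miR of basal epithelium, was among the 11, at log2 fold changes of -1.54 (LVS, standard error 0.43, adjusted p = 0.0313, limma) and -2.27 (RMA, standard error 0.64, adjusted p = 0.0330). It was above background on all 4 PBS arrays and 1 of 4 SP arrays. Its call was lost with the methods' analysis of variance, after normexp correction, and when PBS replicate 3 or SP replicate 1, 2 or 3 was left out. The fall of mmu-miR-23a-3p no longer passed when the scanner signals were scaled to their 75th percentile or with the total gene signal, nor with RMA when PBS replicate 1, 3 or 4 or SP replicate 2 or 3 was left out. The LVS mean of mmu-miR-23a-5p in SP samples is below that of every miR above background on no array, although it was above background on all 8 arrays.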

Ten individual miRs out of the 14 miRs belonging to five of the six miR families (miR-125a-5p/125b-5p/351/670/4319, let-7, miR-126-3p, miR-335/335-5p and miR-23abc/23b-3p) were consensus DE miRs, i.e., they were significantly downregulated at least 2-fold during *S. pneumoniae* pneumonia using both LVS and RMA normalization (Fig. 6 and Supplementary Table 11). The consensus DE miRs whose expression is anti-correlated with their DE predicted targets (mmu-miR-125a-5p/mmu-miR-125b-5p, mmu-let-7b-5p/mmu-let-7c-5p/mmu-let-7d-5p/mmu-let-7e-5p/mmu-let-7f-5p, mmu-miR-126-3p, mmu-miR-335-5p and mmu-miR-23b-3p) are designated as candidate key regulatory miRs (miRhubs), which may represent major control points in the network-level neutrophil response to *S. pneumoniae*. These candidate miRhubs are predicted to target 357 upregulated DE mRNAs (Supplementary Table 12). Of the 357 DE mRNAs, 122 (34%) are shared predicted targets of 2 or more of the candidate regulatory miRs (Supplementary Table 13).

**Figure 6:**
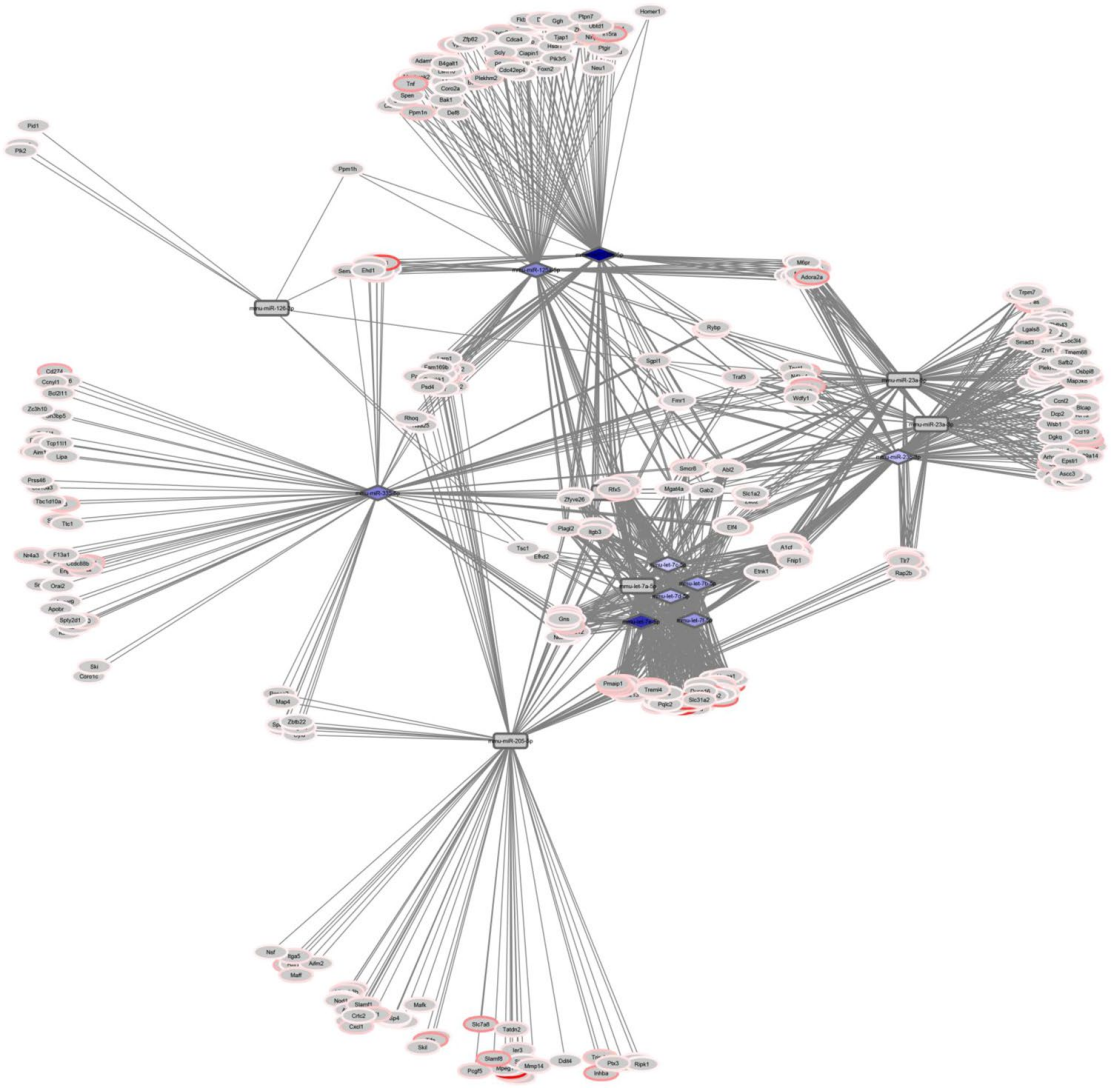
Network depicting downregulated miRs that have been identified as putative key regulatory miRs based on the differential expression of their predicted mRNA targets (miRhubs analysis), and their upregulated DE predicted targets. Consensus DE miRs that are predicted to regulate many DE mRNAs are depicted as purple diamonds. Mmu-miR-126-3p which is a consensus DE miR predicted to target 8 DE mRNAs is depicted as a gray oblong. Downregulated miRs that are identified as putative hubs but that are not DE by the filtering criteria (miR-mmu-let-7a-5p, mmu-miR-23a-5p, mmu-miR-23a-3p, mmu-miR-205-5p) are also depicted as gray oblongs. DE mRNAs that are upregulated during pneumonia are colored red. Gray lines connect miRs with their predicted target DE mRNAs.

## Discussion

The present study examined the response of neutrophils in the lungs during pneumonia induced by *S. pneumoniae*. Our previous studies have shown that greater than 98% of these neutrophils migrate out of the pulmonary microvasculature and into the lung tissue or airspace at 24 h after instillation of these bacteria^4^. Gene profiling shows that neutrophils alter their transcriptional profile massively during their response to *S. pneumoniae*. Pathway analysis indicates neutrophils display evidence of activation of immune and host defense pathways (Table 1), particularly the upregulation of expression of cytokines, chemokines, cytokine receptors, and pattern recognition receptors and adaptor molecules (Supplementary Table 1). The upregulation of many cytokine receptors and downstream signaling molecules suggests that neutrophil-derived mediators can act through autocrine or paracrine signaling to amplify the neutrophil response. Gene and pathway analysis also show that neutrophils have the potential to shape the subsequent adaptive immune response to *S. pneumoniae*, in part through effects on lymphocyte recruitment and activation. These results support the increasingly appreciated role of neutrophils as sources of cytokines and other mediators and as central players in cellular networks involving other immune cells^39^.

Because of the large number of lung neutrophil mRNAs and miRs that were changed during *S. pneumoniae* pneumonia, evidence of transcription factor activation was pursued by asking whether target genes of particular transcription factors were upregulated in these neutrophils. The data suggest that robust activation of a number of transcription factors in neutrophils occurs in response to *S. pneumoniae* in the lungs, including AP-1, Nrf2 and NF-κB, as assessed by expression of the genes they regulate (Supplementary Table 1). Direct demonstration of NF-kB activation in neutrophils using classical biochemical methods has been challenging, likely due to high protease activity in neutrophils^40^. Nrf2 is a redox-sensitive transcription factor encoded by *Nfe2l2* that regulates the transcription of antioxidants and other cytoprotective genes^41, 42^. Because neutrophils can produce large amounts of ROS rapidly, Nrf2 appears to play an important role in regulating neutrophil function and survival^29^. The cytokines regulated by these transcription factors, in turn, regulate production of mediators such as the chemokines KC and MIP-2.

The signaling pathways that lead to activation of these transcription factors likely include the recognition of bacteria or bacterial components by pattern recognition receptors and the binding of inflammatory mediators to receptors expressed on the neutrophil surface. These transcription factors then target inflammatory mediators, immune modulators, pattern recognition receptors and adaptor molecules, and other transcription factors. Transcription factors also regulate the expression of miRs, which often silence expression of their target genes. Thus, a complex and dynamic web of interactions involving transcription factors and miRs regulates the transcriptional response of neutrophils to bacteria in the lungs. Neutrophils are fully capable of responding to pathogens and producing the downstream mediators that recruit more neutrophils and modulate host defense in numerous ways, including modulation of resolution and initiation of innate immunity^30^.

This study identified a sizable proportion of neutrophil miRs that are differentially regulated during pneumonia induced by *S. pneumoniae* and may play critical roles in the host response. miRs were identified whose expression showed greater than 2-fold change during pneumonia compared with PBS, either upregulated during pneumonia (31 miRs) or downregulated (67 miRs). 

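Among the consensus DE miRs with LVS the median fall was larger than the median rise, while single miRs of both directions came close to the threshold of 2. The largest fold was the fall of mmu-miR-224-5p (30.8), and the rise of mmu-miR-1896 (14.9-fold) was larger than all but 2 of the falls. With RMA the folds ran from 2 for mmu-miR-26a-5p up to that of mmu-miR-3093-3p. The median fold was 3.12 with LVS and 3.67 with RMA. Changes of under 5-fold made up 82.6% of the consensus DE miRs with LVS (90 of 109) and 73.4% with RMA (80 of 109).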

The observed fold changes in DE miRs range from 2-22, with the majority of the 98 consensus DE miRs changing less than five-fold (80% and 70% of the DE miRs by LVS and RMA, respectively). Importantly, miRs often target overlapping and/or functionally related target genes^43^, so miRs can play a major role in regulating important processes despite modest changes in their expression. Target mRNA suppression by microRNAs is affected not only by miR abundance, but also by target site accessibility, binding affinity and the ratio of the miR to its target^44–46^. The majority of the DE mRNAs that were identified as putative targets of the upregulated DE miRs showed decreased expression during pneumonia compared with PBS (for example, Fig. 4a compared to Fig. 4b). This finding is consistent with the concept that miRs negatively regulate expression of their target genes by decreasing mRNA levels, rather than by inhibiting translation^47^. These data support the idea that direct control of targets by upregulated miRs is a prominent regulatory feature of the neutrophilic response to *S. pneumoniae*.

To understand integrated regulatory interactions of miRs and mRNAs, candidate regulatory miRs were identified by constructing networks consisting of DE conserved miRs and their DE predicted targets (Figs 4 and 5). These networks demonstrated that potential target DE mRNAs may change in the same or the opposite direction as the DE miRs. Both also showed that an mRNA is often predicted to be targeted by more than one DE miR. We identified a network containing seven upregulated conserved miRs (mmu-miR-1224-5p, mmu-miR-188-5p, mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721, mmu-miR-18a-5p and mmu-miR-130b-3p) and another network consisting of downregulated miRs belonging to 3 highly conserved miR families (let-7, mir-30 and mir-34).

A complementary approach using miRHub analysis^37, 38^ identified candidate key regulatory miRs based on conserved target sites in DE mRNAs, of which 10 individual miRs are differentially expressed (mmu-miR-125a-5p/mmu-miR-125b-5p, mmu-let-7a-5p/ mmu-let-7c-5p/mmu-let-7d-5p/mmu-let-7e-5p/mmu-let-7f-5p, mmu-miR-126-3p, mmu-miR-335-5p and mmu-miR-23b-3p; see Fig. 6 and Supplementary Tables 8 and 9). Thus, each of these approaches identified different candidate key regulatory miRs for the regulation of mRNAs during *S. pneumoniae* pneumonia. Each approach uses a rigorously defined method based upon the most up-to-date available computational and biological information. Testing of each potential regulatory miR using *in vitro* and *in vivo* approaches will be needed to understand these complex systems.

Many of these candidate key regulatory miRs have been identified only recently, and their functions have not been studied. Others have been previously identified as prominent regulators of inflammatory pathways, including miR-34^31^,miR-3960 and miR-2861^48^, miR-126^49–51^ and let-7f^52^.

These studies assume that neutrophils in bulk reflect individual cell behavior. Whether there are truly distinct subtypes of neutrophils is unlikely. Differences between neutrophils more likely represent their plasticity, similar to that within subpopulations of macrophages, or changes that are part of the aging process in this very short-lived cell. No surface markers are known that can be used to discriminate subtypes of neutrophils having different functions; thus, cell sorting to study these functions is not feasible. The technology needed for single cell sequencing is not yet sufficient to allow studies of transcription within a single neutrophil. This approach will clearly be helpful as the technology improves.

In summary, neutrophils are highly responsive to *S. pneumoniae* by transcribing miRs and mRNAs. This dataset of DE miRs and DE mRNAs derived from lung neutrophils was used to identify particular transcription factors and cytokines that regulate the inflammatory response and the transition to innate immunity or resolution of inflammation. Key pathways were identified, and networks of DE miR-target mRNA interactions were built based primarily on computationally derived potential interactions derived from sequence information. These networks identified candidate key regulatory miRs. Neutrophils have a short lifespan and cannot be cultured; as such, knockdown technologies cannot be effectively employed, making further study of these miR-mRNA interactions difficult at the present time. Studies examining mice with conditional deletion of key regulatory miRs may prove very exciting. As our biological knowledge of these interactions grows, these networks will become even more useful in generating exciting novel testable hypotheses.

## Methods

### Reagents

Collagenase/ Dispase and Dispase II were purchased from Roche Applied Science (Indianapolis, IN); fetal calf serum (FCS) and phosphate buffered saline (PBS) were from Invitrogen (Carlsbad, CA); bovine serum albumin (BSA), deoxyribonuclease I from bovine pancreas and Red Blood Cell Lysing Buffer were from Sigma-Aldrich (St. Louis, MO). MACs columns, separators, and anti-Ly6G microbead kit were from Miltenyi (Auburn, CA). Hema3 fixative and staining solutions were obtained from Fisher Scientific (Kalamazoo, MI, USA).

#### Mice

Adult female C57BL/6 J mice were purchased from Jackson Laboratory (Bar Harbor, ME), and colonies were generated. Mice were housed in a specific pathogen-free facility and housed in sterile cages within ventilated racks. They received irradiated standard chow and water. Age- and sex-matched mice were studied at 6–8 weeks of age. All studies were subject to review by the Institutional Animal Care and Use Committee at the University of North Carolina at Chapel Hill and conformed to the Guide for the Care and Use of Laboratory Animals by the Institute of Laboratory Animal Resources, Commission on Life Sciences, National Research Council.

#### Bacterial pneumonia

*Streptococcus pneumoniae* (*S. pneumoniae*; *serotype* 19, ATCC 49619) was purchased from American Type Culture Collection (Manassas, VA). Suspensions of *S. pneumoniae* were prepared in PBS, and the target bacterial dose was estimated based on absorbance of the bacterial suspension at 600 nm (O.D. = 0.9). Pneumonia was induced by intratracheal instillation of the bacterial suspension into the left lung at a dose of 2.3 µl/g mouse body weight^29, 53^. Colony forming units (CFU) in bacterial suspensions were subsequently determined by plating serial dilutions of the bacterial suspension on agar plates. The range of CFUs was 1.71–1.88 × 10^**7**^ CFU/mouse (mean 1.8 × 10^7^ ± 3.8 × 10^5^ CFU/mouse). Control mice received an equal volume of PBS, in which the bacteria were resuspended.

#### Isolation of single lung cells

Mice were euthanized by isoflurane overdose 24 hours after bacterial instillation. The lung vasculature was flushed by perfusing with 10 ml of PBS via the right ventricle, and the lungs and heart were removed. Single cell suspensions of lung cells were prepared as described previously^4^. Dispase II solution was instilled into the lungs through the trachea, and the trachea was ligated with silk suture. The samples were incubated for 30 minutes at 37 °C. The lungs were excised, minced with scissors and enzymatically digested with 0.1% collagenase-dispase and 0.01% deoxyribonuclease I in PBS containing 5 mM CaCl_2_ at 37 °C for 10 min. The cells were passed through a 100 µm mesh to remove clumps. The cell suspension was resuspended in red blood cell lysis solution, washed several times with PBS and passed through a 40 µm mesh. The total number of cells in each sample was determined using a hemocytometer. Cell differential counts were performed by examining cytospins stained with Hema3.

#### Isolation of neutrophils from single cell suspensions of mouse lungs

Neutrophils were isolated from lung digests using Miltenyi’s anti-Ly6G microbead kit according to the manufacturer’s instructions. Briefly, single cell suspensions were prepared from dissected mouse lungs as described above. The cells were washed with PBS containing 2 mM EDTA and 0.5% BSA, and incubated with biotinylated anti-Ly6G and magnetic beads coated with anti-biotin. The samples were passed through a column in a magnetic field, and cells bound to beads were collected for further analysis. Cells were kept on ice or at 4–8 °C during processing and isolation. The purity of neutrophil isolation was evaluated in the samples from mice with pneumonia, in which the purity was greater than 97% as determined by examination of stained cytospin preparations. The few contaminating cells usually had the appearance of alveolar macrophages and rarely eosinophils. The neutrophil marker Ly6G mRNA was highly expressed in every sample.

#### RNA isolation

Total RNA was extracted from neutrophils using miRNeasy® Mini Kit from Qiagen (Valencia. CA).

#### Microarrays

mRNA expression was profiled using Mouse Gene 1.1 ST arrays (Affymetrix, Santa Clara, CA) which cover over 26,000 RefSeq transcripts. miRs were profiled using SurePrint G3 Mouse miRNA 8 × 60 K Microarray kits (Agilent, Santa Clara, CA) designed based on miRbase release 17. This approach to profiling mRNAs and miRs was selected after a comprehensive evaluation of platforms. Microarrays, RT-qPCR and sequencing each has strengths and weaknesses that make each appropriate for specific study goals^54^. Whereas sequencing offers advantages over microarrays or RT-qPCR in that the information extracted with sequencing can be more complex, the study by Mestdagh and colleagues showed Agilent arrays performed well compared with other hybridization technologies and were best at capturing small expression differences compared with all other methods^54^. The amount of RNA required for high quality next generation sequencing was greater than the RNA we could obtain from lung neutrophils isolated from a single mouse with pneumonia. Studies in the literature show that microarrays fared well compared with other methods and was indeed superior at detecting small differences in expression of miRs^54^.

#### Real Time-quantitative PCR

Expression of selected mRNAs and miRs was measured in independent samples generated from a separate study usingTaqMan mRNA gene expression assays (Thermo Fisher) and Exiqon miRcury LNA miRNA assays (Exiqon, Woburn, MA, USA) respectively, according to the manufacturers’ instructions. RT-qPCR was performed using the Applied Biosystems 7500 Real-Time System or QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). Fold changes were calculated using the method described by Livak and Schmittgen^55^.

### Flow cytometry

Single cell suspensions were prepared from dissected mouse lungs and stained using fluorochrome-conjugated antibodies^56^ that recognize cell surface markers and the cytokines TNF and IFN-γ present intracellularly. Antibodies used were purchased from BioLegend (San Diego, CA, USA) unless indicated otherwise: anti-mouse Ly6G (clone IA8), anti-mouse CD45 (clone 30-F11, BD Biosciences, San Jose, CA, USA), anti-mouse CD11b (clone M1/70), anti-mouse CD11c (clone N418), anti-mouse Ly6C (clone AL-21 BD Biosciences), anti-mouse MHC Class II I-A/I-E (clone M5/114.15.2), anti-mouse Siglec-F (clone E50-2440, BD Biosciences), anti-mouse CD54 (clone 3E2), anti-mouse CD103 (clone M290), anti-mouse IFNγ (XMG1.2), anti-mouse TNF (MP6-XT22), anti-mouse CD64 (clone × 54–5/7.1), and anti-mouse CD24 (clone M1/69). After gating out debris and doublet cells, neutrophils were identified as single cells expressing both CD45 and Ly6G. Flow cytometry was performed using a Cytoflex flow cytometer (Beckman Coulter, Brea, CA, USA) and data were analyzed using CytExpert (Beckman Coulter) software.

#### Microarray data analysis and statistics

Expression signals from Affymetrix mRNA arrays were preprocessed and normalized by RMA (Robust Multiarray Average) background correction, GC content and sequence correction, quantile normalization, and median polish summarization of probe signals mapped to specific genes. Custom probeset-to-gene mappings were generated from Affymetrix Probeset and Transcript Annotation release 35 by consolidating all probesets mapped, in order of preference, to Ensembl 81 gene ID, Refseq mRNA, and Genbank accession numbers. miR expression signals were extracted from microarray images using Agilent Feature Extraction (FE) software, and normalized using either LVSmiRNA or AgiMicroRna package from Bioconductor. These normalization methods were used based on literature suggesting distinct advantages offered by each in normalizing gene expression data^57–60^. LVSmiRNA uses the least-variant set of miRNA to normalize between the arrays^57^, while AgiMicroRna uses RMA.

The normalized log2 transformed intensities were analyzed for differential expression between treatment and control groups by one-way ANOVA. Differentially expressed (DE) miRs or mRNAs were filtered at Benjamini-Hochberg FDR adjusted p value or q-value < 0.05, and fold change >2. Fold change, expression level and p value were used as filtering criteria to identify possible candidate key miRs. These criteria were implemented based on a comprehensive study by the SEQC/MAQC-III consortium showing that relative expression measurements agreed fairly well across different expression profiling platforms and study sites after filtering for fold change, p value and expression level^61^. For miRs, the analyses were carried out on both LVS and RMA normalized log2 intensities in parallel. The consensus DE miRs between LVS and RMA were used in subsequent network analysis. Expression analyses were performed using Partek Genomics Suites v6.5 (Partek, Inc., St. Louis, MO). To identify pathways or functions that are significantly altered during *S. pneumoniae* pneumonia, Gene Set Enrichment Analysis (GSEA) using Gene Ontology (GO) biological process terms from mRNA expression data was performed according to the method described by Subramanian, Tamayo and colleagues^62, 63^. Gene ontology, biological functions and pathways and transcription factor binding sites were analyzed using DAVID Bioinformatics Resources^64, 65^ (NIAID, NIH) and InnateDB^66^.

To identify potential functionally significant miR-mRNA interactions, lists of target genes (mRNAs) were constructed for each DE miR based on predicted targets in the 3′-UTR of all genes using TargetScanMouse release 7.1 (TS7) as source for miR targets^67^. TargetScan predictions are based on the identification of 6-, 7- or 8-mer sequences in the 3′UTR of target mRNAs that are complementary to the seed region of miRs. miRs are grouped into families that share a common seed sequence, suggesting similar or closely related targets and functions. TargetScan classifies miR families as broadly conserved (expressed across most vertebrates, usually to zebrafish), conserved (expressed across most mammals, but usually not beyond placental mammals) or poorly conserved (comprising all remaining miRs).

Networks of miR-target connections between DE miRs and DE mRNAs were compiled from TS7 target predictions and miR family information downloaded from miRBase21. The networks were visualized using Cytoscape software^68^.

Candidate miR regulatory hubs were identified by miRHub^37, 38^, using the “non-network” mode and requiring a predicted target site to be conserved among at least three mammalian species including mouse. This algorithm determines whether the predicted regulatory effect of any given miR on a set of DE genes is significantly greater than expected by chance.

Online Supplementary Material is included.

#### *Availability of materials and data*

Microarray data have been deposited in Gene Expression Omnibus under accession number GSE97922 (http://www.ncbi.nlm.nih.gov/geo/).

## Electronic supplementary material

Supplementary tables and figure

# Supplementary material for: Predicted effects of observed changes in the mRNA and microRNA transcriptome of lung neutrophils during S. pneumoniae pneumonia in mice
**Source:** Sci Rep. 2017 Sep 12;7:11258. doi: 10.1038/s41598-017-11638-7

**Supplementary Information**

Predicted effects of observed changes in the mRNA and microRNA transcriptome of lung neutrophils during *S. pneumoniae* pneumonia in mice

John C. Gomez1,2,3, Hong Dang2, Matthew Kanke4,Robert S. Hagan1,3,5, Jason R. Mock1,3,5, Samir N. P. Kelada4, Praveen Sethupathy4, and Claire M. Doerschuk1,2,3,5, *

**Supplementary Tables**

Supplementary Table 1: Fold changes in expression of selected genes in lung neutrophils during *S. pneumoniae* pneumonia

Supplementary Table 2: Expression of mRNA genes in lung neutrophils measured using RT-PCR

Supplementary Table 3: Protein expression of selected markers and cytokines in lung neutrophils

Supplementary Table 4. 98 consensus DE miRs.

Supplementary table 5: Expression of selected miRs in lung neutrophils measured using RT-qPCR

Supplementary Table 6: Conserved DE and the numbers and percentages of predicted mRNA targets that are differentially expressed during pneumonia

Supplementary Table 7: Poorly conserved DE miRs and the numbers and percentages of predicted mRNA targets that are differentially expressed during pneumonia

Supplementary Table 8: Conserved DE miRs that were upregulated during pneumonia and their anti-correlated predicted targets (mRNAs 2 fold or greater downregulated during pneumonia compared with PBS, FDR≤0.05).

Supplementary Table 9: Conserved downregulated DE miRs and their anti-correlated predicted targets

Supplementary Table 10: Downregulated DE mRNAs that are predicted targets of 4 or more upregulated conserved DE miRs

Supplementary Table 11: Candidate regulatory miRs based on miRhub analysis.

Supplementary Table 12: DE predicted targets of putative key regulatory miRs (in bold type) based on miRhubs analysis.

Supplementary Table 13. miR families and individual miRs identified as putative miRhubs and their unique and shared DE predicted targets.

**Supplementary Figure**

**Supplementary Figure:** Enrichment plots of large gene sets in the GO database that are significantly enriched during pneumonia according to GSEA.

**Supplementary Table 1:** Fold changes in expression of selected genes in lung neutrophils during *S. pneumoniae* pneumonia

Genes are listed based on categories according to the literature and publicly available databases. Genes with fold changes greater than 2 and FDR<0.05 are considered to be differentially expressed (DE). FDR<0.05 except underlined genes, where FDR>0.05.

**Supplementary Table 2.** Expression of mRNA genes in lung neutrophils measured using RT-PCR

| **mRNA** | **Threshold cycle (Ct)** | | **Delta Threshold Cycle (dCt)** | | **Mean fold change**  **SP compared to PBS (range)** | **Fold change**  **SP compared to PBS in gene profiling study** |
| --- | --- | --- | --- | --- | --- | --- |
|  | **PBS** | ***S. pneumoniae*** | **PBS** | ***S. pneumoniae*** |  |  |
| ***Cxcl1*** | 34.6 ± 0.2 | 29.2 ± 0.4* | 16.1 ±0.4 | 11.0 ± 0.4* | 33 (19-60)* | 7.7† |
| ***Cxcl5*** | nd | 33.2 | n/a | 12.9 | >76 ‡ | 4.3† |
| ***Cxcl9*** | 38.9 ± 0.4 (n=4, nd=1) | 29.5 ± 0.2* | 20.7 ±0.3 | 11.3 ± 0.2* | 647 (540-871)* | 53† |
| ***Cxcl11*** | n.d. | 29.0 ± 0.2 | n/a | 10.8 ± 0.3 | >2000‡ | 47† |
| ***Hmox1*** | 32.3 ± 0.2 | 29.4 ± 0.3* | 13.8 ±0.2 | 11.2 ± 0.2* | 6.1 (4.1-8.3)* | 4.4† |
| ***Ifit1*** | nd | 32 | n/a | n/a | >100 ‡ | 14† |
| ***Ifnar2*** | 29.1 ± 0.2 | 27.8 ± 0.1* | 10.6 ±0.1 | 9.7 ± 0.1* | 1.9 (1.7-2.2)* | 1.5† |
| ***Ikbke*** | nd | 34.4 | n/a | n/a | >22 ‡ | 31† |
| ***Il1a*** | 36.1 ± 0.4 | 25.8 ± 0.1* | 17.1 ±0.6 | 6.9 ± 0.2* | 1156 (715-1263)* | 35† |
| ***Il1b*** | 28.1 ± 0.3 | 26.3 ± 0.2* | 9.1 ±0.3 | 7.5 ± 0.2* | 3.0 (1.9-4.0)* | 1.1 ns |
| ***Il6*** | 36.2 ± 0.3 (n=4, nd=1) | 29.2 ± 0.7* | 17.2 ±0.6 | 10.4 ± 0.6* | 112 (46-452)* | 17.5† |
| ***Il10*** | 36.3 ± 0.3 (n=4, nd=1) | 33.4 ± 0.4* | 17.6 ±0.2 | 15.2 ± 0.4* | 5.2 (2.1-10.4)* | 23† |
| ***Irf5*** | nd | 34.1 | n/a | n/a | >23 ‡ | 5† |
| ***Isg15*** | 32.0 ± 0.2 | 27.1 ± 0.1* | 13.0 ±0.3 | 8.2 ± 0.2* | 28 (19-42)* | n/a |
| ***Nqo1*** | 34.2 ± 0.4 | 33.0 ± 0.1* | 15.2 ±0.2 | 14.2 ± 0.1* | 2.0 (1.5-2.4)* | 3† |
| ***Nos2*** | 38.1 ± 0.3 | 33.7 ± 0.5* | 16.3 ± 0.2 | 13.5 ± 0.4* | 7.1 (4.4-17)* | 14† |
| ***Tbk1*** | 36.6 ± 0.5 | 32.3 ± 0.3* | 14.8 ±0.4 | 12.1 ± 0.1* | 6.5 (5.5-9.2)* | 5.8† |
| ***Tnf*** | 33.0 ± 0.2 | 26.4 ± 0.0* | 14.0 ±0.1 | 7.5 ± 0.1* | 89 (80-107)* | 16† |

Gene expression was measured using TaqMan gene expression assays and RT-qPCR in independent samples generated from a separate study. Ct and dCt values were determined as described in the methods. Values for Ct and dCT are mean ± SEM. Mean Ct was calculated from threshold values when detected at <40 cycles; Ct for *Ifit1* *Ikbke* and *Irf5* are denoted not detectable (nd) because gene expression in at least 3 out of 5 samples per group did not cross the expression threshold after 40 PCR amplification cycles. Fold changes in gene expression in SP samples were calculated with the PBS group being equal to 1 (values in parenthesis denote the range of fold changes in individual *S. pneumoniae*-treated samples compared with the mean of the PBS group). n=5 per group unless indicated otherwise. nd, not detectable (>40 cycles); n/a, not applicable; *p<0.05 compared with PBS group, t test; †FDR <0.05, SP compared to PBS in the gene profiling study using microarrays; ‡ calculated fold change based on imputed CT of 41 for the PBS group.

**Supplementary Table 3.** Protein expression of selected markers and cytokines in lung neutrophils

| **Protein** | **Fluorescence Intensity** | |
| --- | --- | --- |
| *Surface Protein* | **PBS** | ***S. pneumoniae*** |
| CD11b | 429,424 ± 53,634 | 570,064 ± 16,115 |
| **CD11c** | 4,382 ± 735 | 21,971 ± 1,183* |
| CD24 | 101,855 ± 11,249 | 149,447 ± 16,624* |
| CD45 | 62,431 ± 4,709 | 58,176 ± 1,439 |
| **CD54** | 15,087 ±1,757 | 44,303 ± 2,585* |
| **CD64** | 46,315 ± 5,956 | 73,137 ± 6,298* |
| **CD103** | 30,024 ± 3,875 | 45,770 ± 2,365* |
| Ly6C | 41,107 ±5,721 | 113,550 ± 7,729* |
| *Intracellular Cytokine* |  |  |
| **IFNγ** | 10,361 ± 661 | 17,239 ± 1415* |
| **TNF** | 9,699 ± 50 | 18,945 ± 2159* |
|  | **Percentage of lung neutrophils expressing intracellular cytokine** | |
| *Intracellular Cytokine* | **PBS** | **SP** |
| **IFNγ** | 20 ± 2.5% | 45 ± 5.4% |
| **TNF** | 17 ± 1.5% | 51 ± 7.9% |

Fluorescence intensity of surface markers and intracellular staining for IFNγ and TNF in lung neutrophils from mice that received PBS or *S. pneumoniae*. * p<0.05 vs PBS ( t test). Values are mean ± SEM, n=4 (PBS) or 6 (*S. pneumoniae*). The genes encoding the proteins in bold are upregulated during *S. pneumoniae* pneumonia and designated as DE (FDR<0.05, fold change >2): *Itgax* (CD11c), 2.4 fold; *Icam1* (CD54), 3.9 fold; *Fcgr1* (CD64), 32.6 fold; *Itgae* (CD103), 2.1 fold; *Ifng*,2.3 fold; and *Tnf*, 16 fold.

**Supplementary Table 4.** 98 consensus DE miRs.

DE miRs were changed at least 2-fold in both RMA- and LVS-normalized data sets and were considered to be the consensus DE miRs. They were sorted by LVS fold change during pneumonia compared with PBS after LVS normalization. 

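Each fold change of the table is the ratio between the SP and PBS means of the normalized intensities, taken as 2 to the power of the difference in mean log2 values, with a negative sign for a fall. All 98 miRs of the table were found by miRBase accession in the deposited tables, and all of them are consensus DE miRs here in the same direction. The 11 further miRs that pass the same rule with limma, most of them named only after their values had been seen, are mmu-miR-1187, mmu-miR-1196-5p, mmu-miR-3096a-5p, mmu-miR-3099-3p, mmu-miR-340-5p, mmu-miR-466b-3p, mmu-miR-467e-5p and mmu-miR-877-5p, which rose, and mmu-miR-205-5p, mmu-miR-26a-5p and mmu-miR-99a-5p, which fell. Of these, mmu-miR-26a-5p, mmu-miR-205-5p, mmu-miR-466b-3p and mmu-miR-467e-5p were followed over the alternatives. The calls of the last 3 were lost with the methods' analysis of variance, and the LVS calls of the last 2 also when any sample other than PBS replicate 2 or SP replicate 3 was left out. The RMA fold of mmu-miR-26a-5p was 2, which passes a rule of at least 2-fold but not the paper's methods, which ask for more than 2.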

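The order by LVS fold change differs from an order by RMA fold change. For miRs that rose, the LVS fold was a median of 0.757 times the RMA fold, and for miRs that fell 1.05 times. mmu-miR-3093-3p is an example: its rise was the largest of all by RMA and below those of mmu-miR-1896 and mmu-miR-1247-3p by LVS.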

Shaded rows indicate upregulated miRs.

**Supplementary Table 5.** Expression of selected miRs in lung neutrophils measured using RT-qPCR

| **miR** | **Ct** | | **dCt** | | **Mean fold change expressed as ratio of *S. pneumoniae* to PBS (range)** | **Fold change expressed as ratio (signed fold change) of *S. pneumoniae* group compared to PBS group in the microarray gene profiling study** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **PBS** | ***S. pneumoniae*** | **PBS** | ***S. pneumoniae*** | **LVS** | **RMA** |
| mmu-let-7b-5p | 27.3 ± 0.42 | 27.6 ± 0.20 | 0.50 ± 0.30 | 1.03 ± 0.27 | 0.69 (0.34-1.04) | 0.31  (-3.2)† | 0.43  (-2.3)† |
| mmu-let-7c-5p | 27.7 ± 0.40 | 27.9 ± 0.19 | 0.88 ± 0.27 | 1.34 ± 0.25 | 0.73 (0.39-1.13) | 0.38  (-2.6)† | 0.38  (-2.6)† |
| mmu-let-7d-5p | 28.6 ± 0.31 | 28.5 ± 0.14 | 1.83 ± 0.18 | 1.96 ± 0.21 | 0.91 (0.54-1.3) | 0.33  (-3.0)† | 0.47  (-2.1)† |
| mmu-let-7f-5p | 27.6 ± 0.34 | 27.8 ± 0.12 | 0.78 ± 0.21 | 1.29 ± 0.17 | 0.70 (0.46-0.98)* | 0.29  (-3.4)† | 0.42  (-2.4)† |
| mmu-miR-15b-5p | 26.3 ± 0.20 | 25.6 ± 0.12 | -0.50 ± 0.14 | -0.99 ± 0.06* | 1.40 (1.20-1.51)* | 2.4  (2.4)† | 3.2  (3.2)† |
| mmu-miR-23b-3p | 25.9 ± 0.23 | 25.7 ± 0.14 | -0.88 ± 0.11 | -0.81 ± 0.18 | 0.95 (0.64-1.22) | 0.36  (-2.8)† | 0.4  (-2.5)† |
| mmu-miR-34b-5p | 29.5 ± 0.37 | 30.5 ± 0.11* | 2.69 ± 0.28 | 3.99 ± 0.16* | 0.41 (0.29-0.57)* | 0.12  (-8.0)† | 0.15  (-6.7)† |
| mmu-miR-125b-5p | 26.7 ± 0.39 | 26.7 ± 0.48 | 0.11 ± 0.27 | -0.07 ± 0.41 | 1.13 (0.47-1.88) | 0.17  (-6.0)† | 0.25  (-4.0)† |
| mmu-miR-126-3p | 23.7 ± 0.46 | 24.2 ± 0.20 | -3.06 ± 0.34 | -2.37 ± 0.28 | 0.62 (0.31-1.03)* | 0.24  (-4.2)† | 0.25  (-3.9)† |
| mmu-miR-130b-3p | 34.6 ± 0.31 | 34.3 ± 0.18 | 7.96 ± 0.29 | 7.51 ± 0.26 | 1.37 (1.07-1.94) | 2.1  (2.1)† | 3.0  (3.0)† |
| mmu-miR-223-3p | 20.3 ± 0.09 | 19.6 ± 0.15* | -6.50 ± 0.12 | -6.95 ± 0.07* | 1.36 (1.24-1.61)* | 2.1  (2.1)† | 1.5  (1.5) |

MicroRNA expression was measured using Exiqon miRcury LNA miRNA assays and RT-qPCR in a separate set of samples (n=4-5 per group) independently generated from a different cohort of mice than those used in the gene profiling study. Expression of mmu-miR-103a-3p was used to normalize expression of candidate key miRs (dCt). Fold changes in miR expression in SP samples were calculated with the PBS group being equal to 1 (values in parenthesis denote the range of fold changes in individual SP samples compared with PBS). *p<0.05 compared with PBS group, t test; † FDR<0.05 in microarray gene profiling study.

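Ct is the PCR cycle at which a miR crosses the detection threshold, so a lower Ct means more of it, and dCt subtracts the Ct of mmu-miR-103a-3p in the same sample. The array columns of the table come from the samples analysed here, not from the RT-qPCR samples. On the arrays 3 of the 11 miRs of the table were higher and 8 lower with LVS, and 2 were higher, 8 lower and 1, mmu-miR-223-3p, did not pass with RMA. All were above background on all 8 arrays. The array probe set for the reference miR, there named mmu-miR-103-3p, had a log2 fold change of -0.41 with LVS (adjusted p = 0.163, limma) and 0.04 with RMA (adjusted p = 0.694), neither past the threshold.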

**Supplementary Table 6:** Conserved DE and the numbers and percentages of predicted mRNA targets that are differentially expressed during pneumonia

| miRBase 21 | miR acc | RMA Fold-Change (SP vs. PBS) | LVS Fold-Change (SP vs. PBS) | Total targets | DOWN targets | UP targets | % Down | % Up |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| mmu-miR-1224-5p | MIMAT0005460 | 5.1 | 4.3 | 144 | 15 | 7 | 10.42% | 4.86% |
| mmu-miR-188-5p | MIMAT0000217 | 4.7 | 3.5 | 177 | 22 | 13 | 12.4% | 7.3% |
| mmu-miR-139-5p | MIMAT0000656 | 3.5 | 3.0 | 391 | 67 | 31 | 17.14% | 7.93% |
| mmu-miR-15b-5p | MIMAT0000124 | 3.2 | 2.4 | 1171 | 182 | 75 | 15.5% | 6.4% |
| mmu-miR-721 | MIMAT0003515 | 2.8 | 2.2 | 800 | 151 | 66 | 18.9% | 8.3% |
| mmu-miR-18a-5p | MIMAT0000528 | 2.6 | 2.1 | 248 | 36 | 11 | 14.5% | 4.4% |
| mmu-miR-130b-3p | MIMAT0000387 | 3.0 | 2.1 | 800 | 151 | 66 | 18.88% | 8.25% |
| mmu-miR-379-5p | MIMAT0000743 | -2.3 | -2.0 | 102 | 12 | 6 | 11.8% | 5.9% |
| mmu-miR-331-3p | MIMAT0000571 | -2.2 | -2.6 | 260 | 39 | 19 | 15.0% | 7.3% |
| mmu-let-7c-5p | MIMAT0000523 | -2.6 | -2.6 | 1074 | 157 | 100 | 14.62% | 9.31% |
| mmu-miR-144-3p | MIMAT0000156 | -4.1 | -2.6 | 849 | 132 | 53 | 15.55% | 6.24% |
| mmu-miR-3473a | MIMAT0015645 | -2.9 | -2.6 | 355 | 66 | 15 | 18.6% | 4.2% |
| mmu-miR-582-5p | MIMAT0005291 | -2.6 | -2.7 | 586 | 96 | 35 | 16.4% | 6.0% |
| mmu-miR-23b-3p | MIMAT0000125 | -2.5 | -2.8 | 1062 | 160 | 86 | 15.1% | 8.1% |
| mmu-miR-183-5p | MIMAT0000212 | -3.6 | -2.8 | 421 | 78 | 27 | 18.5% | 6.4% |
| mmu-let-7d-5p | MIMAT0000383 | -2.1 | -3.0 | 1074 | 157 | 100 | 14.62% | 9.31% |
| mmu-miR-190b-5p | MIMAT0004852 | -5.1 | -3.0 | 183 | 32 | 9 | 17.5% | 4.9% |
| mmu-miR-181b-5p | MIMAT0000673 | -3.1 | -3.2 | 1121 | 182 | 74 | 16.2% | 6.6% |
| mmu-let-7b-5p | MIMAT0000522 | -2.3 | -3.2 | 1074 | 157 | 100 | 14.62% | 9.31% |
| mmu-miR-27b-3p | MIMAT0000126 | -2.6 | -3.2 | 1183 | 206 | 73 | 17.4% | 6.2% |
| mmu-let-7f-5p | MIMAT0000525 | -2.4 | -3.4 | 1074 | 157 | 100 | 14.62% | 9.31% |
| mmu-miR-150-5p | MIMAT0000160 | -4.3 | -3.4 | 326 | 53 | 22 | 16.26% | 6.75% |
| mmu-miR-30c-5p | MIMAT0000514 | -2.6 | -3.6 | 1354 | 206 | 123 | 15.2% | 9.1% |
| mmu-miR-218-5p | MIMAT0000663 | -3.8 | -3.6 | 958 | 152 | 41 | 15.9% | 4.3% |
| mmu-miR-34a-5p | MIMAT0000542 | -2.9 | -3.7 | 666 | 110 | 48 | 16.5% | 7.2% |
| mmu-miR-497a-5p | MIMAT0003453 | -3.8 | -3.8 | 1171 | 182 | 75 | 15.5% | 6.4% |
| mmu-miR-335-5p | MIMAT0000766 | -7.4 | -3.9 | 255 | 35 | 14 | 13.7% | 5.5% |
| mmu-miR-193b-3p | MIMAT0004859 | -5.4 | -3.9 | 233 | 41 | 14 | 17.6% | 6.0% |
| mmu-miR-152-3p | MIMAT0000162 | -3.8 | -3.9 | 645 | 106 | 51 | 16.4% | 7.9% |
| mmu-miR-378a-3p | MIMAT0003151 | -3.6 | -3.9 | 222 | 33 | 11 | 14.9% | 5.0% |
| mmu-miR-195a-5p | MIMAT0000225 | -2.9 | -4.2 | 1171 | 182 | 75 | 15.5% | 6.4% |
| mmu-miR-151-5p | MIMAT0004536 | -3.7 | -4.3 | 22 | 3 | 1 | 13.6% | 4.5% |
| mmu-miR-130a-3p | MIMAT0000141 | -4.1 | -4.4 | 800 | 151 | 66 | 18.88% | 8.25% |
| mmu-miR-99b-5p | MIMAT0000132 | -4.7 | -4.7 | 51 | 9 | 3 | 17.6% | 5.9% |
| mmu-miR-31-5p | MIMAT0000538 | -5.9 | -4.8 | 414 | 73 | 16 | 17.6% | 3.9% |
| mmu-miR-30a-5p | MIMAT0000128 | -4.1 | -5.0 | 1354 | 206 | 123 | 15.2% | 9.1% |
| mmu-miR-96-5p | MIMAT0000541 | -5.2 | -5.1 | 1061 | 195 | 69 | 18.4% | 6.5% |
| mmu-let-7e-5p | MIMAT0000524 | -3.8 | -5.2 | 1074 | 157 | 100 | 14.62% | 9.31% |
| mmu-miR-375-3p | MIMAT0000739 | -6.5 | -6.3 | 235 | 34 | 17 | 14.5% | 7.2% |
| mmu-miR-143-3p | MIMAT0000247 | -6.4 | -7.1 | 430 | 73 | 29 | 16.98% | 6.74% |
| mmu-miR-34b-5p | MIMAT0000382 | -6.7 | -8.0 | 666 | 110 | 48 | 16.5% | 7.2% |
| mmu-miR-34c-5p | MIMAT0000381 | -8.7 | -9.2 | 666 | 110 | 48 | 16.5% | 7.2% |
| mmu-miR-449a-5p | MIMAT0001542 | -9.8 | -10.1 | 666 | 110 | 48 | 16.5% | 7.2% |
| mmu-miR-224-5p | MIMAT0000671 | -6.9 | -30.8 | 359 | 56 | 22 | 15.6% | 6.1% |

Conserved DE miRs are sorted by fold change using LVS. miR accession numbers and names were based on miRBase 21. 

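Conservation here is that of the TargetScan family to which a miR belongs, that is, how widely the family occurs among vertebrates or mammals, not the level of the miR. The table holds 44 miRs, 7 higher and 37 lower with SP, all of which were matched in the deposited tables and pass the consensus rule here in the same direction.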

The total number of predicted mRNA targets according to TargetScan release 7.1 is listed in column 5. The total predicted targets were searched to identify the mRNAs that were differentially expressed in *S. pneumoniae* pneumonia. The numbers and percentages of DE predicted target mRNAs that were down or upregulated during pneumonia are shown. Upregulated miRs are in gray

**Supplementary Table 7:** Poorly conserved DE miRs and the numbers and percentages of predicted mRNA targets that are differentially expressed during pneumonia

miR accession numbers and names were based on miRBase 21. 

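Of the 51 poorly conserved miRs of the table that were matched in the deposited tables, 24 were higher here, 2.00 to 14.9-fold with LVS, and 27 were lower, 2.15 to 17.8-fold. Of the higher ones 21 were above background on every PBS array, and of the lower ones 19 on every SP array.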

The total number of predicted mRNA targets according to TargetScan release 7.1 is listed in column 5. The total predicted targets were searched to identify the mRNAs that were differentially expressed in *S. pneumoniae* pneumonia. The numbers and percentages of DE predicted target mRNAs that were down or upregulated during pneumonia are shown. Upregulated miRs are in gray. Two poorly conserved DE miRs are not listed in TargetScan7.1: mmu-miR-203-3p and mmu-miR-126a-3p.

**Supplementary Table 8:** Conserved DE miRs that were upregulated during pneumonia and their anti-correlated predicted targets (mRNAs 2 fold or greater downregulated during pneumonia compared with PBS, FDR≤0.05).

| **Up regulated DE miR** | **Downregulated predicted target mRNAs** |
| --- | --- |
| mmu-miR-1224-5p | *Enah;Fign;Mlec;Nckap5;Nfib;Nrp1;Paqr4;Pkd1;Prickle2;Ptprf;Rbfox2;Rtn4rl1;Slc25a35;Slco2b1;Thrb* |
| mmu-miR-188-5p | *Akap2;Arhgap32;Baiap2l1;Cdc25b;Ddah2;Dlg5;Efnb2;Fam117b;Fzd8;Ggcx;Klf12;Magi1;Mgat3;Nbea;Pgm2l1;Plxdc2;Sh3bgrl2;Sox4;Spag6;Tmem50b;Zbtb20;Zfp185* |
| mmu-miR-139-5p | *Aff3;Agbl5;Arhgap5;Arrdc3;Atp2b2;C77370;Cacna2d1;Cecr2;Ckb;Cnst;Crim1;D630045J12Rik;Dcbld2;Dip2c;Dpy30;Dynll2;Ebf1;Elovl5;Enah;Ets1;Fam53b;Fbxl17;Fbxl7;Foxo1;Foxp2;Gabra3;Galnt7;Glcci1;Gpr56;H2afv;Hs2st1;Igfbp5;Kat6b;Kif13a;Ldhb;Lrp2;Map2;Meis2;Mfsd6;Mycbp;Nfia;Nfib;Nipal2;Pmp22;Ppargc1a;Prdm16;Ptpn4;Ptprf;Ptpru;Pvrl3;Rbms3;Rpgrip1l;Samd12;Sema6d;Slc16a12;Socs2;Sos2;Ssx2ip;Strbp;Tbx1;Tcf12;Tmpo;Trove2;Wdr47;Zbtb10;Zbtb20;Zfp532* |
| mmu-miR-15b-5p | *1700021K19Rik;1700030J22Rik;AA986860;Adamts5;Ago1;Ahcyl2;Akap11;Amotl2;Arhgap32;Arhgap35;Arhgap5;Bace1;Bach2;Bcl7a;Bcl9l;Bmx;Cacna2d1;Cacnb1;Cadm1;Card10;Cbfa2t3;Cbx5;Cbx6;Ccdc19;Ccnd1;Cd2ap;Cdc25b;Cdon;Chd6;Chordc1;Clock;Cluh;Cnksr2;Cnnm2;Cobll1;Crim1;Ctdspl;Cyb561;Cyp26b1;Dgkg;Dixdc1;Dll4;Dnajb2;Dock1;Dolpp1;Dynll2;Efnb2;Elmod1;Enah;Epha1;Epha7;Esrp2;Eya1;Fam120c;Fam135a;Fam161a;Fam171a1;Fam60a;Fam81a;Fasn;Fbln5;Fbxo21;Fbxo8;Fermt2;Fgf18;Foxp2;Fry;Gabre;Garem;Ghr;Glp1r;Gm166;Helz;Ints3;Kank1;Kdr;Kif21a;Kif23;Krt80;Leprel1;Llgl2;Lphn1;Lrig1;Lrp2;Lrp6;Ltbp2;Lurap1l;Map7;Mical3;Mink1;Mmd;Mob3b;Myadm;Myb;Mylk;Myo10;Nebl;Nedd4l;Nkd1;Nol3;Nol4l;Nos1ap;Nrarp;Nrn1;Nup210;Nynrin;Ogt;Pam;Pcdh1;Pdcd4;Phka1;Phlda3;Plekha5;Plekhh1;Plscr4;Plxna4;Pmm1;Pnpla6;Ppm1l;Prkca;Prkg1;Ptch1;Ptpn14;Ptpn3;Ptpn4;Ptprd;Ptprm;Pvrl1;Rab3d;Rarb;Rasef;Reck;Rfx3;Rnf125;Rtn4rl1;Sel1l3;Sema3a;Sema3b;Sema3d;Sema6d;Sesn1;Sftpb;Sh3bgrl2;Sh3pxd2a;Sil1;Slc12a2;Slc22a17;Slc22a23;Slc25a35;Slc2a3;Slc39a10;Slc4a4;Slc9a6;Smad5;Sms;Sos2;Sox6;Stk33;Stox2;Stradb;Strbp;Syde2;Synrg;Tcte1;Tead1;Tmem245;Tmem38a;Trim2;Trim68;Tspan1;Tspan7;Ttc21b;Tuba1a;Unc119b;Usp53;Vav2;Vstm2a;Wdr47;Zbtb10;Zbtb20;Zfp362;Zfp532* |
| mmu-miR-721 | *2700081O15Rik;9430020K01Rik;Abhd3;Acer2;Acvr1;Aff3;Ago1;Agpat3;Akap11;Ar;Arfip1;Arhgap21;Arhgap35;Arhgef12;Arrdc3;Atp2b2;Atrn;Bach2;Bmpr1b;Btbd3;Casd1;Ccdc85a;Ccna2;Cdc14a;Cds1;Chrm2;Chst1;Clock;Cluh;Csrp2;Dcbld2;Dgke;Dicer1;Dip2c;Dlc1;Dnal1;Dpysl2;Dynll2;E2f2;Efnb2;Elmod1;Enah;Endod1;Eogt;Ephb4;Fam13a;Fam53b;Fam73a;Fam84a;Fermt2;Fibin;Fign;Fsd1l;Fzd6;Garem;Grb10;Habp4;Hecw2;Hlf;Htr1b;Impdh1;Ipcef1;Lclat1;Ldlrad4;Lgalsl;Lmln;Lrig1;Lrp2;Lrp4;Lrp6;Map3k12;Map7;Mapre3;Mfap3l;Mfsd6;Mid1ip1;Mlec;Mmgt1;Mob3b;Mtcl1;Myb;Myh14;Myo10;Nbea;Nckap5;Nfia;Nfib;Nfic;Npepl1;Npnt;Nr3c2;Nrarp;Nrp1;Osbpl6;Pgm2l1;Plcb1;Plekhg5;Pparg;Ppp1r9a;Prkg1;Psd3;Ptgfrn;Ptpn14;Ptprg;Ptprm;Pvrl3;Pxdn;Qser1;Rarb;Rasgef1a;Rbfox2;Sel1l3;Sh3d19;Shank2;Slc12a7;Slc39a10;Smad5;Socs2;Sos2;Sox4;Spire1;Stard13;Stox2;Sulf1;Tacc2;Tanc2;Tfcp2l1;Tgfb2;Tle1;Tmem159;Tmem50b;Tom1l2;Trim2;Trim3;Trim37;Trove2;Tshz1;Ttc9;Ulk2;Vsig10;Wdr47;Wdr54;Wnt2b;Zadh2;Zbtb20;Zbtb4;Zcchc14;Zfp113;Zfp652;Zfp704;Zmat3* |
| mmu-miR-18a-5p | *Add3;Ank3;Ar;Arhgap5;Atp8a1;Camk2n1;Crim1;Ctdspl;Dip2c;Endod1;Epb4.1l1;Epha7;Epn3;Fam166b;Fbxl7;Fgf1;Inadl;Mylk;Nrep;Pdzd2;Psd3;Ptgfrn;Ptp4a3;Ptpn13;Rasal2;Sh3bp4;Sorbs2;Sox6;Srebf1;Tie1;Tmem212;Trib2;Trim2;Zbtb20;Zbtb4;Zfp704* |
| mmu-miR-130b-3p | *2700081O15Rik;9430020K01Rik;Abhd3;Acer2;Acvr1;Aff3;Ago1;Agpat3;Akap11;Ar;Arfip1;Arhgap21;Arhgap35;Arhgef12;Arrdc3;Atp2b2;Atrn;Bach2;Bmpr1b;Btbd3;Casd1;Ccdc85a;Ccna2;Cdc14a;Cds1;Chrm2;Chst1;Clock;Cluh;Csrp2;Dcbld2;Dgke;Dicer1;Dip2c;Dlc1;Dnal1;Dpysl2;Dynll2;E2f2;Efnb2;Elmod1;Enah;Endod1;Eogt;Ephb4;Fam13a;Fam53b;Fam73a;Fam84a;Fermt2;Fibin;Fign;Fsd1l;Fzd6;Garem;Grb10;Habp4;Hecw2;Hlf;Htr1b;Impdh1;Ipcef1;Lclat1;Ldlrad4;Lgalsl;Lmln;Lrig1;Lrp2;Lrp4;Lrp6;Map3k12;Map7;Mapre3;Mfap3l;Mfsd6;Mid1ip1;Mlec;Mmgt1;Mob3b;Mtcl1;Myb;Myh14;Myo10;Nbea;Nckap5;Nfia;Nfib;Nfic;Npepl1;Npnt;Nr3c2;Nrarp;Nrp1;Osbpl6;Pgm2l1;Plcb1;Plekhg5;Pparg;Ppp1r9a;Prkg1;Psd3;Ptgfrn;Ptpn14;Ptprg;Ptprm;Pvrl3;Pxdn;Qser1;Rarb;Rasgef1a;Rbfox2;Sel1l3;Sh3d19;Shank2;Slc12a7;Slc39a10;Smad5;Socs2;Sos2;Sox4;Spire1;Stard13;Stox2;Sulf1;Tacc2;Tanc2;Tfcp2l1;Tgfb2;Tle1;Tmem159;Tmem50b;Tom1l2;Trim2;Trim3;Trim37;Trove2;Tshz1;Ttc9;Ulk2;Vsig10;Wdr47;Wdr54;Wnt2b;Zadh2;Zbtb20;Zbtb4;Zcchc14;Zfp113;Zfp652;Zfp704;Zmat3* |

**Supplementary Table 9:** Conserved downregulated DE miRs and their anti-correlated predicted targets

| **Down regulated DE miR** | **Upregulated predicted target mRNAs** |
| --- | --- |
| mmu-miR-224-5p | *2010111I01Rik;Adam17;Apod;Dnase1l3;Dot1l;Dr1;Dusp16;Egr2;Fap;Gch1;Igf2r;Il1rn;Jdp2;Lcor;Mafg;Pcgf5;Ptx3;Serpine1;Sh3bp5;Tank;Wtap;Zcchc4* |
| mmu-miR-449a-5p | *AW549877;Abr;Acbd3;Acsl1;Atxn7l3;Cdc42ep2;Cdk6;Coro1c;Dgkz;Dvl2;Eea1;Elf4;Ergic1;Esrra;Fam167a;Fam46a;Fam76a;Fbxo30;Fndc3a;Foxn2;Itk;Map2k1;March5;Mgat4a;Nampt;Nceh1;Osgin2;P2ry2;Pid1;Pip5k1a;Ppp4r2;Ptges;Ralgds;Rgs1;Rnf213;Rnf34;Rps6ka4;Rragc;Serpine1;Slc31a2;Slco3a1;Smox;Sp2;St6galnac4;Tmem251;Vcpip1;Ywhag;Zfp281* |
| mmu-miR-34c-5p | *AW549877;Abr;Acbd3;Acsl1;Atxn7l3;Cdc42ep2;Cdk6;Coro1c;Dgkz;Dvl2;Eea1;Elf4;Ergic1;Esrra;Fam167a;Fam46a;Fam76a;Fbxo30;Fndc3a;Foxn2;Itk;Map2k1;March5;Mgat4a;Nampt;Nceh1;Osgin2;P2ry2;Pid1;Pip5k1a;Ppp4r2;Ptges;Ralgds;Rgs1;Rnf213;Rnf34;Rps6ka4;Rragc;Serpine1;Slc31a2;Slco3a1;Smox;Sp2;St6galnac4;Tmem251;Vcpip1;Ywhag;Zfp281* |
| mmu-miR-34b-5p | *AW549877;Abr;Acbd3;Acsl1;Atxn7l3;Cdc42ep2;Cdk6;Coro1c;Dgkz;Dvl2;Eea1;Elf4;Ergic1;Esrra;Fam167a;Fam46a;Fam76a;Fbxo30;Fndc3a;Foxn2;Itk;Map2k1;March5;Mgat4a;Nampt;Nceh1;Osgin2;P2ry2;Pid1;Pip5k1a;Ppp4r2;Ptges;Ralgds;Rgs1;Rnf213;Rnf34;Rps6ka4;Rragc;Serpine1;Slc31a2;Slco3a1;Smox;Sp2;St6galnac4;Tmem251;Vcpip1;Ywhag;Zfp281* |
| mmu-miR-143-3p | *A1cf;Abl2;Acbd3;Aff1;Atp10a;Atp6v1a;BC005537;Brd2;Cox17;Creb5;Dcp2;Filip1l;Gns;Hk2;Hspb7;Igf2r;Larp1;Maf;Mapk7;Marcks;Milr1;Naa25;Oser1;Phf11a;Phf11d;Plagl2;Slc39a14;Sp2;Txlnb* |
| mmu-miR-375-3p | *Cdk5r1;Commd8;Coro2a;Cpeb4;Frrs1;Jak2;Mgat4a;Pde4d;Rasd1;Rbpj;Rgs16;Ski;Spag9;Tbc1d9;Tsc1;Zfp281;Zfyve26* |
| mmu-let-7e-5p | *1700017B05Rik;AI606181;AW549877;Abcc5;Abl2;Ankrd49;Arrdc4;Bcl2l1;Ccdc71l;Ccnf;Cd200r1;Cdk6;Chd7;Cish;Clp1;Col15a1;Cpeb4;Cyb561d1;Dtx2;Dtx4;Dusp16;Dyrk1a;Edn1;Eea1;Efhd2;Egr3;Elf4;Ergic1;Ero1l;Etnk1;Fam214b;Fbxo30;Fndc3a;Fnip1;Fnip2;Gas7;Gatm;Gbp7;Gm13889;Gpatch3;Gpr157;Gramd1c;Hic2;Hk2;Hmga1;Iglon5;Ikbke;Il10;Kcng3;Kdm3a;Klhl6;Klkb1;Lcor;Lonrf3;Mab21l3;Map4k4;Mapk6;Mgat4a;Msr1;Nab1;Nceh1;Nhlrc3;Nlrc5;Olr1;Osbpl3;Pacs2;Pias4;Pik3ip1;Plagl2;Plcxd2;Pmaip1;Pqlc2;Prdm1;Ptafr;Rab15;Ranbp2;Rbpj;Rffl;Rgs16;Rufy3;Skil;Slc20a1;Slc36a1;Slc8b1;Smim3;Socs1;Stxbp5;Tbkbp1;Tet3;Tgfbr1;Tnfaip3;Tnfrsf1b;Tor1aip2;Trib1;Tsc1;Vcpip1;Xkr8;Zfp281;Zfyve26;Zswim4* |
| mmu-miR-96-5p | *Abca1;Arel1;Arid5b;Atp6v1c1;B3gnt2;Basp1;Bcl2l11;Cdyl2;Clvs1;Coro1c;Cpeb4;Ctdp1;Cyb561d1;D17Wsu92e;Denr;Eea1;Egr3;Ehd1;Ell2;Elmo1;F13a1;Fhl3;Fmr1;Furin;Homer1;Hspa13;Iqsec1;Lcor;Lpp;Maf;Map2k1;Med12l;Mitf;Mterfd3;N4bp1;Nampt;Nhlrc3;Nr4a3;Pcgf5;Plekhm1;Pou2f2;Ppp4r2;Prdm1;Rabgap1;Rap2b;Rev1;Rhob;Sh3bp5;Slc1a2;Slc43a2;Slc7a8;Slco3a1;Slmo2;Smcr8;Snf8;Sowahc;Spen;Sppl2a;Stxbp5;Tes;Tgfbr1;Tmem189;Tmem86a;Tns3;Vps26a;Ywhag;Zbtb7a;Zhx2;Znrf1* |
| mmu-miR-30a-5p | *3110043O21Rik;5031414D18Rik;A230046K03Rik;AI606181;Abl2;Acap2;Acp2;Adamts6;Ankrd12;Arid5b;Ascc3;Atp6v1c1;B4galt5;Bcl2l11;Bcor;Bdp1;Ccdc71l;Ccnf;Cdyl2;Chd7;Clcf1;Cmpk2;Cpeb4;Dcp2;Ddit4;Dgkq;Dgkz;Dnajc13;Eaf1;Eea1;Ell2;Elmo1;Esco1;Fam46a;Fap;Fndc3a;Fnip2;Gas7;Gatm;Gmeb1;Gna13;Gnpda1;Gpr157;Gtf2h1;Hic2;Ier5;Igf2r;Il1a;Inhba;Irf1;Itga5;Jdp2;Kdm3a;Kif1c;Klf10;Larp1;Lcor;Lonrf3;Lpp;Lrrc8d;Lrrfip2;Lsmem1;Maf;Mafg;Map4k4;Marcks;Med12l;Myo5a;N4bp2;Naa25;Nmi;Orai2;Osbpl8;Pcgf5;Pde4d;Peli1;Plagl2;Plcxd2;Plekho2;Plk2;Prdm1;Ptafr;Rab15;Rab22a;Rab32;Rap2c;Rasd1;Rev1;Rffl;Rgcc;Rhob;Rps6ka2;Rrad;Serpine1;Sik3;Sirt1;Skil;Slc1a2;Slc36a1;Slc38a7;Slc7a11;Slc9a8;Snx8;Socs1;Socs3;Sp4;Spen;Stx2;Stxbp5;Tcp11l1;Tnfrsf8;Traf6;Trpm7;Txlnb;Ube2f;Usp2;Ywhag;Zbtb7a;Zeb2;Zfp281;Zfp507;Zfyve26;Znrf1* |
| mmu-miR-31-5p | *B3gnt2;C030046E11Rik;Chd7;Clcf1;Egln3;Ehd1;Homer1;Itga5;Lpp;Mafg;Mapkapk2;Slc1a2;Slc39a14;Slc43a2;Zbtb21;Zc3h12c* |
| mmu-miR-99b-5p | *Cdyl2;Trib1;Zbtb7a* |
| mmu-miR-130a-3p | *Abca1;Acbd3;Acsl1;Ankrd12;B4galt5;Bcl2l11;Blcap;Ccdc126;Ccrn4l;Cd69;Cpeb4;Creb5;Csf1;Cyld;Dcp2;Ereg;Esr1;Etnk1;Fmr1;Gca;Hivep1;Inhba;Irf1;Lcor;Lonrf3;Lrp8;Lsmem1;Lyl1;M6pr;Maf;Map4;Map4k4;Med12l;Mllt6;N4bp1;Naa25;Pcgf5;Peli1;Pik3ip1;Rap2c;Rasd1;Rbbp8;Rpa2;Rybp;Sh3bp5;Snip1;Spen;Sphk2;Spty2d1;Stx6;Tdrd7;Tet3;Tgfbr1;Tgif1;Tmem55b;Tnf;Tnfrsf1b;Tor1aip2;Tsc1;Vps37b;Zbtb7a;Zc3h12c;Zeb2;Zfp131;Zfyve26;Znrf1* |
| mmu-miR-151-5p | *N4bp1* |
| mmu-miR-195a-5p | *5031414D18Rik;AW549877;Abl2;Acsl1;Arel1;Atp6v1a;Atxn7l3;B4galt1;C030046E11Rik;Cacul1;Ccdc59;Ccnyl1;Cdc42ep2;Cdca4;Cdk5r1;Ciapin1;Csf1;Dcp2;Dtx4;Eif4e;Ell2;Esrra;Etnk1;Fam133b;Fkbp5;Furin;Gm13889;Gna13;Hk2;Hmga1;Igf2r;Il7r;Irak2;Kcnab1;Kcnn4;Kif1c;Lcor;Lonrf3;Lpp;Lrrfip2;Map2k1;Map4;Mgat4a;Mllt6;N4bp1;Naa25;Pcgf5;Pid1;Plcxd2;Rap2c;Rbbp6;Rfx5;Siah1a;Ski;Slc25a22;Slc25a37;Slc36a1;Smad3;Sowahc;Spen;Stxbp3a;Suz12;Tet3;Tmem55b;Tor1aip2;Traf3;Tsc1;Ubap1;Usp25;Vps18;Vps37c;Wsb2;Zbtb43;Zfp622;Znrf2* |
| mmu-miR-378a-3p | *Arf2;Dyrk1a;Fkbp5;Kbtbd7;Mafg;Pde1b;Plagl2;Rffl;Tnfrsf1b;Trim56;Zc3h12c* |
| mmu-miR-152-3p | *2010111I01Rik;Abca1;Abl2;Arel1;Atp6ap2;B4galt1;B4galt5;BC005537;Bcl2l11;Ccnf;Cdk5r1;Chd7;Cpeb4;Csf1;Dcp2;Denr;Dgkq;Dnmt1;Dyrk1a;Egr2;Elmo1;Esco1;Esr1;Etnk1;Fmr1;Gtf2h1;Hivep1;Itga5;Lcor;Lipa;Maf;Med12l;Mgat4a;Mitf;Mllt6;Nceh1;Nt5c3;Patl1;Rybp;Serpine1;Slc7a11;Spty2d1;Stxbp5;Tcp11l1;Tgfbr1;Tnfrsf1b;Ubash3b;Zbtb7a;Zc3h12c;Zfyve26;Znrf1* |
| mmu-miR-193b-3p | *Abca1;Acp2;Cd38;Crtc2;Dyrk1a;Kbtbd7;Mmp14;Mmp19;Plagl2;Plau;Psd4;Rfx5;Siah1a;Slc43a2* |
| mmu-miR-335-5p | *Ehd1;Elf4;F13a1;Fmr1;Lcor;Naa25;Nr4a3;Prss46;Rbm7;Sh3bp5;Snip1;Tpst1;Trim26;Zeb2* |
| mmu-miR-497a-5p | *5031414D18Rik;AW549877;Abl2;Acsl1;Arel1;Atp6v1a;Atxn7l3;B4galt1;C030046E11Rik;Cacul1;Ccdc59;Ccnyl1;Cdc42ep2;Cdca4;Cdk5r1;Ciapin1;Csf1;Dcp2;Dtx4;Eif4e;Ell2;Esrra;Etnk1;Fam133b;Fkbp5;Furin;Gm13889;Gna13;Hk2;Hmga1;Igf2r;Il7r;Irak2;Kcnab1;Kcnn4;Kif1c;Lcor;Lonrf3;Lpp;Lrrfip2;Map2k1;Map4;Mgat4a;Mllt6;N4bp1;Naa25;Pcgf5;Pid1;Plcxd2;Rap2c;Rbbp6;Rfx5;Siah1a;Ski;Slc25a22;Slc25a37;Slc36a1;Smad3;Sowahc;Spen;Stxbp3a;Suz12;Tet3;Tmem55b;Tor1aip2;Traf3;Tsc1;Ubap1;Usp25;Vps18;Vps37c;Wsb2;Zbtb43;Zfp622;Znrf2* |
| mmu-miR-34a-5p | *AW549877;Abr;Acbd3;Acsl1;Atxn7l3;Cdc42ep2;Cdk6;Coro1c;Dgkz;Dvl2;Eea1;Elf4;Ergic1;Esrra;Fam167a;Fam46a;Fam76a;Fbxo30;Fndc3a;Foxn2;Itk;Map2k1;March5;Mgat4a;Nampt;Nceh1;Osgin2;P2ry2;Pid1;Pip5k1a;Ppp4r2;Ptges;Ralgds;Rgs1;Rnf213;Rnf34;Rps6ka4;Rragc;Serpine1;Slc31a2;Slco3a1;Smox;Sp2;St6galnac4;Tmem251;Vcpip1;Ywhag;Zfp281* |
| mmu-miR-218-5p | *AI606181;Abl2;Acsl1;BC005537;Cacul1;Dnajc13;Ell2;Elmo1;Hic2;Hivep1;Itpkc;Jdp2;Kcng3;Lpp;Lyl1;Mafg;Marcks;Med12l;Mitf;Mtmr7;Nab1;Plcxd2;Plekhf2;Plekhg1;Plgrkt;Ppp4r2;Rffl;Rhoq;Rnf19b;Rybp;Sh3gl1;Ski;Skil;Slc1a2;Socs3;Stxbp5;Tnc;Zeb2;Zfyve26;Zmiz1;Znfx1* |
| mmu-miR-30c-5p | *3110043O21Rik;5031414D18Rik;A230046K03Rik;AI606181;Abl2;Acap2;Acp2;Adamts6;Ankrd12;Arid5b;Ascc3;Atp6v1c1;B4galt5;Bcl2l11;Bcor;Bdp1;Ccdc71l;Ccnf;Cdyl2;Chd7;Clcf1;Cmpk2;Cpeb4;Dcp2;Ddit4;Dgkq;Dgkz;Dnajc13;Eaf1;Eea1;Ell2;Elmo1;Esco1;Fam46a;Fap;Fndc3a;Fnip2;Gas7;Gatm;Gmeb1;Gna13;Gnpda1;Gpr157;Gtf2h1;Hic2;Ier5;Igf2r;Il1a;Inhba;Irf1;Itga5;Jdp2;Kdm3a;Kif1c;Klf10;Larp1;Lcor;Lonrf3;Lpp;Lrrc8d;Lrrfip2;Lsmem1;Maf;Mafg;Map4k4;Marcks;Med12l;Myo5a;N4bp2;Naa25;Nmi;Orai2;Osbpl8;Pcgf5;Pde4d;Peli1;Plagl2;Plcxd2;Plekho2;Plk2;Prdm1;Ptafr;Rab15;Rab22a;Rab32;Rap2c;Rasd1;Rev1;Rffl;Rgcc;Rhob;Rps6ka2;Rrad;Serpine1;Sik3;Sirt1;Skil;Slc1a2;Slc36a1;Slc38a7;Slc7a11;Slc9a8;Snx8;Socs1;Socs3;Sp4;Spen;Stx2;Stxbp5;Tcp11l1;Tnfrsf8;Traf6;Trpm7;Txlnb;Ube2f;Usp2;Ywhag;Zbtb7a;Zeb2;Zfp281;Zfp507;Zfyve26;Znrf1* |
| mmu-miR-150-5p | *3110043O21Rik;Acbd3;Angel2;Basp1;Commd8;Cxcl1;Cyb561d1;Dyrk1a;Egr2;Eif4e;Fkbp5;Hilpda;Irf2bp2;Mmp14;Pik3ap1;Prdm2;Rab9;Rnf34;Slc1a2;Tet3;Txlnb;Zfp189* |
| mmu-let-7f-5p | *1700017B05Rik;AI606181;AW549877;Abcc5;Abl2;Ankrd49;Arrdc4;Bcl2l1;Ccdc71l;Ccnf;Cd200r1;Cdk6;Chd7;Cish;Clp1;Col15a1;Cpeb4;Cyb561d1;Dtx2;Dtx4;Dusp16;Dyrk1a;Edn1;Eea1;Efhd2;Egr3;Elf4;Ergic1;Ero1l;Etnk1;Fam214b;Fbxo30;Fndc3a;Fnip1;Fnip2;Gas7;Gatm;Gbp7;Gm13889;Gpatch3;Gpr157;Gramd1c;Hic2;Hk2;Hmga1;Iglon5;Ikbke;Il10;Kcng3;Kdm3a;Klhl6;Klkb1;Lcor;Lonrf3;Mab21l3;Map4k4;Mapk6;Mgat4a;Msr1;Nab1;Nceh1;Nhlrc3;Nlrc5;Olr1;Osbpl3;Pacs2;Pias4;Pik3ip1;Plagl2;Plcxd2;Pmaip1;Pqlc2;Prdm1;Ptafr;Rab15;Ranbp2;Rbpj;Rffl;Rgs16;Rufy3;Skil;Slc20a1;Slc36a1;Slc8b1;Smim3;Socs1;Stxbp5;Tbkbp1;Tet3;Tgfbr1;Tnfaip3;Tnfrsf1b;Tor1aip2;Trib1;Tsc1;Vcpip1;Xkr8;Zfp281;Zfyve26;Zswim4* |
| mmu-miR-27b-3p | *A230046K03Rik;AI606181;Abca1;Abl2;Acsl1;Adamts6;Adora2b;Arid5b;Arrdc4;Bcor;Bdp1;Blm;Ccnyl1;Cdk5r1;Cdk6;Chd7;Cipc;Commd8;Cpeb4;Csf1;Cxcl11;Dcp2;Dnajc13;Dot1l;Dtx4;Elf4;Ell2;Elmo1;Fam133b;Fndc3a;Gns;Gramd1c;Ier3;Iglon5;Itga5;Itpkc;Kdm3a;Lcor;Marcks;Med12l;Mitf;Mmp13;N4bp1;Nek6;Papd7;Plagl2;Plcxd2;Plk2;Rab20;Rap2b;Rbbp6;Rffl;Rgs1;Rnf185;Rxra;Rybp;Slc1a2;Slc37a2;Slc7a11;Spata13;Spty2d1;Stx6;Suz12;Tbkbp1;Tet3;Tgfbr1;Tgif1;Traf3;Trim34a;Tsc1;Ube2f;Wsb1;Zeb2* |
| mmu-let-7b-5p | *1700017B05Rik;AI606181;AW549877;Abcc5;Abl2;Ankrd49;Arrdc4;Bcl2l1;Ccdc71l;Ccnf;Cd200r1;Cdk6;Chd7;Cish;Clp1;Col15a1;Cpeb4;Cyb561d1;Dtx2;Dtx4;Dusp16;Dyrk1a;Edn1;Eea1;Efhd2;Egr3;Elf4;Ergic1;Ero1l;Etnk1;Fam214b;Fbxo30;Fndc3a;Fnip1;Fnip2;Gas7;Gatm;Gbp7;Gm13889;Gpatch3;Gpr157;Gramd1c;Hic2;Hk2;Hmga1;Iglon5;Ikbke;Il10;Kcng3;Kdm3a;Klhl6;Klkb1;Lcor;Lonrf3;Mab21l3;Map4k4;Mapk6;Mgat4a;Msr1;Nab1;Nceh1;Nhlrc3;Nlrc5;Olr1;Osbpl3;Pacs2;Pias4;Pik3ip1;Plagl2;Plcxd2;Pmaip1;Pqlc2;Prdm1;Ptafr;Rab15;Ranbp2;Rbpj;Rffl;Rgs16;Rufy3;Skil;Slc20a1;Slc36a1;Slc8b1;Smim3;Socs1;Stxbp5;Tbkbp1;Tet3;Tgfbr1;Tnfaip3;Tnfrsf1b;Tor1aip2;Trib1;Tsc1;Vcpip1;Xkr8;Zfp281;Zfyve26;Zswim4* |
| mmu-miR-181b-5p | *2810474O19Rik;Acap2;Acsl1;Adamts6;Adm;Aff1;Atp6v1a;B4galt1;BC005537;Bcl2l11;Bhlhe40;Ccl7;Cd69;Chd7;Cmpk2;Cpeb4;D16Ertd472e;Dcp2;Ddit4;Dnajc13;Dock10;Egr3;Esr1;Etnk1;Eya3;Fmnl2;Fmr1;Fndc3a;Fnip2;Gas7;Hexim1;Hic2;Homer1;Il1a;Inhba;Jdp2;Lcor;Lif;Lpp;Lyrm1;Map4k4;Marcks;Med12l;Mitf;Mmp14;Nab1;Nr4a3;Osbpl3;Osbpl8;Pacs2;Phlda1;Plau;Ppp4r2;Rnf34;Serpine1;Sik3;Sirt1;Slc25a37;Spag9;Spty2d1;Tgfbr1;Tnf;Ttc39b;Vcan;Whamm;Wsb1;Ywhag;Zbtb21;Zbtb43;Zbtb7a;Zeb2;Zfp622;Zfp655;Znrf2* |
| mmu-miR-190b-5p | *C030046E11Rik;Ccdc122;Chd7;Cyb561d1;Kcng3;Myo5a;Rap2b;Tank;Wsb1* |
| mmu-let-7d-5p | *1700017B05Rik;AI606181;AW549877;Abcc5;Abl2;Ankrd49;Arrdc4;Bcl2l1;Ccdc71l;Ccnf;Cd200r1;Cdk6;Chd7;Cish;Clp1;Col15a1;Cpeb4;Cyb561d1;Dtx2;Dtx4;Dusp16;Dyrk1a;Edn1;Eea1;Efhd2;Egr3;Elf4;Ergic1;Ero1l;Etnk1;Fam214b;Fbxo30;Fndc3a;Fnip1;Fnip2;Gas7;Gatm;Gbp7;Gm13889;Gpatch3;Gpr157;Gramd1c;Hic2;Hk2;Hmga1;Iglon5;Ikbke;Il10;Kcng3;Kdm3a;Klhl6;Klkb1;Lcor;Lonrf3;Mab21l3;Map4k4;Mapk6;Mgat4a;Msr1;Nab1;Nceh1;Nhlrc3;Nlrc5;Olr1;Osbpl3;Pacs2;Pias4;Pik3ip1;Plagl2;Plcxd2;Pmaip1;Pqlc2;Prdm1;Ptafr;Rab15;Ranbp2;Rbpj;Rffl;Rgs16;Rufy3;Skil;Slc20a1;Slc36a1;Slc8b1;Smim3;Socs1;Stxbp5;Tbkbp1;Tet3;Tgfbr1;Tnfaip3;Tnfrsf1b;Tor1aip2;Trib1;Tsc1;Vcpip1;Xkr8;Zfp281;Zfyve26;Zswim4* |
| mmu-miR-183-5p | *Abca1;B3gnt2;Cdk5r1;Cdyl2;Ctsb;Eea1;Foxn2;Gbp7;Lhfpl2;Mapkapk2;Med12l;Morc3;Nr4a3;Osbpl8;Pde4d;Plagl2;Rap2c;Rhob;Sik3;Skil;Sp2;Sppl2a;Tox4;Tsc1;Usp2;Zeb2;Zfyve26* |
| mmu-miR-23b-3p | *A1cf;Abl2;Adamts6;Aff1;Arel1;Arhgap27;Atp6v1e1;Atxn7l3;Azi2;BC005537;Blcap;Cacul1;Casp7;Ccl7;Ccnl2;Cdk5r1;Chd7;Cipc;Cpeb4;Eea1;Egr3;Elf4;Ell2;Enc1;Ero1l;Esco1;Etnk1;Exoc3l4;Fam46a;Fas;Fbxo30;Fmr1;Fnip1;Fnip2;Gbp7;Gnpda1;Hexim1;Irf1;Lhfpl2;Lonrf3;Lpp;M6pr;Maf;Map4k4;Marcks;Marcksl1;Mb21d1;Mcfd2;Med12l;Mitf;Msr1;Mtm1;Mtmr7;Nab1;Nampt;Ndfip2;Nek6;Osbpl8;Plekhf2;Prdm1;Ptger4;Ptk2b;Rap2b;Rybp;Safb2;Sirt1;Slco3a1;Smad3;Tal2;Tbc1d9;Tet3;Tgif1;Tmem38b;Tnfaip3;Tpst1;Traf1;Trib1;Txnrd1;Vcan;Wdfy1;Whamm;Ywhag;Zbtb43;Zc3h12c;Zfp655;Znrf2* |
| mmu-miR-582-5p | *Adamts6;Ankrd12;Ascc3;Ccdc71l;Cdca4;Cdk6;Chd7;Chmp4b;D16Ertd472e;Dcp2;Dtnbp1;Eea1;Eif4e;Ero1l;Filip1l;Fmr1;Fnbp4;Igf2r;Jak2;Kcng3;Mitf;Naa25;Nek6;Pde4d;Phlda1;Plcxd2;Pou2f2;Rev1;Rufy3;Sp4;Spag9;Stxbp3a;Tet3;Ubash3b;Vps4b* |
| mmu-miR-3473a | *Btnl2;D17Wsu92e;Enc1;Ergic1;Hic2;Igf2r;Lcor;M6pr;Manbal;N4bp1;Phf7;Sh3bp5;Slc39a14;Tgfb1;Traf3* |
| mmu-miR-144-3p | *A830080D01Rik;Abca1;Acbd3;Als2;Ankrd12;Arfgef2;Arid5b;BC005537;Bcl2l11;Dr1;Dtnbp1;Dyrk1a;Eea1;Ell2;Ero1l;Esco1;Filip1l;Fmr1;Fndc3a;Hccs;Hnrnph2;Hvcn1;Iqsec1;Jdp2;Lcor;Mafk;Map3k8;Mapk6;Marcks;Med12l;Mitf;Mmp19;Pcgf5;Pde4d;Phlda1;Pip5k1c;Plekhg1;Rap2b;Rap2c;Rbbp6;Skil;Slc7a11;Sp4;Tet3;Tgfbr1;Tgif1;Trib1;Vps4b;Wtap;Zbtb21;Zbtb7a;Zc3h12c;Zeb2* |
| mmu-let-7c-5p | *1700017B05Rik;AI606181;AW549877;Abcc5;Abl2;Ankrd49;Arrdc4;Bcl2l1;Ccdc71l;Ccnf;Cd200r1;Cdk6;Chd7;Cish;Clp1;Col15a1;Cpeb4;Cyb561d1;Dtx2;Dtx4;Dusp16;Dyrk1a;Edn1;Eea1;Efhd2;Egr3;Elf4;Ergic1;Ero1l;Etnk1;Fam214b;Fbxo30;Fndc3a;Fnip1;Fnip2;Gas7;Gatm;Gbp7;Gm13889;Gpatch3;Gpr157;Gramd1c;Hic2;Hk2;Hmga1;Iglon5;Ikbke;Il10;Kcng3;Kdm3a;Klhl6;Klkb1;Lcor;Lonrf3;Mab21l3;Map4k4;Mapk6;Mgat4a;Msr1;Nab1;Nceh1;Nhlrc3;Nlrc5;Olr1;Osbpl3;Pacs2;Pias4;Pik3ip1;Plagl2;Plcxd2;Pmaip1;Pqlc2;Prdm1;Ptafr;Rab15;Ranbp2;Rbpj;Rffl;Rgs16;Rufy3;Skil;Slc20a1;Slc36a1;Slc8b1;Smim3;Socs1;Stxbp5;Tbkbp1;Tet3;Tgfbr1;Tnfaip3;Tnfrsf1b;Tor1aip2;Trib1;Tsc1;Vcpip1;Xkr8;Zfp281;Zfyve26;Zswim4* |
| mmu-miR-331-3p | *Acsl1;Aff1;Atxn7l3;B4galt5;Furin;Ikbke;Kif1a;Mllt6;Parp10;Psd4;Ptgir;Slc39a14;Socs1;Tbc1d10a;Tbc1d2;Tox4;Trim56;Wdr81;Zfp523* |
| mmu-miR-379-5p | *Ccnyl1;Efcab8;Fap;Pcgf5;Slc20a1;Vps26a* |

**Supplementary Table 10:** Downregulated DE mRNAs that are predicted targets of 4 or more upregulated conserved DE miRs

| **Down regulated DE mRNA** | **May be targeted by upregulated DE miR** | **mRNA official name** | **Also known as** | **Functions and processes** |
| --- | --- | --- | --- | --- |
| *Dip2c* | mmu-miR-139-5p, mmu-miR-721,  mmu-miR-130b-3p, mmu-miR-18a-5p | disco interacting protein 2 homolog C | mKIAA0934; 9630044M06; 2900024P20Rik | Putative transcription factor binding |
| *Dynll2* | mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721,  mmu-miR-130b-3p | dynein light chain LC8-type 2 | DLC8; Dlc2; DLC8b; C87222; 1700064A15Rik; 6720463E02Rik | cytoskeletal binding, motor activity, protein binding |
| *Efnb2* | mmu-miR-188-5p, mmu-miR-15b-5p, mmu-miR-721,  mmu-miR-130b-3p | ephrin B2 | Epl5; ELF-2; Eplg5; Htk-L; Lerk5; LERK-5; NLERK-1 | T cell costimulation, axon guidance, angiogenesis, cell adhesion/migration/differentiation |
| *Enah* | mmu-miR-1224-5p, mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721,  mmu-miR-130b-3p | enabled homolog (Drosophila) | Mena; WBP8; Ndpp1; NDPP-1 | actin cytoskeletal organization |
| *Lrp2* | mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721,  mmu-miR-130b-3p | low density lipoprotein receptor-related protein 2 | Gp330; Megalin; AI315343; AW536255; b2b1625.2Clo; D230004K18Rik | Hedgehog signaling pathway, organism-specific biosystem, Metabolism, organism-specific biosystem |
| *Nfib* | mmu-miR-1224-5p, mmu-miR-139-5p, mmu-miR-721,  mmu-miR-130b-3p | nuclear factor I/B | CTF; NF1-B; NFI-B; NF-I/B; 6720429L07Rik; E030026I10Rik | DNA binding, transcriptional factor |
| *Sos2* | mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721,  mmu-miR-130b-3p | son of sevenless homolog 2 (Drosophila) | SOS-2; mSOS-2 | lymphocyte homeostasis, regulation of small GTPase signal transduction |
| *Trim2* | mmu-miR-15b-5p, mmu-miR-721,  mmu-miR-130b-3p,  mmu-miR-18a-5p | tripartite motif-containing 2 | narf; mKIAA0517 | regulation of neuron apoptotic process |
| *Wdr50* | mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721,  mmu-miR-130b-3p | UTP18 small subunit processome component | Utp18; 6430513M13; 6230425C22Rik | poly(A) RNA binding |
| *Zbtb20* | mmu-miR-188-5p, mmu-miR-139-5p, mmu-miR-15b-5p, mmu-miR-721,  mmu-miR-130b-3p, mmu-miR-18a-5p | zinc finger and BTB domain containing 20 | HOF; DPZF; Oda8; ODA-8S; Zfp288; D16Wsu73e; 1300017A20Rik; 7330412A13Rik; A930017C21Rik | transcriptional repressor activity |

**Supplementary Table 11:** Candidate regulatory miRs based on miRhub analysis.

| **Candidate regulatory miR family based on DE predicted targets** | **P Value** | **miR family member whose expression is anti-correlated with predicted targets** |
| --- | --- | --- |
| **Upregulated predicted targets** |  |  |
| **miR-125a-5p/125b-5p/351/670/4319** | **0.000998** | **mmu-miR-125a-5p, mmu-miR-125b-5p** |
| miR-184 | 0.001996 |  |
| **let-7/98/4458/4500** | **0.003992** | mmu-let-7a-5p**, mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p** |
| miR-302ac/520f | 0.003992 |  |
| *miR-1611/4721* | 0.006986 |  |
| miR-760-3p/1842 | 0.007984 |  |
| **miR-126-3p** | **0.00998** | **mmu-miR-126a-3p** |
| *miR-885-5p* | 0.010978 |  |
| miR-142-3p | 0.013972 |  |
| miR-192-5p+1 | 0.01497 |  |
| miR-128/128ab | 0.016966 |  |
| miR-421 | 0.018962 |  |
| miR-670 | 0.020958 |  |
| miR-151a-3p-2 | 0.020958 |  |
| **miR-205/205ab** | **0.028942** | mmu-miR-205-5p |
| *miR-603/3571* | 0.02994 |  |
| miR-149 | 0.02994 |  |
| miR-140-3p | 0.02994 |  |
| miR-202-3p | 0.030938 |  |
| **miR-335/335-5p** | **0.032934** | **mmu-miR-335-5p** |
| miR-219-5p/508/508-3p/4782-3p | 0.04491 |  |
| miR-17/17-5p/20ab/20b-5p/93/106ab/427/518a-3p/519d | 0.046906 |  |
| miR-297ac/297b-5p | 0.048902 |  |
| **miR-23abc/23b-3p** | **0.0499** | mmu-miR-23a-3p, mmu-miR-23a-5p**, mmu-miR-23b-3p** |
| **Downregulated predicted targets** |  |  |
| miR-124/124ab/506 | 0.002994 |  |
| *miR-660* | 0.008982 |  |
| miR-361-3p | 0.022954 |  |
| *miR-4723-5p* | 0.023952 |  |
| *miR-1273g/1603* | 0.02495 |  |
| *miR-3594-5p/4685-5p* | 0.028942 |  |
| miR-453/323b-5p | 0.037924 |  |
| miR-96/507/1271 | 0.03992 |  |
| miR-191 | 0.040918 |  |
| *miR-1618/3940-3p* | 0.043912 |  |
| *miR-1324* | 0.047904 |  |

Putative key regulatory miRs based on miRhubs analysis are in bold type. miR families in italics were not represented on the array.

**Supplementary Table 12:** DE predicted targets of putative key regulatory miRs (in bold type) based on miRhubs analysis.

| **Downregulated miR** | **Upregulated DE predicted targets** |
| --- | --- |
| **mmu-miR-125a-5p, mmu-miR-125b-5p** | *Edn1, Hic2, Sema4d, Tns3, Mapkapk2, Lhfpl2, Abr, Coro2a, Lcor, Tjap1, Cdca4, Neu1, Tfec, Ppm1h, Ubtd1, Rbm7, Foxn2, Il15ra, Vps37b, Tnfaip3, Zswim4, Rps6ka2, Traf6, Fmr1, Vps4b, Papd7, Psd4, Atxn7l3, Cpeb4, Abcc5, Txnrd1, Rhoq, Cdc42ep4, Ehd1, Clec5a, Maf, Ciapin1, Rffl, Ninj1, Pde1b, Stx6, Ppm1n, Ccdc126, Rybp, Lpp, Irf1, Ptk2b, Abl2, Rxra, Slco3a1, Traf3, B4galt1, Pacs2, Camkk1, Dgkz, Larp1, Adamts4, Fam167a, Inpp1, Tgfbr1, Zbtb7a, Ereg, Arrdc4, Ptpn7, Scly, Vps37c, Nqo1, Tnfrsf1b, Plagl2, Setdb2, Gas7, Tor1aip2, Slfn5, Plekhm2, Gpc1, Mitf, Bak1, Tet3, Pik3r5, Esrra, Phf7, Lif, Ptges, Def8, Tnf, Bai1, Osbpl3, Spag9, Mcfd2, Arfgef2, Eaf1, Kcnab1, Trim14, Ptgir, Lfng, Pou2f2, Prdm1, Dtx4, Ggh, Zfp62, Lipg, Tmem38b, Fkbp15, Tmem229b, Hspb7, Mmp19, Havcr2, Phf23, Ccdc25, Rfx5, Vcpip1, Stx2, Sgpl1, Rest, Stoml1, Adora2a, Acp2, Lsm10, Parp14, Csf3, Spen, Pfkfb3, Clcn7, Usp2, Gab2, Hsdl1, M6pr, Fam169b, Mllt6, Fam46a, Homer1, Hk2, Ogfr, Zfyve26, Mgat4a, Inpp5d, St6galnac6, Cyb561d1, Itpkc, Itgb3, Naa25, Lta, Fmnl2, Smcr8, Pik3ip1* |
| mmu-let-7a-5p,  **mmu-let-7b-5p,**  **mmu-let-7c-5p,**  **mmu-let-7d-5p,**  **mmu-let-7e-5p,**  **mmu-let-7f-5p** | *Edn1, Nhlrc3, Hic2, Lcor, Rhoh, Ankrd49, Klkb1, Klhl6, Rab15, Olr1, Elf4, Tnfaip3, Zswim4, Adamts6, Gramd1c, Il10, Chd7, Efhd2, Gpatch3, Atxn7l3, Cpeb4, Abcc5, Nab1, Mafg, Marcksl1, Ccnf, Cd200r1, Rffl, Eea1, Ergic1, Rgs16, Abl2, Pacs2, Nceh1, Slc25a22, Slc26a4, Tgfbr1, Ereg, Casp7, Arrdc4, Egr3, Il6, Rnf213, Mapk6, Slc20a1, Tnfrsf1b, Plagl2, Ikbke, Ankrd12, Gas7, Enc1, Map4k4, Gatm, Crtam, Nsmce2, Tet3, A1cf, Pik3ap1, Ero1l, Ctsb, Il1a, Osbpl3, Pqlc2, Gns, Adamtsl4, Arfgef2, Msr1, Kcnab1, Slc7a11, Slc31a2, Pou2f2, Fbxo30, Prdm1, Dtx4, Dtx2, Tsc1, Pmaip1, Slc43a2, Socs1, Rufy3, Igf2r, Ccdc25, Rfx5, Vcpip1, Mab21l3, Col15a1, Fnip1, Clp1, Parp14, Cdk6, Stxbp5, Myo5a, Tbkbp1, Treml4, Trib1, Tes, Gab2, Dot1l, Slc36a1, Nlrc5, Fndc3a, Hk2, Bcl2l1, Iglon5, Pts, Ogfr, Zfyve26, Mgat4a, Xkr8, Stat2, Ptafr, Dyrk1a, Cyb561d1, Itpkc, Itgb3, Dusp16, Etnk1, Hmga1, Ranbp2, Kdm3a, Smcr8, Pik3ip1* |
| **mmu-miR-126a-3p** | *Sema4d, Ppm1h, Efhd2, Gna13, Tsc1, Pid1, Sgpl1, Plk2* |
| **mmu-miR-335-5p** | *Hic2, Sod2, Sema4d, Lhfpl2, Lcor, Rhoh, Tfec, Rbm7, Elf4, Nr4a3, Eif4e, F13a1, Fmr1, Lrp8, Ski, Cpeb4, Abcc5, Txnrd1, Slc15a3, Rhoq, Med12l, Ehd1, Pde1b, Rybp, Map4, Lpp, Enpp4, Snip1, Zbtb22, Ublcp1, Pacs2, Nceh1, Snx10, Aim1, Egr2, Tcp11l1, Slc1a2, Tgfbr1, Casp7, Egr3, Wdfy1, Slc6a19, Plagl2, Ankrd12, Orai2, Zc3h10, Ccdc88b, Papss2, Apobr, Prss46, Pik3ap1, Lif, Coro1c, Gns, Il21r, Eaf1, Slc7a11, Sdhaf1, Tbc1d10a, Tsc1, Spty2d1, Sh3bp5, Slc37a2, Tmem229b, N4bp1, Igf2r, Tollip, Tpst1, Adnp2, Trafd1, Phf23, Ifit3, Agpat9, Vcpip1, Clcn6, Rest, Clp1, Csf3, Ttc39c, Myo5a, Lipa, Ccnyl1, Trib1, Dot1l, Wdr81, Bcl2l11, Mllt6, Fam46a, Dock10, Plekhm1, Bcl2l1, Kif1c, Zfyve26, Zeb2, Cyld, Mgat4a, B4galt7, Itpkc, Spata13, Naa25, Cd274, Ttc1, Smcr8* |
| mmu-miR-23a-3p,  mmu-miR-23a-5p,  **mmu-miR-23b-3p** | *Osbpl8, Lhfpl2, Prdm2, Ccl19, Lcor, Tfec, Olr1, Elf4, Safb2, Gch1, Dgkq, Wsb1, Tnfaip3, Adamts6, Exoc3l4, Fmr1, Chd7, Vps4b, Lrp8, Atxn7l3, Cpeb4, Acsl1, Txnrd1, Elmo1, Nab1, Kif1a, Vcan, Med12l, Marcksl1, Maf, Stx6, Ccdc126, Eea1, Rybp, Lpp, Mtm1, Irf1, Ptk2b, Slc39a14, Abl2, Smad3, Fas, Gnpda1, Slco3a1, Traf3, N4bp2, Ccl7, Ccnl2, Map3k8, Slc1a2, Inpp1, Ndfip2, Casp7, Znrf2, Plekhf2, Egr3, Wdfy1, Rap2b, Lrif1, Txk, Hccs, Slc6a19, Slc20a1, Dcp2, Cdk5r1, Srfbp1, Angel2, Tor1aip2, Enc1, Map4k4, Arhgap27, Znrf1, Mitf, Tet3, S1pr2, A1cf, Nek6, Hexim1, Mcfd2, Atp6v1a, Epsti1, Atp6v1e1, Zc3h12c, Fbxo30, Ptger4, Prdm1, Trpm7, Ywhag, Tmem68, Tlr7, Blcap, Lipg, Tmem38b, Tgif1, Tmem229b, N4bp1, Whamm, Cldn1, Sirt1, Tollip, Tpst1, Mmp19, Plau, Aff1, Vcpip1, Ascc3, Tmem86a, Ube2f, Col15a1, Sgpl1, Abca1, Fnip1, Adora2a, Arid5b, Zbtb43, Myo5a, Trib1, Gab2, Ccl2, M6pr, Pml, Marcks, Slc36a1, Denr, Fmnl3, Fam46a, Dock10, Mtmr7, Fndc3a, Zeb2, Mgat4a, Ptafr, Slc9a8, Ell2, Lgals8, Etnk1, Cd69, Fmnl2, Tbc1d9, Smcr8, Pik3ip1* |

The miRs in regular font (i.e. not in bold type) are downregulated but not consensus DE.

**Supplementary Table 13.** miR families and individual miRs identified as putative miRhubs and their unique and shared DE predicted targets

| **Putative miRhub** | **DE predicted target mRNAs** |
| --- | --- |
| [let-7/98/4458/4500]  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p** | *Nhlrc3, Ankrd49, Klkb1, Klhl6, Rab15, Gramd1c, Il10, Gpatch3, Mafg, Ccnf, Cd200r1, Ergic1, Rgs16, Slc25a22, Slc26a4, Il6, Rnf213, Mapk6, Ikbke, Gatm, Crtam, Nsmce2, Ero1l, Ctsb, Il1a, Pqlc2, Adamtsl4, Msr1, Slc31a2, Dtx2, Pmaip1, Slc43a2, Socs1, Rufy3, Mab21l3, Cdk6, Stxbp5, Tbkbp1, Treml4,Tes, Nlrc5, Iglon5, Pts, Xkr8, Stat2, Dyrk1a, Dusp16, Hmga1, Ranbp2, Kdm3a* |
| [mir-126-3p]  **mmu-miR-126a-3p** | *Gna13, Pid1, Plk2* |
| [miR-335/335-5p]  **mmu-miR-335-5p** | *Sod2, Nr4a3, Eif4e, F13a1, Ski, Slc15a3, Map4, Enpp4, Snip1, Zbtb22, Ublcp1, Snx10, Aim1, Egr2, Tcp11l1, Orai2, Zc3h10, Ccdc88b, Papss2, Apobr, Prss46, Coro1c, Il21r, Sdhaf1, Tbc1d10a, Spty2d1, Sh3bp5, Slc37a2, Adnp2, Trafd1, Ifit3, Agpat9, Clcn6, Ttc39c, Lipa, Ccnyl1, Wdr81, Bcl2l11, Plekhm1, Kif1c, Cyld, B4galt7, Spata13, Cd274, Ttc1* |
| [miR-23abc/23b-3p]  **mmu-miR-23b-3p** | *Osbpl8, Prdm2, Ccl19, Safb2, Gch1, Dgkq, Wsb1, Exoc3l4, Acsl1, Elmo1, Kif1a, Vcan, Mtm1, Slc39a14, Smad3, Fas, Gnpda1, N4bp2, Ccl7, Ccnl2, Map3k8, Ndfip2, Znrf2, Plekhf2, Rap2b, Lrif1, Txk, Hccs, Dcp2, Cdk5r1, Srfbp1, Angel2, Arhgap27, Znrf1, S1pr2, Nek6, Hexim1, Atp6v1a, Epsti1, Atp6v1e1, Zc3h12c, Ptger4, Trpm7, Ywhag, Tmem68, Tlr7, Blcap, Tgif1, Whamm, Cldn1, Sirt1, Plau, Aff1, Ascc3, Tmem86a, Ube2f, Abca1, Arid5b, Zbtb43, Ccl2, Pml, Marcks, Denr, Fmnl3, Mtmr7, Slc9a8, Ell2, Lgals8, Cd69, Tbc1d9* |
| [miR-125a-5p/125b-5p/351/670/4319]  **mmu-miR-125a-5p, mmu-miR-125b-5p** | *Tns3, Mapkapk2, Abr, Coro2a, Tjap1, Cdca4, Neu1, Ubtd1, Foxn2, Il15ra, Vps37b, Rps6ka2, Traf6, Papd7, Psd4, Cdc42ep4, Clec5a, Ciapin1, Ninj1, Ppm1n, Rxra, B4galt1, Camkk1, Dgkz, Larp1, Adamts4, Fam167a, Zbtb7a, Ptpn7, Scly, Vps37c, Nqo1, Setdb2, Slfn5, Plekhm2, Gpc1, Bak1, Pik3r5, Esrra, Phf7, Ptges, Def8, Tnf, Bai1, Spag9, Trim14, Ptgir, Lfng, Ggh, Zfp62, Fkbp15, Hspb7, Havcr2, Stx2, Stoml1, Acp2, Lsm10, Spen, Pfkfb3, Clcn7, Usp2, Hsdl1, Fam169b, Homer1, Inpp5d, St6galnac6, Lta* |
| [let-7/98/4458/4500] and [mir-126-3p]  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-126a-3p** | *Efhd2* |
| [let-7/98/4458/4500] and [miR-335/335-5p]  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-335-5p** | *Rhoh, Nceh1, Ankrd12, Pik3ap1, Gns, Slc7a11, Igf2r, Clp1, Dot1l, Bcl2l1* |
| [let-7/98/4458/4500] and [mir-126-3p] and [miR-335/335-5p]  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-126a-3p**  **mmu-miR-335-5p** | *Tsc1* |
| [miR-125a-5p/125b-5p/351/670/4319] and [let-7/98/4458/4500]  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-125a-5p,**  **mmu-miR-125b-5p** | *Edn1, Zswim4, Rffl, Ereg, Arrdc4, Tnfrsf1b, Gas7, Osbpl3, Arfgef2, Kcnab1, Pou2f2, Dtx4, Ccdc25, Rfx5, Parp14, Hk2, Ogfr, Cyb561d1, Itgb3* |
| [miR-125a-5p/125b-5p/351/670/4319] and [mir-126-3p]  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-miR-126a-3p** | *Ppm1h* |
| [miR-125a-5p/125b-5p/351/670/4319] and [let-7/98/4458/4500] and [miR-23abc/23b-3p]  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-23b-3p** | *Tnfaip3, Atxn7l3, Abl2, Tet3, Prdm1, Gab2, Pik3ip1* |
| [miR-125a-5p/125b-5p/351/670/4319] and [let-7/98/4458/4500] and [miR-335/335-5p] and [miR-23abc/23b-3p]  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-miR-23b-3p**  **mmu-miR-335-5p** | *Lcor, Cpeb4, Vcpip1, Mgat4a, Smcr8* |
| [let-7/98/4458/4500] and [miR-335/335-5p] and [miR-23]  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-335-5p**  **mmu-miR-23b-3p** | *Elf4, Casp7, Egr3, Myo5a, Trib1* |
| [let-7/98/4458/4500] and [miR-23abc/23b-3p]  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-23b-3p** | *Olr1, Adamts6, Chd7, Nab1, Marcksl1, Eea1, Slc20a1, Enc1, Map4k4, A1cf, Fbxo30, Col15a1, Fnip1, Slc36a1, Fndc3a, Ptafr, Etnk1* |
| [miR-125a-5p/125b-5p/351/670/4319] and [miR-335/335-5p] and [miR-23abc/23b-3p]  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-miR-335-5p**  **mmu-miR-23b-3p** | *Lhfpl2, Tfec, Fmr1, Txnrd1, Rybp, Lpp, Tmem229b, Fam46a* |
| [miR-125a-5p/125b-5p/351/670/4319] and [miR-335/335-5p]  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-miR-335-5p** | *Rbm7, Rhoq, Ehd1, Pde1b, Lif, Eaf1, Phf23, Rest, Csf3, Mllt6, Naa25* |
| [miR-125a-5p/125b-5p/351/670/4319] and [mir-126-3p] and [miR-335/335-5p]  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-miR-126a-3p**  **mmu-miR-335-5p** | *Sema4d* |
| [miR-335/335-5p] and [miR-23abc/23b-3p]  **mmu-miR-335-5p**  **mmu-miR-23b-3p** | *Lrp8, Med12l, Slc1a2, Wdfy1, Slc6a19, N4bp1, Tollip, Tpst1, Dock10, Zeb2* |
| [miR-125a-5p/125b-5p/351/670/4319] and [miR-23abc/23b-3p]  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-miR-23b-3p** | *Vps4b, Maf, Stx6, Ccdc126, Irf1, Ptk2b, Slco3a1, Traf3, Inpp1, Tor1aip2, Mitf, Mcfd2, Lipg, Tmem38b, Mmp19, Adora2a, M6pr, Fmnl2* |
| [miR-125a-5p/125b-5p/351/670/4319] and [mir-126-3p] and [miR-23abc/23b-3p]  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-miR-126a-3p**  **mmu-miR-23b-3p** | *Sgpl1* |
| [miR-125a-5p/125b-5p/351/670/4319] and [let-7/98/4458/4500] and [miR-335/335-5p]  **mmu-miR-125a-5p, mmu-miR-125b-5p**  **mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7d-5p, mmu-let-7e-5p, mmu-let-7f-5p**  **mmu-miR-335-5p** | *Hic2, Abcc5, Pacs2, Tgfbr1, Plagl2, Zfyve26, Itpkc* |

The miR or miR family identified as candidate regulatory miRs according to miRhub analysis are in brackets. The DE miRs that are putative miRhubs are in bold type.

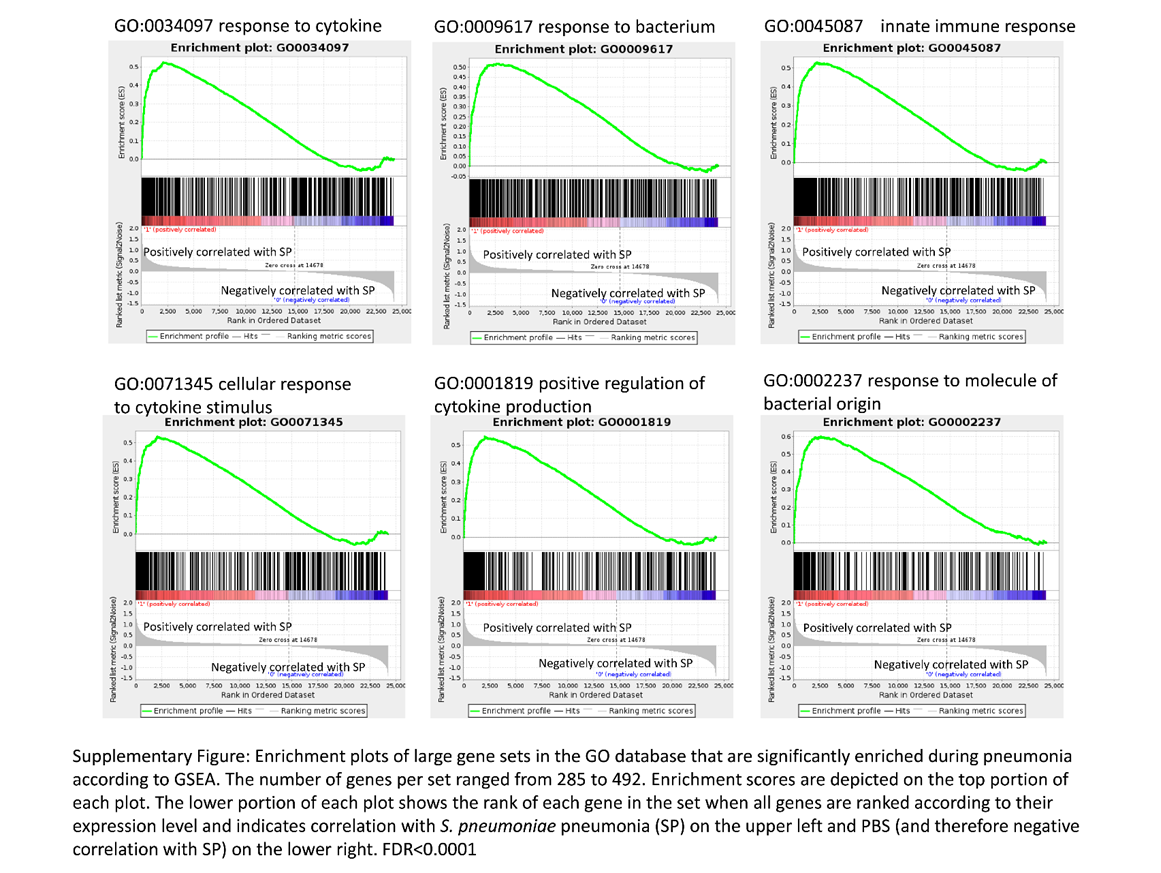

**Supplement:** Supplementary file 1 — Supplementary tables and figure

How the deposited data were processed for this re-analysis (not part of the article)

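Lung neutrophils from mice given PBS (4 samples) or *S. pneumoniae* (SP, 4 samples) were profiled on single-colour Agilent miR arrays, each sample on 1 array of the same slide. The scanner files of all 8 arrays, read with Agilent Feature Extraction, hold intensities per spot, with a flag for spots well above background; the authors deposited these intensities after the scanner software's background subtraction and without normalization between arrays. The authors deposited a table of log2 values made with LVSmiRNA, which summarises the probes of each miR and normalizes the arrays on a least-variant set, and a table of log2 values made with AgiMicroRna, which applies RMA. The deposited series table equals the RMA table. Both tables hold the same mouse miRs, and no further log transformation, background correction or normalization was applied to them. Samples were grouped by the condition in their labels. The paper gives 4 samples per group and describes each as a sample from a mouse.

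Each table was fitted with limma (version 3.58.1, R 4.3.3), with 1 coefficient for SP over PBS, empirical Bayes moderation and Benjamini-Hochberg adjustment over all miRs of the table. A miR passed at an adjusted p of 0.05. Consensus DE miRs also changed at least 2-fold in the same direction in both tables, as in the paper. A miR was called above background on an array when at least 1 of its probes was well above background on more than a share of 0.5 of its spots. Where a miR was above background on no array of the lower group, the fold was given as a bound, against the higher of its own signal and the dimmest signal above background on those arrays. Principal components were computed on centred values, without scaling. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other calculations. The number of arrays limits the precision of all values.

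The miRs to be named were fixed before the data were examined, by 3 rules: those that the paper names in its results, in Table 2 or in its figure legends, the 10 largest rises and the 10 largest falls with LVS among consensus DE miRs whose groups do not overlap in either table, and up to 4 changed and up to 2 unchanged members of each list. The paper's values for these miRs had been seen. The 17 lists, also written before the data were examined and after the paper's tables had been seen, cover miRs of ciliated epithelium (miR-34 and miR-449), the miR-200 family, other epithelium, endothelium, smooth muscle and fibroblasts, lymphocytes, erythroid cells and platelets, macrophages, striated muscle, myeloid cells, inflammation, the let-7 and miR-98 family, the miR-30 family, the miR-15, miR-16, miR-195 and miR-497 family, the miR-23, miR-24 and miR-27 clusters, the miR-17~92 and paralogous clusters, and the miR-297, miR-466, miR-467 and miR-669 cluster. Of 170 list members, 167 were matched on the arrays. Lists with at least 3 measured members were tested with camera of limma at its preset correlation of 0.01, with an estimated correlation, and with fry.

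The alternatives were the analysis of variance of the paper's methods, limma with trend and robust options, the replicate number as a block, each sample left out in turn, only miRs above background on every array of a group or on all arrays, the median of each array set equal, the series table in place of both tables, an adjusted p of 0.01, fold thresholds of 1.5 and 3, either table alone, and 4 ways of processing the scanner signals: scaling to the 75th percentile over detected or over all probes with a floor of 1, normexp background correction with an offset of 50 followed by quantile normalization, and the scanner's total gene signal with a floor of 0.5. Leaving out the miRs with LVS values below -15 was added after the data were seen. The fits were tested on simulated data with 200 changed miRs. Each miR was drawn independently, with the same spread in both groups, averaged over the real groups. miRs with values below -15 were left out. Of miRs changed by 1 on the log2 scale 89% (LVS) and 90% (RMA) were called, and of those changed by 2, 98% and 94%. Of those unchanged 0.912% and 0.796% were called. Unequal spread of the groups, miRs that move together and the scaling of arrays were not simulated. These shares can therefore differ for the real arrays. The RT-qPCR samples and the mRNA arrays were not analysed here.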

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

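In the paragraphs on patterns, the tests of fewer cells of other types, of covariation among PBS samples (over all lists and in each part), of SP replicate 3 and of the LVS values below -15, and the counts and medians over all 35 miRs under each scaling, were chosen only after the result was seen.

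miRs typical of other lung cells were lower in neutrophil preparations from SP-exposed lungs, in all 9 lists of such miRs by their median. The macrophage list was mixed, with 2 members lower and 1 higher past the test with LVS, and 0 lower and 1 higher with RMA. With an estimated correlation no list passed camera. Of the 53 miRs of these lists 43 were above background on every PBS array and 10 on none. In PBS samples mmu-miR-126-3p of endothelium had a mean of 15.09 log2 units with RMA, mmu-miR-34b-5p of ciliated cells 13.07 and mmu-miR-143-3p of smooth muscle 9.53. Normalization stays open as a part of the fall. With normexp and quantile normalization, the scanner scaling that lowered it least, the median log2 fold change was -0.97 over all 35 measured epithelial, endothelial and stromal miRs, which is above the bound of -1 used in this test, and -1.44 over the 30 that were above background on any array. Under the 4 scalings 24 to 28 of the 35 were lower and 0 higher past the test. A candidate explanation for the epithelial part is a varying share of epithelial cells, or of their RNA, in PBS preparations: across the PBS samples, miRs of different epithelial lists moved together (median correlation 0.943, against a 95th percentile of 0.204 in 1000 random lists), and against mmu-miR-223-3p (list medians of the correlation -0.924 to -0.983), over only 4 samples. For the smooth muscle and fibroblast miRs, a share that varies together with the epithelial one is argued against by the list median only. Their median correlation with the epithelial miRs was -0.748, below the 5th percentile of -0.620, over 4 samples. The list was split: correlations with mmu-miR-223-3p ran from -0.704 to 0.894 (median 0.816), with 2 of 6 members below 0. Such a shared variation is thus not decided for single members. For the lymphocyte miRs, with -0.782, above their 5th percentile of -0.822, it cannot be told apart from chance over 4 samples. Over the 30 epithelial, endothelial and stromal miRs above background on every PBS array the median correlation between lists was 0.763, but 22 of the 30 are epithelial, so this value does not speak for the other lists. Separate shares of each cell type, varying apart from the epithelial one, stay open. Fewer cells of every other type in SP samples cannot be told apart from a fall inside neutrophils, because all the list medians were below 0. The lists differed in the size of their fall over miRs above background on every PBS array (permutation test, p = 0.0236). This does not decide it, because cell types can also be lost to unequal degrees. The test further shuffled single miRs between lists, although miRs of the same list can move together. Selection with anti-Ly6G beads enriches cells with Ly6G, and other cells can remain. The paper evaluated purity in mice with pneumonia only, found it high, and names mostly alveolar macrophages and rarely eosinophils as contaminants. It reports high Ly6G mRNA in every sample. Its top mRNA gene sets enriched in PBS samples include cilium assembly, cilium movement and axoneme assembly. These go in the same direction as the miR-34 and miR-449 miRs of ciliated epithelium. Of the miRs on these lists, 26 are ones the study picked from these samples, 2 are on another list and 31 are above background on every SP array. Regulation in the neutrophils stays open.

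mmu-miR-1896, mmu-miR-1247-3p and mmu-miR-3093-3p rose more than any other consensus DE miR. SP replicate 3, in which all 3 were highest, is argued against as the whole cause, because the smallest of their LVS folds without it was 4.20, with each still past the test in both tables. Their probes hold 64.3% to 71.4% GC. Removing the linear trend of fold change on GC took the median log2 fold change of the 3 from 3.03 to 3.01. The same step raised the median of the consensus DE miRs that rose from 1.24 to 1.59, and of those that fell from -1.88 to -1.40. It thus shifted the general level as well, and the small change of the 3 does not measure the part of GC in their rise. The slope of the trend, 0.028 log2 units per percent, was too shallow to remove the rise, so other effects of GC are not decided. Median probe GC was 60% for consensus DE miRs that rose and 47.4% for those that fell. GC content, the response of the neutrophils to SP and a change in cell composition stay open. Neither the response nor the composition was tested for these miRs.

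The 3 LVS values below -15 are those of mmu-miR-32-5p in SP replicate 2 (-19.78) and SP replicate 4 (-26.68) and of mmu-miR-744-5p in SP replicate 4 (-25.29). The authors' normalization is a candidate explanation, because the largest difference of their scanner log2 signals on these arrays from the mean of the other 7 arrays was -0.64. No biological explanation was tested.

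Among 256 groups of 4 values, 16 held a sample far from the other 3, where chance gives about 12.8. The values given here, each above the 95% critical value of Dixon's test, are its gap to the nearest sample over the range of the group. Among PBS samples they were 0.970 for mmu-miR-1896 and 0.916 for mmu-miR-3963 with LVS, and 0.834 for mmu-miR-18a-5p, 0.853 for mmu-miR-335-5p and 0.845 for mmu-miR-29c-3p with RMA. Among SP samples with LVS they were 0.886 for mmu-miR-34c-5p, 0.867 for mmu-miR-5100, 0.958 for mmu-miR-24-3p and 0.903 for mmu-miR-143-3p. Among SP samples with RMA they were 0.846 for mmu-miR-142-3p, 0.940 for mmu-miR-205-5p, 0.935 for mmu-miR-26a-5p, 0.872 for mmu-miR-19b-3p, 0.899 for mmu-miR-141-3p and 0.909 for mmu-miR-143-3p. The 75th percentile of the unscaled scanner signal had a value of 0.892 among SP samples.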

How the results depend on the processing

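The direction of most named miRs held over the alternatives, in part by construction. The analysis of variance, the trend and robust options, the replicate block and the background filters leave the fold change as it is. With RMA the series table repeats the main values. The number of consensus DE miRs and their split into higher and lower moved with the scaling and with the use of 1 table in place of both. Of the comparisons of named miRs with their reported values, 3733 kept direction and side of the threshold, 143 newly passed, 234 no longer passed and 10 reversed; of those of lists, 306 kept both, 8 newly passed and 35 no longer passed. Restricting the test to miRs above background on all arrays left 170 (LVS) and 202 (RMA) past the FDR threshold, with fewer miRs tested, and an adjusted p of 0.01 left 191 and 198. Each scaling of the scanner signals gives 1 table, so the consensus rule had to be met in that table only. The like counts are those of LVS alone (122, with 40 higher and 82 lower) and RMA alone (163, with 79 and 84). By this rule 240 miRs (126 higher, 114 lower) passed with scaling over detected probes, 214 (104 and 110) over all probes and 191 (118 higher) with the total gene signal. After normexp 44 were lower, and 79 were higher with the series table or RMA alone. At least 1.5-fold gave 171 (60 and 111) and at least 3-fold 52 (11 and 41), as these thresholds admit more or fewer miRs. The share changed under 5-fold was 90.2% after normexp and 66.5% with the total gene signal for both tables, and with RMA 82.1% over detected probes, 79.0% over all probes and 81.0% with the series table. Leaving out single samples gave 73.3 to 87.7% (LVS) and 68.6 to 81.6% (RMA) for this share, 98 to 114 consensus DE miRs and 8 to 14 lists in camera, the lowest without SP replicate 1. With an estimated correlation camera passed 0 lists. The first principal component held 42.7% (LVS) and 43.5% (RMA) after scaling to unit variance, 79.4% (RMA) over miRs above background, and 60.5 to 73.3% and 74.4 to 79.2% with single samples left out. Chosen after seeing the data, the LVS share was 74.6% without the miRs with values below -15, and with unit variance as well the shares were 42.7% (LVS) and 43.5% (RMA). The log2 fold change reversed for mmu-let-7g-5p with LVS to 0.49 over detected probes, 0.37 after normexp, 0.69 with the total gene signal and 0.37 with the series table. It reversed for mmu-miR-29a-3p with LVS to 0.25 after normexp and 0.25 with the series table, for mmu-miR-30e-5p with LVS to 0.094 with the total gene signal, and for mmu-miR-3963 with RMA to 0.26 over detected probes, 0.19 over all probes and 0.40 with the total gene signal. Apart from the thresholds and the number of miRs tested, the cause was not tested. Centring took the median log2 fold change of all miRs with LVS from 0.02 to 0.18, and miRs detected on all arrays had a median log2 fold change of -0.19 with LVS, 0.10 with RMA, 0.28 over detected probes, 0.20 over all probes and 0.45 with the total gene signal, relative to which single changes can be read. Signals near background limit the folds of dim miRs.

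PBS and SP samples of the same replicate number lay in the same row of the slide, but their values showed no consistent pairing. Deviations from the group mean correlated between PBS and SP samples of the same number by -0.08, 0.19, -0.02, 0.19 (LVS) and 0.06, 0.15, -0.03, 0.24 (RMA). The highest correlation was that of PBS replicate 3 with SP replicate 1 (0.37 and 0.32). With the replicate number as a replicate block, 267 (LVS) and 299 (RMA) miRs passed, 106 were consensus DE miRs (40 higher, 66 lower) and 12 lists passed. A slide block was not run, because all arrays are on 1 slide.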

Differences from the paper's values

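Values are listed as different where one is more than 1.5 times the other and they differ by more than the spread over samples left out in turn. The share of variance of the third principal component with LVS was 6.52%, where the paper gives 12.9%. With RMA the first component held 75.8% (the paper's value 43.5%), the next 10.5% (the paper's 16.1%) and the third 5.42% (the paper's 12.3%). Of the alternatives set before the data were examined, scaling each miR to unit variance gave 12.9% for the third component with LVS and 43.5%, 16.1% and 12.3% with RMA, the paper's values to the decimals it prints. Restriction to miRs above background on every array of a group, and leaving out any single sample, did not bring any of these within 1.5 times the paper's value, except the next RMA component without PBS replicate 1, 2, 3 or 4 or SP replicate 1, where it was 11.1 to 12.4% and still below the paper's. Unit variance without the miRs with LVS values below -15, chosen after seeing the values, also gave 43.5% for the first RMA component, and neither of the miRs it leaves out is among the paper's consensus DE miRs.

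Other values lie apart but within 1.5 times. With LVS the first component held 61.9% (the paper's 42.7%) and the next 25.1% (the paper's 20.6%), and unit variance gave 42.7% and 20.6%. The top 3 held 93.6% with LVS and 91.7% with RMA, where the paper gives 76% and 72%. At the paper's FDR threshold, 289 (LVS) and 346 (RMA) miRs passed with limma and 266 and 314 with the analysis of variance of the paper's methods, where the paper gives 374 and 312. Consensus DE miRs numbered 109 with limma (39 higher, 70 lower) and 101 (33 and 68) with the analysis of variance, where the paper gives 98 (31 and 67).

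The paper marks mmu-let-7i-5p as changed with LVS among the most abundant miRs of PBS samples. Here 15 of its 16 marked miRs passed with LVS and mmu-let-7i-5p did not (adjusted p = 0.0526, limma). It passed with the replicate block, among miRs above background on every array of a group or on all arrays, and without SP replicate 3 or 4, but not under the other alternatives, and its sign turned with 2 of the scalings of the scanner signals. With RMA all 17 marked miRs passed, and mmu-miR-29a-3p passed as well (adjusted p = 0.0481, limma), though not with the analysis of variance of the paper's methods or most other alternatives. The 25 most abundant miRs here include mmu-miR-5109 with both normalizations and mmu-miR-720 with RMA, which the paper's Table 2 does not list. The paper leaves mmu-miR-205-5p out of the hub miRs that changed in both tables, and here it was a consensus DE miR, though not with the analysis of variance of the paper's methods. In its discussion the paper gives an upper end for the fold changes of the consensus DE miRs that is below the LVS fold of mmu-miR-224-5p here (30.8), although its results and Supplementary Table 6 give that same LVS fold for this miR. The fold changes in the paper's tables were compared with those computed here in 230 cases, and 0 differed by the rule for signed values.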

Other observations

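miRs of the miR-17~92 and paralogous clusters, which promote proliferation and survival in myeloid and lymphoid cells, rose or did not pass: 5 of 12 were higher and 0 lower with LVS (6 higher when adjusted over the list alone), and 9 were higher with RMA. mmu-miR-20a-5p had a log2 fold change of 0.98 (LVS, adjusted p = 0.00538, limma) and 1.15 (RMA), mmu-miR-106b-5p 0.92 (LVS, adjusted p = 0.00828) and 1.12 (RMA), and mmu-miR-25-3p 0.62 (LVS, adjusted p = 0.0654) and 1.20 (RMA, adjusted p = 0.00247). mmu-miR-25-3p passed under all 4 scalings of the scanner signals. Of 11 inflammation-responsive miRs 3 were higher and 1 lower with LVS (the same numbers when adjusted over the list alone), and 6 were higher with RMA. mmu-miR-21a-3p rose by 1.16 (LVS, adjusted p = 0.00305, limma) and 1.74 (RMA) on the log2 scale. mmu-miR-155-5p, induced by Toll-like receptor signals, rose by 2.40 with RMA (adjusted p = 0.00204, limma), while its LVS value of 1.20 did not pass (adjusted p = 0.0759). The latter passed with limma's trend and robust options, among miRs above background, on centring the arrays and without SP replicate 3, and the miR was higher and passed under all 4 scalings of the scanner signals. mmu-miR-146a-5p, which restrains such signals, had values of 0.46 and 0.85, neither past the test, and mmu-miR-146b-5p was the lower miR of the list, with -1.06 (LVS, adjusted p = 0.0431, limma). That call was lost with the analysis of variance, with the replicate block, under all 4 scalings of the scanner signals, with the series table, and when any sample other than SP replicate 1 or 3 was left out. In the rodent-specific cluster of miR-297, miR-466, miR-467 and miR-669, 10 of 62 miRs were higher and 4 lower with LVS (5 and 3 when adjusted over the list alone), and 13 and 1 with RMA. mmu-miR-466i-5p rose by 1.21 (LVS, adjusted p = 0.0143, limma) and mmu-miR-467e-5p by 1.10 (adjusted p = 0.0486), a call that was lost with the analysis of variance and when PBS replicate 1, 3 or 4 or SP replicate 1, 2 or 4 was left out, and with RMA without PBS replicate 3 or SP replicate 1 or 2. The miR-15, miR-16, miR-195 and miR-497 family moved apart, with 3 of 6 higher and 2 lower with LVS (4 and 2 when adjusted over the list alone). The lower ones were mmu-miR-195a-5p, with -2.08 (LVS, adjusted p = 0.00846, limma), and mmu-miR-497-5p, with -1.94 (adjusted p = 0.0128). The call of mmu-miR-195a-5p was lost with scaling over all probes and with the total gene signal.

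miRs that mark other blood and muscle cells fell or did not pass in most cases. Of the lymphocyte miRs 4 of 5 were lower in each table (the same number when adjusted over the list alone), among them mmu-miR-150-5p, with a log2 fold change of -1.78 (LVS, adjusted p = 0.00492, limma) and -2.09 (RMA), and mmu-miR-181b-5p, with -1.66 and -1.62. Of the erythroid and platelet miRs 2 of 3 were lower with LVS (3 when adjusted over the list alone) and 1 with RMA. mmu-miR-144-3p had -1.39 and -2.03, and mmu-miR-451a -1.75 (LVS, adjusted p = 0.0117, limma) and -1.43 (RMA, adjusted p = 0.0781). The RMA value of mmu-miR-451a did not pass. Its LVS call was lost with the replicate block and under all 4 scalings of the scanner signals. In the macrophage list 1 of 4 was higher and 2 were lower with LVS (the same numbers when adjusted over the list alone), and 1 and 0 with RMA: mmu-miR-147-3p had 0.21 with LVS, and mmu-miR-511-3p, encoded in the macrophage mannose receptor gene, -1.59 (LVS, adjusted p = 0.00915, limma), a call that was lost under all 4 scalings as was that of mmu-miR-147-3p on centring the arrays. Of the striated muscle miRs 3 of 6 were lower in each table (the same number when adjusted over the list alone), among them mmu-miR-1a-3p, with -1.23 and -1.88. In both tables the mmu-miR-133a-3p call was lost with the replicate block, scaling over all probes and the total gene signal. With LVS it was also lost on centring the arrays and without PBS replicate 3. The mmu-miR-133b-3p call was lost with the total gene signal, and with RMA with the replicate block. mmu-miR-145a-5p of smooth muscle, above background on 1 of 4 SP arrays, had -1.65 (LVS, adjusted p = 0.000832, limma) and -2.46 (RMA). In the miR-23, miR-24 and miR-27 clusters mmu-miR-27b-3p had -1.69 and mmu-miR-27a-3p -0.92 with LVS. The calls of mmu-miR-150-5p, mmu-miR-181a-5p, mmu-miR-181c-5p, mmu-miR-144-3p and mmu-miR-27a-3p were lost with the total gene signal. With it the median of the lymphocyte list was -0.40, against -1.08 with LVS. The mmu-miR-181c-5p call was also lost in both tables with limma's trend and robust options and with both scalings to the 75th percentile. With LVS it was lost with the analysis of variance and when any PBS sample or SP replicate 2 or 4 was left out.

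All 35 ways to divide the 8 samples into 4 and 4 were tested. Only the real division gave miRs past the FDR threshold (289 with LVS and 346 with RMA) or consensus DE miRs (109, with 39 higher and 70 lower). The same held for changed miRs among the 25 most abundant (16 with LVS and 18 with RMA). The highest count of any other division was 0 for each. The other divisions mix PBS and SP samples, so a group difference itself lowers their counts. These counts overlap, so they are not separate evidence. A count that 1 of 35 divisions reaches is the strongest result this test can give, and beyond that share chance is not excluded. For the lists past camera at the preset correlation, chance cannot be excluded: the real division passed 13, the highest of the others also 13, and 3 divisions reached it.

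The arrays also hold 57 probe sets for miRs of mouse cytomegalovirus and murine gammaherpesvirus, which the paper does not report. Of these, 14 were above background on at least 1 array and 6 on all 8. The brightest, mcmv-miR-M23-1-5p, had a mean scaled log2 signal of 6.80 in PBS and 7.76 in SP samples. Some differed more between the groups: mghv-miR-M1-11-5p stood at 5.06 in PBS and 0.97 in SP samples, and mghv-miR-M1-8 at 4.96 and 0.96. In the other direction, mghv-miR-M1-2-3p stood at 3.48 and 5.37. The paper housed the mice in a specific pathogen-free facility, and whether these signals come from viral RNA was not tested. A signal above background is therefore not by itself evidence that the named miR was present.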
